# Expression of foetal gene *Pontin* is essential in protecting heart against pathological remodelling and cardiomyopathy

**DOI:** 10.1038/s41467-025-56531-4

**Published:** 2025-02-14

**Authors:** Bayu Lestari, Ardiansah Bayu Nugroho, Thuy Anh Bui, Binh Nguyen, Nicholas Stafford, Sukhpal Prehar, Min Zi, Ryan Potter, Efta Triastuti, Florence M. Baudoin, Alicia D’Souza, Xin Wang, Elizabeth J. Cartwright, Delvac Oceandy

**Keywords:** Cardiovascular biology, Mechanisms of disease, Heart failure

## Abstract

Cardiac remodelling is a key process in the development of heart failure. Reactivation of foetal cardiac genes is often associated with cardiac remodelling. Here we study the role of Pontin (*Ruvbl1*), which is highly expressed in embryonic hearts, in mediating adverse remodelling in adult mouse hearts. We observe that Pontin deficiency in cardiomyocytes leads to induced apoptosis, increased hypertrophy and fibrosis, whereas Pontin overexpression improves survival, increases proliferation and reduces the hypertrophic response. Moreover, RNAseq analysis show that genes involved in cell cycle regulation, cell proliferation and cell survival/apoptosis are differentially expressed in Pontin knockout. Specifically, we detect changes in the expression of Hippo pathway components in the Pontin knockout mice. Using a cellular model we show that Pontin induces YAP activity, YAP nuclear translocation, and transcriptional activity. Our findings identify Pontin as a modulator of adverse cardiac remodelling, possibly via regulation of the Hippo pathway. This study may lead to the development of a new approach to control cardiac remodelling by targeting Pontin.

## Abstract (web summary)

Adverse cardiac remodelling is a key process leading to heart failure. Here, the authors show that expression of foetal gene Pontin (Ruvbl1) is protective against pathological remodelling and cardiomyopathy via modulation of the Hippo pathway.

## Introduction

Cardiac remodelling is a key process in the heart that occurs in response to pathological stimuli. Pathological remodelling is characterized by changes in heart size and shape (hypertrophy and dilatation), the loss of cardiomyocytes due to apoptosis and necrosis, and activation of myofibroblasts leading to fibrosis^1^. If not treated, cardiac remodelling may progress to severe reduction in heart function and eventually heart failure^2^.

Reactivation of foetal cardiac genes is often associated with hypertrophic remodelling^3^. These foetal cardiac genes are normally expressed during embryonic heart development, and their expressions diminish in post-natal or adult hearts^4^. Reactivation and re-expression of these genes in adult hearts during pathological conditions might be the result of activation of signalling pathways that are involved in the cardiac remodelling process^5^, such as the Myocyte Enhancer Factor 2 (MEF2)^6^, Mitogen Activated Protein Kinases (MAPKs)^7^, Wnt/β -catenin^8^ and calcineurin-NFAT^9^ pathways. Activation of these pathways culminates with the activation of transcription factors which may induce expression of genes, including the foetal cardiac gene programme^5^.

Importantly, a number of cardiac foetal genes may play essential roles in mediating cardiac growth during embryogenesis through modulation of myocyte proliferation. Analysis of foetal and adult cardiac gene expression profiles has revealed that groups of genes related to cell cycle control and DNA replication are amongst the top differentially regulated genes, with much higher expression in foetal hearts^4^. Modulation of these types of genes in pathological settings may be beneficial in inducing regeneration, as well as controlling remodelling and preventing HF progression^10,11^. Likewise, overexpression of other known cardiac foetal genes such as brain natriuretic peptide (BNP), may improve cardiac function following stress stimuli^12^, whereas hearts lacking atrial natriuretic peptide (ANP) develop more severe cardiomyopathy^13^. Thus, it is essential to study the role of foetal cardiac genes in the adult heart.

A genetic screen analysis in zebrafish has identified a protein complex consisting of Pontin (*Ruvbl1*) and Reptin (*Ruvbl2*)^14^. These proteins are members of the AAA+ (ATPases associated with various cellular activities) protein family with various functions including regulation of cell cycle, mitosis, regulation of transcription factors and DNA damage response^15^. In zebrafish these two molecules play an important role in mediating embryonic heart growth^14^. Interestingly, expression of Pontin is elevated in some forms of human cancer^16,17^, and it is implicated in regulating cell proliferation in embryonic development^18^. However, despite the knowledge of its crucial role during zebrafish heart development^14^, the exact role of Pontin in the adult mammalian heart is unknown. Given the importance of understanding the role of cardiac developmental genes and their potential to lead to the identification of new therapeutic targets to control adverse cardiac remodelling^10,11^, in this study we investigated the role of Pontin in cardiomyocytes and in whole hearts. We found a crucial role of Pontin in maintaining cell viability and in modulating pathological hypertrophic growth both basally and in response to stress stimuli, possibly via modulation of the Hippo pathway.

## Results

### Pontin expression in adult heart and in pathological conditions

To study Pontin expression in postnatal mammalian hearts we analysed heart tissues of wildtype (WT) mice and rats. Western blot analysis showed significantly higher expression of Pontin in neonatal (2–3 days old) compared to adult rat hearts (12 weeks old) (Fig. 1A). Pontin expression was also decreased following cardiac stress. In a model of pressure overload hypertrophy that resulted in 1.5 folds increase in heart weight/tibia length ratio as described in our previous publication^19^, we found a significant reduction of Pontin expression at 2 weeks after transverse aortic constriction (TAC) in WT mice (Fig. 1B). We also assessed Pontin levels in aged Rhesus monkey hearts, which showed phenotypes of metabolic syndrome including hypertension, high blood glucose and obesity as previously described^20,21^. A significant reduction in Pontin level was observed in the hearts of Rhesus monkeys with metabolic syndrome (Fig. 1C). Consistently, we also found a trend of reduced expression of Pontin in human heart failure (detailed clinical conditions described in Supplementary Table 1) at the protein level (Fig. 1D, E), and at the mRNA level (Fig. 1F).

**Fig. 1:**
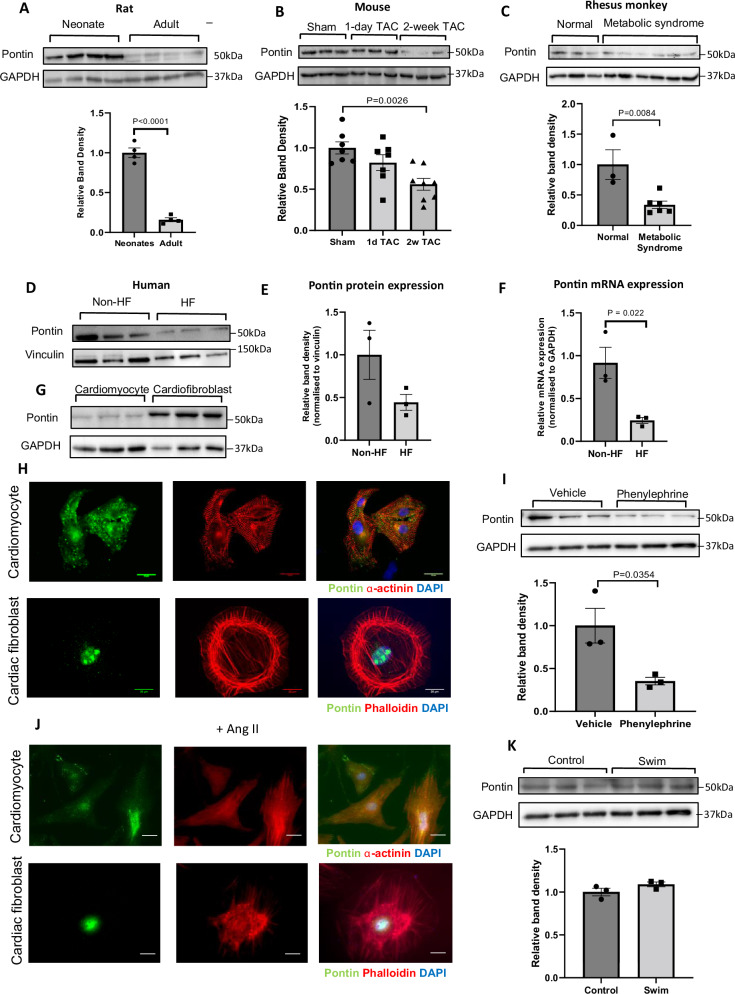
Pontin expression in normal and pathological conditions. **A** Representative Western blots and band density analysis of cardiac protein from neonatal compared to adult rat hearts showed significant reduction of expression in adult heart (*n* = 4 in each group). **B** Expression of Pontin is reduced in adult mouse hearts following transverse aortic constriction (sham and 1 d TAC, *n* = 7, 2 d TAC, *n* = 8) and (**C**) in Rhesus monkeys with metabolic syndrome (*n* = 6 in disease group and 3 in normal group). **D** Western blot analysis, (**E**) band density measurement and (**F**) mRNA detection of Pontin expression in human heart samples showed a reduction of its expression in subjects with heart failure (*n* = 3 in each group). **G** Western blot and (**H**) Immunofluorescence detection of Pontin in cultured neonatal rat cardiomyocytes and cardiofibroblasts showing the subcellular localization of this protein (scale bars = 20 µm). **I** Expression of Pontin in NRCM was reduced following phenylephrine stmulation (*n* = 3 independent experiments). **J** However, immunofluorescence analysis suggested that there was no change in subcellular localization following stress (scale bars = 20 µm). **K** Expression of Pontin did not change in response to excercise training (swimming) (*n* = 3 mice in each group). Data are presented as mean ± SEM. Statistical tests used: (**A**–**K**) two-tailed Student’s *t*-test, (**B**) one-way ANOVA followed by multiple comparisons (Tukey’s). For (**H**–**J**) experiments were repeated three times using different batches of primary cells. Source data are provided as a Source Data file.

At a cellular level we detected Pontin expression in both cardiomyocytes and cardiac fibroblasts with higher level of expression in cardiac fibroblasts (Fig. 1G). In cardiomyocytes, Pontin was mainly found in the cytosol with a low level of nuclear localisation, whilst in cardiac fibroblasts Pontin was found in both nucleus and cytosol with highly enriched expression detected within the nucleus (Fig. 1H). Importantly, cardiomyocytes treated with phenylephrine (30 μM, 72 h), which induced cellular hypertrophy by ~1.3 folds as indicated previously^19^, displayed significantly reduced Pontin expression compared to vehicle-treated cells (Fig. 1I). However, it seems that Pontin sub-cellular localization was not altered in either cardiomyocytes or cardiofibroblasts following stress (Fig. 1J).

In contrast to the expression in pathological conditions, Pontin expression did not significantly change in exercise-induced cardiac hypertrophy. Western blot analysis of mouse hearts after 4 weeks exercise training (90 min swimming twice a day for 4 weeks), which induced 30% increase in heart weight/body weight ratio^22^, did not show any difference in Pontin expression compared to untrained animals (Fig. 1K). Taken together, these data revealed a dynamic control of Pontin expression in the heart upon sustained pathological stimuli, but not in response to physiological stimuli.

### Pontin regulates cardiomyocyte proliferation

The finding that Pontin regulates heart development in zebrafish^14^ prompted us to question if Pontin is involved in modulating proliferation of mammalian cardiomyocytes. Therefore, we established a Pontin overexpression system in neonatal rat cardiomyocytes (NRCM) to address this question (Fig. 2A). We then analysed cell proliferation markers, including EdU incorporation rate, Ki67 and phospho-Histone H3 (pHH3) expressions. Our observations showed that Pontin overexpression increased NRCM proliferation (Fig. 2B–E and Supplementary Fig. 1A–C). Consistently, when we inhibited Pontin expression using siRNA (Fig. 2F) we found a significant reduction in cardiomyocyte proliferation (Fig. 2G–J and Supplementary Fig. 2A–C).

**Fig. 2:**
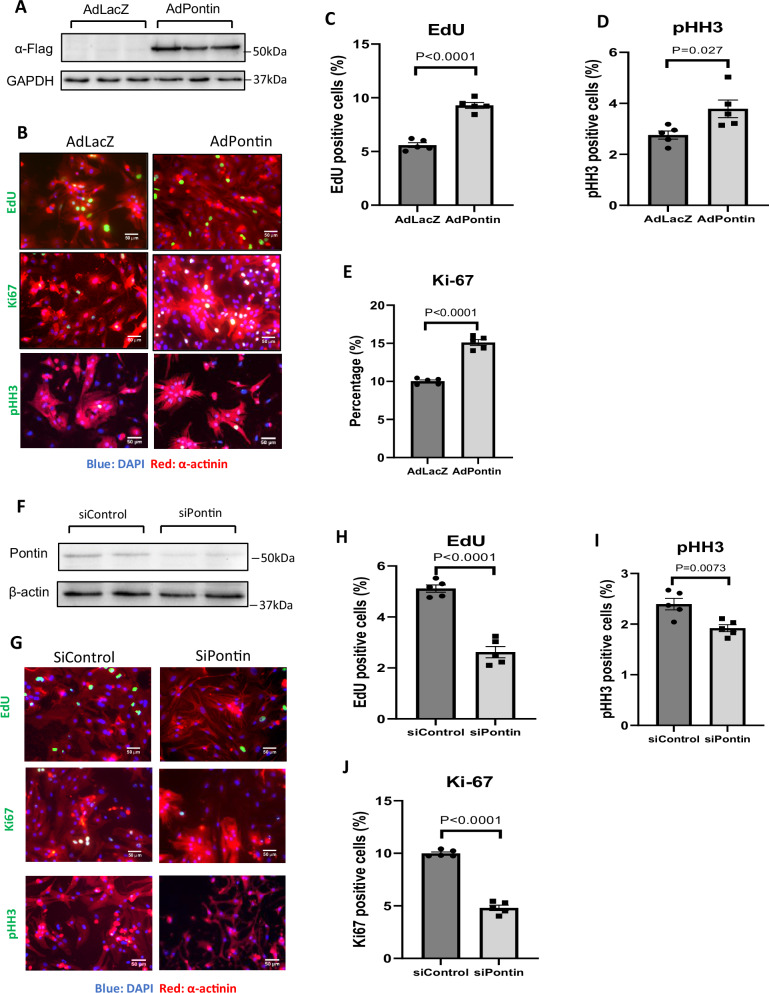
Pontin regulates proliferation of neonatal rat cardiomyocytes. **A** Representative Western blot image showed enhanced Pontin expression following transduction with adenovirus carrying *Pontin* cDNA (*n* = 3 independent experiments in each group). **B** Images of EdU incorporation assay, Ki67and pHH3 detection in NRCM overexpressing Pontin compared to control (scale bars = 50 µm). Images of separated channels can be seen in Supplementary Fig. 1A–C. **C** Quantification of EdU, (**D**) pHH3 and (**E**) Ki67 positive cells suggested that Pontin overexpression significantly enhanced NRCM proliferation (*n* = 5 independent cell preps with minimum of 3 replications in each prep). **F** Example of Western blot showing reduction of Pontin after siRNA transfection. **G** Fluorescent images of EdU incorporation assay, Ki67and pHH3 detection in NRCM deficient of Pontin compared to control (scale bars = 50 µm). Images of separated channels can be seen in Fig. S2A–C. Measurement of (**H**) EdU, (**I**) pHH3 and (**J**) Ki67 positive nuclei indicated that Pontin deficiency led to a reduction in NRCM proliferation (*n* = 5 independent cell preps with minimum of 3 replications in each prep). Data are presented as mean ± SEM. Statistical tests used are two-tailed Student’s *t*-test for (**C**–**J**). Source data are provided as a Source Data file.

### Pontin regulates Angiotensin-induced hypertrophic response

We followed up the finding above by addressing the question whether Pontin regulates hypertrophic growth in addition to hyperplasia. Basally, there was no difference in cardiomyocyte size following Pontin overexpression or gene silencing. However, in response to Angiotensin II (Ang II) treatment (1 µM, 48 h) Pontin overexpression resulted in a reduced Ang II-mediated hypertrophic response, while Pontin knockdown exaggerated the hypertrophic response as indicated by cell size measurement (Supplementary Fig. 3A–D). Consistently, analysis using BNP-luciferase reporter revealed a lower BNP-luciferase signal in Pontin overexpressing cells but higher BNP-luciferase signal in NRCM lacking Pontin following Ang II stimulation (Supplementary Fig. 3E, F), suggesting a possible role for Pontin in mediating hypertrophic growth.

### Pontin protects against apoptosis and oxidative stress

In addition to inducing hypertrophic growth, Ang-II induces apoptosis through activation of both AT1 and AT2 receptors^23^. To evaluate if Ang II-dependent apoptosis is affected by Pontin, we conducted TUNEL assay in NRCM overexpressing or lacking Pontin following Ang II stimulation. We found that the apoptosis level was significantly reduced in cells overexpressing Pontin (Fig. 3A, B and Supplementary Fig. 4A). In contrast, we detected a higher number of apoptotic cells in NRCM deficient of Pontin (Fig. 3C, D and Supplementary Fig. 4B).

**Fig. 3:**
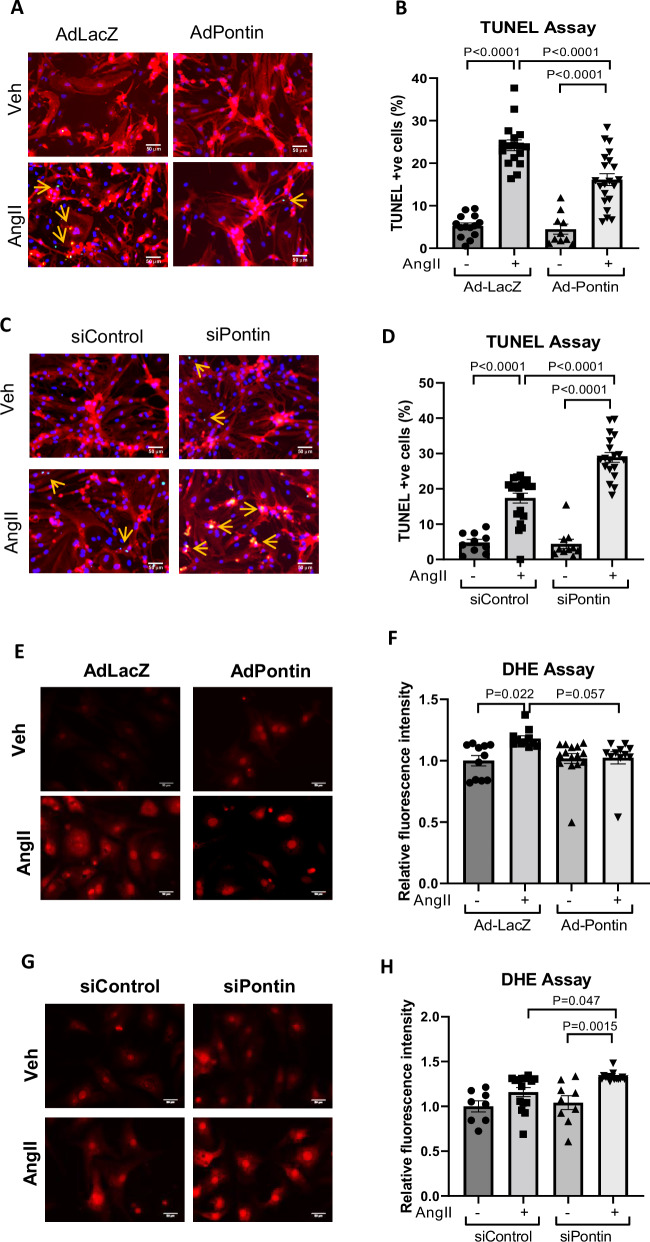
Pontin mediates apoptosis and oxidative stress following angiotensin II stimulation. **A** Representative images of TUNEL assay and (**B**) quantification of TUNEL positive cells in NRCM overexpressing Pontin vs control following treatment with Ang II (1 µM, 48 h) (AdLacZ, *n* = 14 replications, AdlacZ+Ang II, *n* = 17 replications, AdPontin, *n* = 10 replications, AdPontin+Ang II, *n* = 21 replications).Images of separated channels from TUNEL experiments can be seen in Supplementary Fig. 4A, B. **C** TUNEL assay and (**D**) quantification of TUNEL positive cells in NRCM with Pontin gene silencing following Ang II stimulation (siControl, *n* = 10 replications, siControl+Ang II, *n* = 21 replications, siPontin, *n* = 10 replications, siPontin+Ang II, *n* = 19 replications). **E** Images of DHE assay and (**F**) measurement of fluorescent intensity in NRCM overexpressing Pontin (*n* = 11 replications each for AdLacZ, AdLacZ+Ang II and AdPontin+Ang II, for AdPontin, *n* = 15 replications) and (**G**, **H**) NRCM lacking Pontin (siControl, *n* = 8 replications, siControl+Ang II, *n* = 15, siPontin, *n* = 9, siPontin+Ang II, *n* = 15) following Ang II stimulation. Overall, the data indicated that Pontin expression was protective against apoptosis and oxidative stress due to Ang II stimulation. Scale bars = 50 µm. Data are presented as mean ± SEM. Statistical tests used: (**B**–**H**) one-way ANOVA followed by multiple comparisons test (Tukey’s). Source data are provided as a Source Data file.

In cardiomyocytes, AngII-induced cell death may be triggered by increased oxidative stress due to NADPH oxidase activation and reactive oxygen species (ROS) production in the mitochondria^24^. We therefore performed dihydroethidium (DHE) staining on NRCM to assess the level of ROS production in Pontin knock-down and overexpressing cardiomyocytes. In keeping with previous data we observed a protective role of Pontin overexpression in reducing ROS levels following Ang-II treatment, whereas knock down of this gene resulted in a higher level of intracellular ROS (Fig. 3E–H). We followed up this finding by examining the level of cell viability in response to oxidative stress induced by peroxide treatment (200 μM, 4 h). Consistently, Pontin overexpression increased cell viability following oxidative stress induced by peroxide treatment, whereas Pontin knockdown led to a reduction in NRCM viability (Supplementary Fig. 5A, B).

### Pontin knock out results in severe cardiomyopathy in vivo

Our data above indicate that Pontin may play essential role in mediating cardiomyocyte growth and survival, therefore it is important to understand Pontin’s role in the heart in vivo. To address this question we generated an inducible cardiomyocyte specific knockout of Pontin in mice (Pontin^icKO^) using the αMHC-MerCreMer (αMCM)/loxP system. Details of the generation of Pontin^icKO^ mice are described in supplementary fig. 6 and in the methods section. We used αMCM-Pontin^floxed^ mice without tamoxifen injection and αMCM TG mice (with and without tamoxifen treatment) as controls.

Pontin inducible cardiomyocyte knockout (Pontin^icKO^) was achieved by treating αMCM-Pontin^floxed^ mice with a single injection of 40 μg/kg BW tamoxifen intraperitoneally. Western blot data confirmed reduction of Pontin expression by ~50-60% in cardiomyocytes isolated from adult Pontin^icKO^ mice (Fig. 4A), whereas Pontin expression in cardiac fibroblasts was unaltered (Fig. 4B) indicating cell specific ablation. We then performed serial echocardiography analysis at 1, 3 and 4 weeks post-tamoxifen injection. We found a marked reduction of cardiac function (ejection fraction) in Pontin^icKO^ mice at 4 weeks post tamoxifen injection (Fig. 4C). Interestingly, ejection fraction was not reduced at 1 and 3 weeks post-tamoxifen indicating an abrupt deterioration between week 3 and 4. Analysis of echocardiography parameters suggested LV chamber dilatation and significant reduction of wall thickness in systole (Supplementary Fig. 7).

**Fig. 4:**
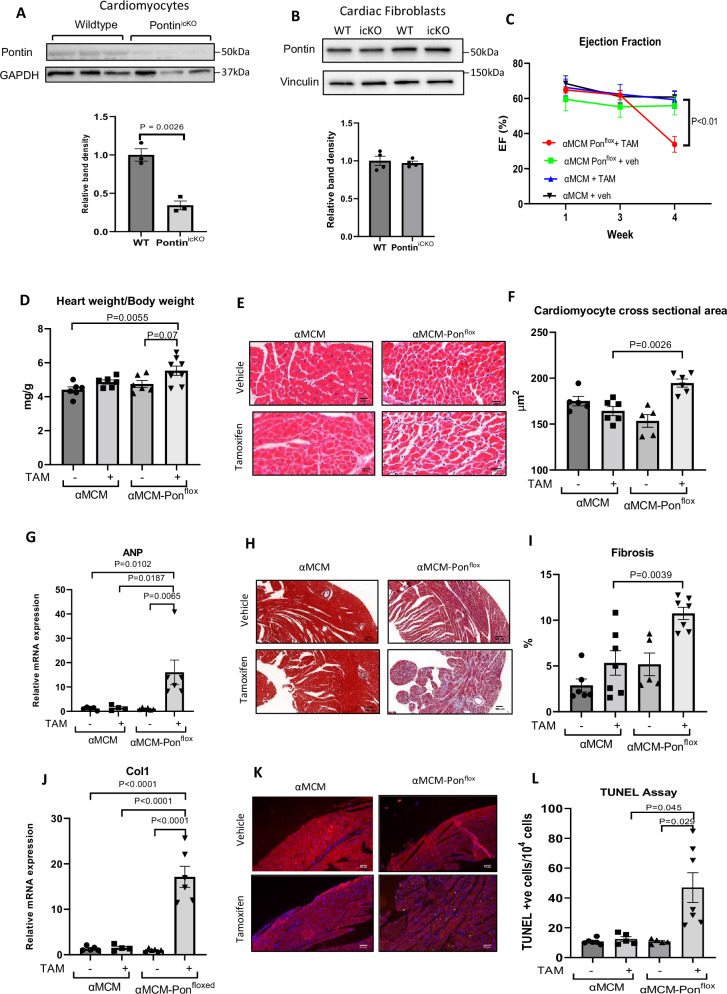
Pontin inducible cardiomyocyte specific knockout in mice results in severe cardiomyopathy. **A** Representative Western blot image of Pontin expression in cardiomyocytes (*n* = 3 mice in each group) and (**B**) cardiac fibroblasts from Pontin^icKO^ mice and WT controls, and quantification of band density (*n* = 4 mice in each group). **C** Serial echocardiography analysis was performed to asses cardiac function of Pontin^icKO^ mice. Left ventricular ejection fraction (EF) was evaluated at 1,3 and 4 weeks after tamoxifen injection. Results showed significant reduction of EF in Pontin^icKO^ mice at 4 weeks after tamoxifen injection (*n* = 6 mice for αMCM, αMCM+tamoxifen (TAM) and αMCM Pon^flox^, *n* = 8 mice for Pontin^icKO^ αMCM Pon^flox^ + TAM). **D** Analysis of Heart weight/body weight ratio indicated bigger heart size in Pontin^icKO^ mice (*n* = 6 mice for αMCM, αMCM+tamoxifen (TAM) and αMCM Pon^flox^, *n* = 8 mice for Pontin^icKO^ αMCM Pon^flox^ + TAM). **E** Representative images of cardiac tissue section stained with hematoxyllin and eosin (scale bars = 20 µm) and (**F**) quantification of cardiomyocyte cross sectional area showing larger cardiomyocyte size in Pontin^icKO^ mice (*n* = 5 mice for αMCM and αMCM Pon^flox^, *n* = 6 mice for αMCM + TAM and αMCM Pon^flox^ + TAM). **G** qPCR analysis of ANP mRNA level suggested higher level of cardiac ANP in Pontin^icKO^ (*n* = 5 mice for αMCM and αMCM Pon^flox^ + TAM, *n* = 4 mice for αMCM + TAM, *n* = 6 mice for αMCM Pon^flox^). **H** Examples of Masson’s trichrome stained cardiac tissue sections (scale bars = 100 µm), (**I**) quantification of fibrotic area (*n* = 6 mice for αMCM, *n* = 7 mice for αMCM + TAM and αMCM Pon^flox^ + TAM, *n* = 5 mice for αMCM Pon^flox^) and (**J**) qPCR analysis of collagen I level (*n* = 5 mice for αMCM and αMCM Pon^flox^ + TAM, *n* = 4 mice for αMCM + TAM, *n* = 6 mice for αMCM Pon^flox^) indicated a significant increase of cardiac fibrosis in Pontin^icKO^ mice. **K** TUNEL staning followed by (**L**) quantification of TUNEL positive cells demonstrated enhanced apoptosis following Pontin deletion in cardiomyocytes in vivo (scale bars = 50 µm)(*n* = 6 mice for αMCM, *n* = 5 mice for αMCM + TAM and αMCM Pon^flox^, *n* = 7 mice for αMCM Pon^flox^ + TAM). Data are presented as mean ± SEM. Statistical tests used: (**A**, **B**) two-tailed Student’s *t*-test, (**C**–**L**) one-way ANOVA followed by multiple comparisons test (Tukey’s). Source data are provided as a Source Data file.

### Pontin knockout increases hypertrophy, apoptosis and fibrosis

To understand the pathological changes in Pontin^icKO^ hearts, we sacrificed mice at day 24 post-tamoxifen injection and analysed heart tissues at this time point. We found enlarged hearts in Pontin^icKO^ mice compared to controls as indicated by heart weight/body weight (HW/BW) ratio (Fig. 4D). Cardiomyocyte cross-sectional area of Pontin^icKO^ mice were also larger than controls (Fig. 4E, F). Moreover, expression of hypertrophic marker (ANP) was also higher in Pontin^icKO^ hearts (Fig. 4G).

We then performed experiments to analyse the level of fibrosis and apoptosis. Assessment of fibrotic area from Masson’s trichrome stained tissue sections and analysis of Col1a expression strongly indicated an increased level of fibrosis in Pontin^icKO^ mice (Fig. 4H–J). Importantly, TUNEL assays suggested that ablation of Pontin in adult hearts resulted in increased cardiomyocyte apoptosis (Fig. 4K, L). Moreover, analysis of the expression of major regulators of apoptosis showed that expressions of Bad, Bax and Caspase-3, which are apoptosis inducers, were markedly increased in Pontin^icKO^ mice, whilst expression of p53 and Bcl-xL, were not altered (Supplementary Fig. 8A–F).

Together, the data suggested that ablation of Pontin in adult cardiomyocytes induced severe adverse remodelling, which was characterized by cardiomyocyte hypertrophy, apoptosis and fibrosis.

### Pontin knockout exaggerated the effects of Ang-II stimulation

Our in vitro data suggested that genetic silencing of Pontin exaggerates the effects of Ang-II stimulation. We therefore investigated the effects of Ang-II stimulation in Pontin^icKO^ mice. Ang-II was infused at a dose of 1.5 mg/kg BW/ day using mini-osmotic pump started at day 7 after tamoxifen injection. Echocardiography analysis showed that Pontin^icKO^ mice exhibited a severe reduction of cardiac function at day 4 post Ang-II infusion. Therefore, experiments were terminated at day 3 and the endpoint phenotype analysis was performed at day 3 after mini-pump implantation. We observed a significant reduction of EF in Pontin^icKO^ mice compared to controls (Supplementary Fig. 9A), although the hypertrophic response (HW/BW ratio, cardiomyocyte size and ANP expression) and fibrosis (Masson’s trichrome staining and collagen 1 expression) were not different at this time point (Supplementary Fig. 9B–H). Consistent with the basal phenotype, apoptosis level was increased in Pontin^icKO^ mice at 3 days after Ang-II induction (Supplementary Fig. 9I, J). Overall, the data indicated that Pontin deletion in cardiomyocytes accelerates reduction of cardiac contractility and the increase in apoptosis in response to pathological stimuli.

### RNASeq analysis of transcriptomic pattern of Pontin^icKO^ hearts

RNAseq analysis on Pontin^icKO^ hearts was performed to gain insight into the mechanism. Total RNA was examined at 1 and 3 weeks after tamoxifen injection to analyse changes in gene expression pattern at the early and late stages after Pontin deletion. At 1 week time point we found 60 upregulated and 47 downregulated genes with FDR values <0.05 and log_2_ fold change >1 or <-1, whereas at 3 weeks we found 916 genes were upregulated and 1051 genes were downregulated (Fig. 5A, B). Of all differentially expressed genes (DEGs), 60 were differentially regulated at both 1 and 3 weeks after tamoxifen (Supplementary Fig. 10A). To describe the functions of these genes we used gene ontology analysis. Sets of genes that were most significantly different at both time points were genes related to the regulation of cell cycle and cell division (Supplementary Fig. 10B).

**Fig. 5:**
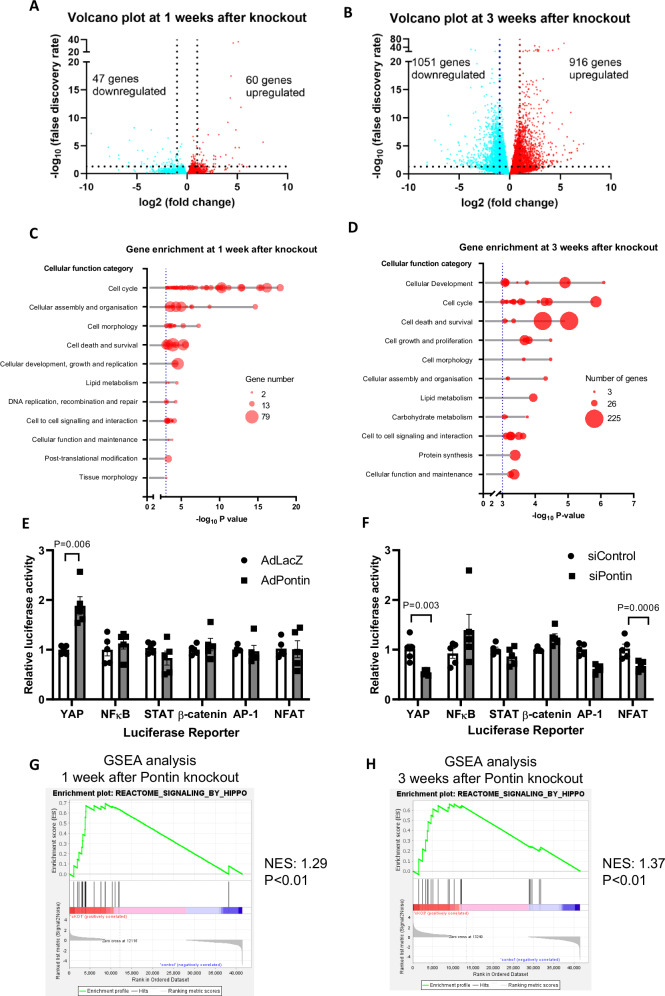
Transcriptomic and pathway screening analysis identifies Hippo pathway to be differentially regulated following Pontin knockout. **A** Volcano plot of differentially expressed genes (DEGs) in Pontin^icKO^ hearts compared to controls at 1 week and (**B**) 3 weeks following tamoxifen injection (*n* = 3 mice in each group). **C** Ingenuity pathway analysis (IPA) of cellular functions of DEGs at 1 week after Pontin knockout and (**D**) at 3 weeks after Pontin knockout. The enriched cellular functions are written in *Y*-axis. The *X*-axis represents negative log of *P*-values. The size of the dots represents the number of DEGs in each category. **E** Results of pathway screening assays in H9c2 cardiac myoblast cell lines using Pontin overexpression and (**F**) Pontin silencing systems demonstrated a consistent modulation of YAP activity by Pontin (*n* = 5 independent experiments in each group). **G** Gene set enrichment analysis (GSEA) - enrichment plot of gene set ‘Hippo signalling pathway’ at 1 week after Pontin knock out and (**H**) at 3 weeks after knockout indicating significant enrichment of this gene set following Pontin knockout. Data are presented as mean ± SEM. Statistical significance was determined by multiple two-tailed Student’s *t*-test (E&F). Source data are provided as a Source Data file.

Furthermore, ingenuity pathway analysis (IPA) of the DEGs showed enrichment of genes associated with cellular development, cell growth and proliferation, cell cycle and cell death/survival (Fig. 5C, D). This finding prompted us to analyse the activity of several major signalling pathways commonly involved in regulating cardiomyocyte growth, hypertrophy, proliferation and apoptosis.

We used the H9c2 cardiomyoblast cell line for this purpose. H9c2 cells were transfected with luciferase constructs reporting the activity of either β-catenin (Wnt pathway), NFκB, NFAT, YAP, STAT3 or AP1 signalling pathways, all of which have been known to regulate cardiomyocyte growth, proliferation and/or survival. After 24 h, cells were treated with adenovirus expressing Pontin or siRNA to knockdown Pontin. The luciferase activity was measured 48 h later. As shown in Fig. 5E, F we found that the activity of YAP, which is the main effector of the Hippo pathway, was significantly induced in cells overexpressing Pontin but reduced in cells lacking Pontin. NFAT-luciferase activity was also differentially regulated but only in the Pontin knockdown model.

We next performed gene set enrichment analysis (GSEA) to further assess the involvement of the Hippo pathway in Pontin knockout. We used a canonical pathway database and found a significant association between Pontin deletion and expression of Hippo pathway components (Fig. 5G, H).

### Expression of Hippo pathway components were altered in Pontin^icKO^ mice

Based on the KEGG database^25^ we selected genes that are known as the core components, the downstream effectors, positive and negative modulators of the pathway (Fig. 6A). As indicated by the heat map we observed a trend of increased expression of the core components of the Hippo pathway and the negative regulators of YAP/TAZ in Pontin^icKO^ mice, in particular at 3 weeks after tamoxifen injection (Fig. 6B). Individual analysis of selected genes such as MST1, SAV1 and MOB1, which are members of the core components of the Hippo pathway suggested a significant increase in mRNA levels at 3 weeks after tamoxifen (Fig. 6C–E).

**Fig. 6:**
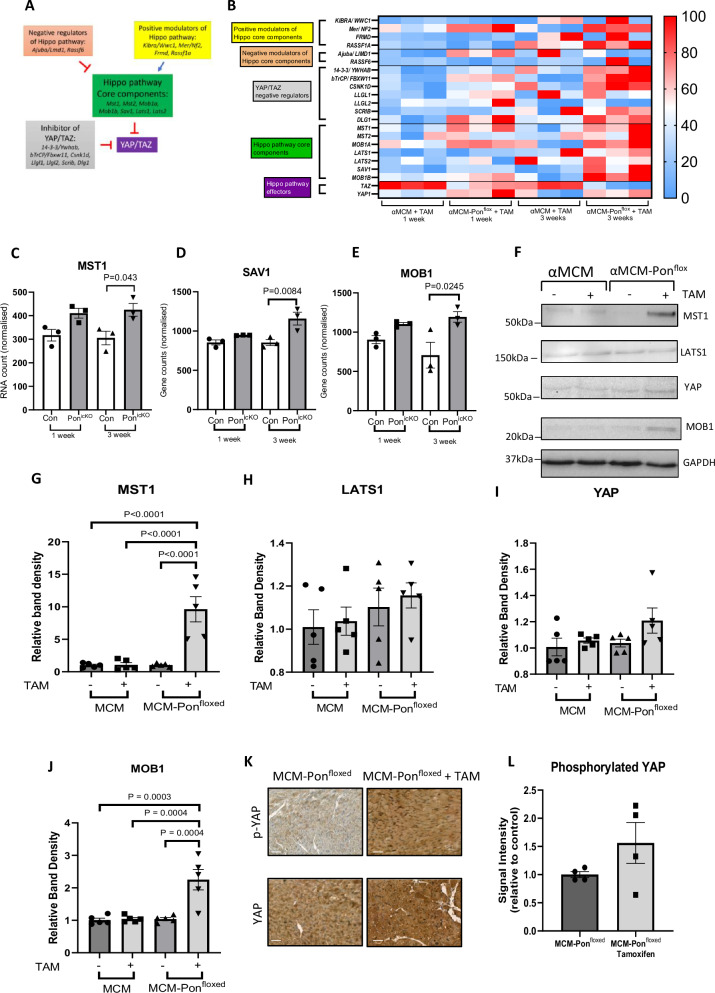
Expression analysis of cardiac transcripts and proteins from WT and Pontin^icKO^ mice revealed differential expression of members of Hippo pathway. **A** Selection and classification of Hippo pathway components based on signalling pathway database (KEGG database). Genes are classified as Hippo pathway core components, negative regulator of Hippo pathway, positive regulator of Hippo pathway, Hippo pathway effector (YAP/TAZ) and inhibitor of YAP/TAZ. **B** Heat map showing cardiac expression of Hippo pathway components in controls vs Pointin^icKO^ mice at 1 week and 3 weeks after Pontin deletion (*n* = 3 mice in each group). The data indicated an increased in the expression of core Hippo components in Pontin^icKO^ hearts partularly at 3 weeks after tamoxifen injection. Furthermore, individual transcript analysis of key components of Hippo pathway revealed that the expression of (**C**) MST1, (**D**) SAV1 and (**E**) MOB1 were significantly upregulated at 3 weeks after Pontin deletion in cardiomyocytes (*n* = 3 mice in each group). **F** Representative Western blots to assess protein expression of key components of Hippo pathway in Pontin^icKO^ (αMCM-Pon^flox^ + tamoxifen) vs controls (the other 3 groups). Analysis of band density of (**G**) MST1, (**H**) LATS1, (**I**) YAP and (**J**) MOB1 indicated a significant increase in the expression of MST1 and MOB1 in Pontin^icKO^ mice (*n* = 5 mice in each group). **K** Representative images of immunohistochemistry analysis to detect phospho-YAP and total YAP in heart tissue sections of Pontin^icKO^ (MCM-Pon^floxed^ + TAM) and control mice (MCM-Pon^floxed^ without tamoxifen)(scale bars = 20μm). **L** Quantification of signal intensity indicated a trend of increased phospho-YAP activity in Pontin^icKO^ mice (*n* = 4 mice in each group). Data are presented as mean ± SEM. Statistical tests used: (**C**–**L**) one-way ANOVA followed by multiple comparisons test (Tukey’s), (**L**) Student’s *t*-test. Source data are provided as a Source Data file.

To follow up the RNASeq data we went on to examine protein expression of several members of the Hippo pathway in mouse heart. Western blot analysis confirmed increased expressions of MST1 and MOB1 in Pontin^icKO^ hearts at protein level, whilst expressions of LATS1 and YAP were not altered (Fig. 6F–J). To examine if the increase expressions of Hippo pathway components affected YAP activation, we conducted immunohistochemistry analysis on cardiac tissue sections of Pontin^icKO^ mice. We observed a trend of increased YAP phosphorylation in Pontin^icKO^ heart sections, although it did not reach statistical significance (Fig. 6K, L). This data suggested a possible reduction of YAP activity in Pontin^icKO^ hearts. Since Hippo pathway and YAP are strongly associated with the regulation of apoptosis, this finding may explain the cardiac phenotypes that we observed in Pontin^icKO^ mice.

### Pontin regulates Hippo pathway in cardiomyocytes

To further analyse the mechanism as to how Pontin regulates the Hippo pathway we performed experiments in NRCM. We used a luciferase reporter to monitor YAP activity in NRCM and detected significantly higher YAP-luciferase signal in NRCM overexpressing Pontin (Fig. 7A). In contrast, YAP-luciferase activity was reduced in NRCM lacking Pontin (Fig. 7B). Consistently, reintroduction of Pontin expression in NRCM-lacking Pontin rescued YAP activity (Supplementary Fig. 11A). Furthermore, analysis of YAP nuclear translocation using a GFP-YAP construct showed an elevated number of YAP positive nuclei in Pontin overexpressing cells, whereas NRCM deficient of Pontin displayed lower levels of nuclear YAP (Fig. 7C–F). Importantly, Western blot analysis showed increased active YAP and reduction of phospho-YAP following Pontin overexpression (Fig. 7G–I) whereas Pontin knockdown reduced the active YAP level and increased phospho-YAP (Fig. 7J–L).

**Fig. 7:**
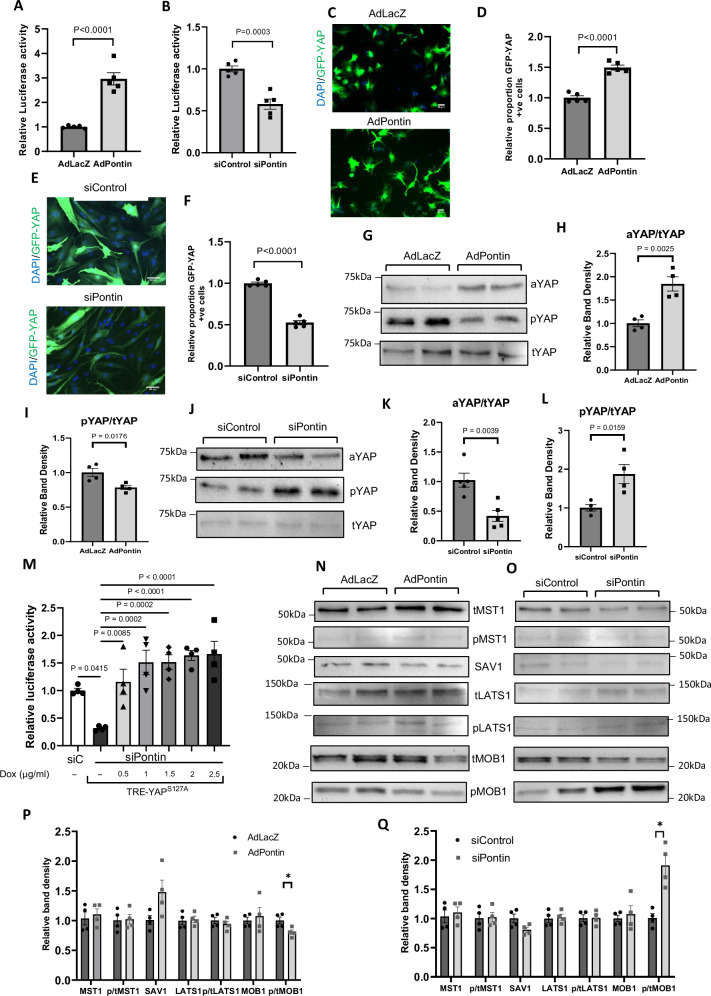
Pontin modulates YAP activity in cardiomyocytes. **A** Analysis of NRCM overexpressing Pontin using YAP-luciferase reporter system showed enhancement of YAP activity in Pontin overexpressing cells and (**B**) reduction of YAP activity in Pontin deficient cells (*n* = 5 independent experiments in each group). YAP nuclear translocation was monitored using GFP-YAP construct in NRCM expressing Pontin (**C**, **D**) and NRCM lacking Pontin (**E**, **F**) (scale bars = 50 µm). The data suggested that Pontin expression positively modulated YAP nuclear translocation whilst Pontin knockdown reduced YAP nuclear translocation (*n* = 5 independent experiments in each group). **G** Western blot assay followed by quantification of (**H**) active and (**I**) phosphorylated YAP in NRCM overexpressing Pontin showed that Pontin overexpression increased the level of active YAP but reduced phospho-YAP expression (*n* = 5 independent experiments in each group). Consistently, Pontin knock down reduced active YAP (**J**, **K**) and increased phospho- YAP level (**L**) as indicated by Western blot and quantification of band density (*n* = 5 independent experiments in each group). **M** Expression of constitutively active YAP^S127A^ in NRCM lacking Pontin (siPontin) rescued the reduction of YAP-luciferase signal due to Pontin knockdown (n = 4 independent experiments). **N** Representative Western blots of core components of Hippo pathway in NRCM following Pontin overexpression and (**O**) Pontin gene silencing. **P** Analysis of band density from Pontin overexpression model and (**Q**) Pontin gene silencing showed that the level of phosphorylated MOB1 was downregulated in the overexpression model and upregulated in the knockdown model, whilst expression and phosphorylation level of other members of Hippo pathway were unaltered (*n* = 4 independent experiments in each group). Data are presented as mean ± SEM. Statistical tests used: (**A**–**L**) two-tailed Student’s *t*-test, (**M**) one-way ANOVA followed by multiple comparison test. (**P**, **Q**) multiple *t*-test. Source data are provided as a Source Data file.

To ascertain that YAP regulation is the mechanism responsible for the phenotypes of Pontin downregulation, we conducted YAP rescue experiments by using inducible-expression system of constitutively active YAP^S127A^ that we have developed previously^26^. YAP^S127A^ expression in Pontin deficient cardiomyocytes was induced by doxycycline treatment. As shown in Fig. 7M the reduction of YAP-luciferase signal due to Pontin knockdown was rescued by expression of active YAP. Moreover, expression of YAP^S127A^ also rescued the reduction of cardiomyocyte proliferation due to Pontin knockdown as indicated by Ki67 detection (Supplementary Fig. 11B, C). Together, these data strongly indicate that the cardiomyocytes phenotypes observed following Pontin knock down are mainly mediated by YAP.

In keeping with these data, expression of YAP target genes such as *Birc5*, *Cyr61*, *Fgf2*, *Pik3cb* and *Tead4* were significantly reduced in NRCM lacking Pontin (Supplementary Fig. 11D). However, we did not observe any significant changes in the expression of YAP target genes in Pontin overexpressing cells (Supplementary Fig. 11E).

Since the main finding in the RNAseq analysis was the increased expression of Hippo core components we then examined expression as well as activation (phosphorylation) of core components of Hippo pathway in NRCM overexpressing or lacking Pontin. Interestingly, contrary to the finding in knockout mice, we did not observe any changes in the expression level of Hippo pathway components. However, we found reduced phosphorylation level of MOB1 in Pontin overexpression cells and higher MOB1 phosphorylation in cells lacking Pontin (Fig. 7N–Q), which in turn may contribute to YAP regulation.

To analyse if Pontin also modulates YAP activation in adult cardiomyocytes, we isolated and cultured adult rat cardiomyocytes (ARCM). Pontin was then overexpressed in ARCM and YAP activity was measured. Pontin overexpression significantly induced YAP-luciferase activity and YAP nuclear translocation in ARCM (Fig. 8A–C). Moreover, ARCM overexpressing Pontin displayed increase proliferation rate as indicated by expression of Ki67 (Fig. 8D, E). Together, these data suggests that the phenotypes due to Pontin modulation in neonatal cells are recapitulated in adult cardiomyocytes.

**Fig. 8:**
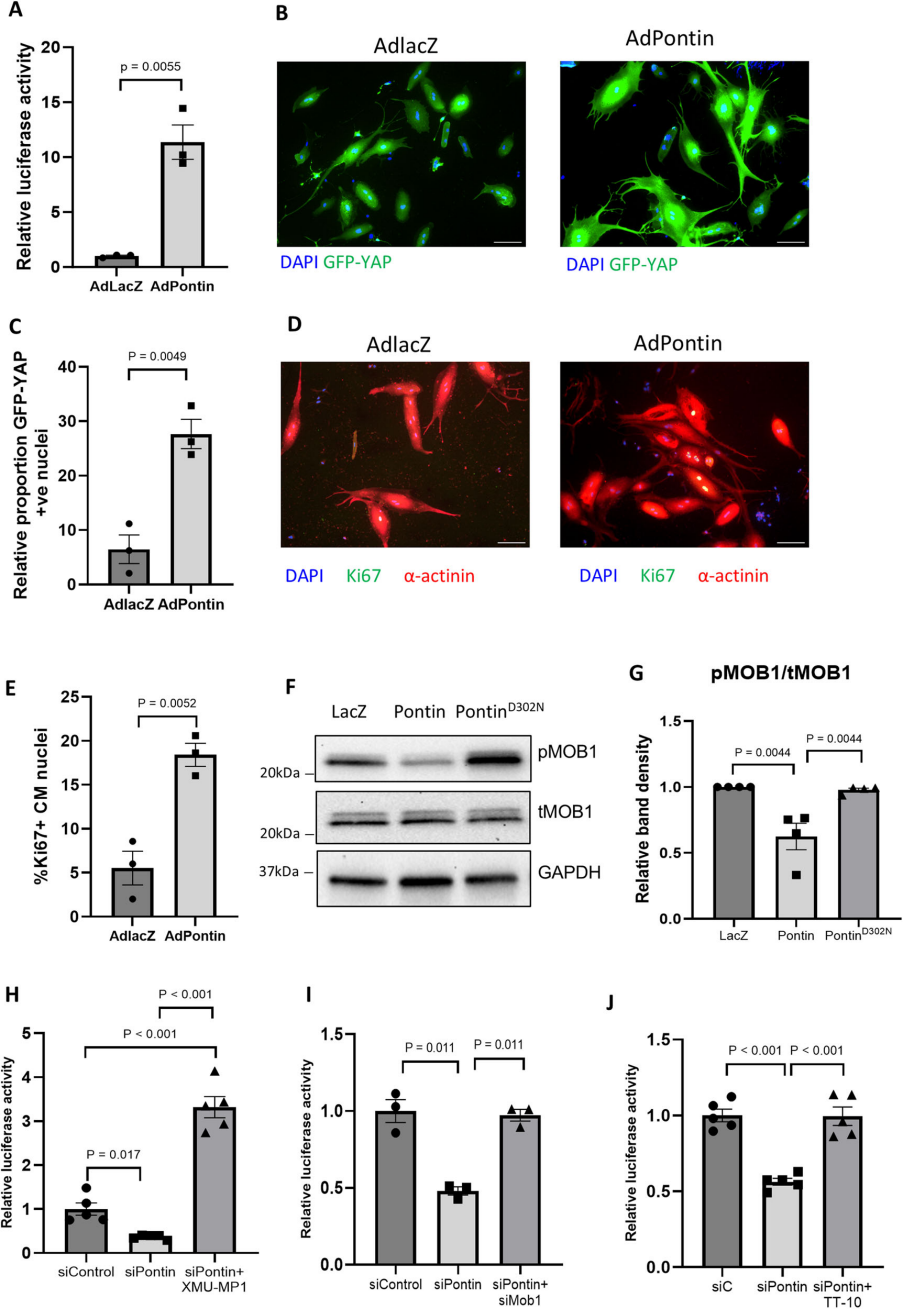
Regulation of Hippo/YAP pathway by Pontin in adult and neonatal rat cardiomyocytes. **A** Overexpression of Pontin in adult rat cardiomyocytes (ARCM) significantly increased YAP-luciferase activity (*n* = 3 independent experiments in each group). **B**, **C** Analysis of GFP-YAP localization in ARCM showed that Pontin overexpression induced YAP nuclear translocation (*n* = 3 independent experiments, scale bars = 100 µm). **D** Representative images of Ki67 staining in ARCM (scale bars = 100 µm) and (**E**) quantification of Ki67 positive cells suggested that Pontin overexpression significantly enhanced ARCM proliferation (*n* = 3) independent experiments. **F** Representative Western blots and (**G**) analysis of band density showed that overexpression of Pontin significantly reduced MOB1 phosphorylation, however, overexpression of inactive mutant Pontin^D302N^ did not alter MOB1 phosphorylation in cardiomyocytes (*n* = 4 independent experiments). **H** YAP activity was significantly reduced in Pontin-deficient cardiomyocytes (siRNA Pontin), however, YAP activity in these cells was restored at the level or higher than control following treatment with MST1/2 inhibitor (XMU-MP-1, 3 μM), (**I**) siRNA MOB1 and (**J**) YAP activator (TT-10, 10 μM). (*n* = 5) independent experiments per group for (**H**, **J**) and *n* = 3 independent experiments for (**I**). Data are presented as mean ± SEM. Statistical tests used: (**A**–**G**) two-tailed Student’s *t*-test, (**G**) Kruskal Wallis test followed by multiple comparison tests, (**H**–**J**) and (**G**) one-way ANOVA followed by multiple comparisons test. Source data are provided as a Source Data file.

To further understand the mechanism of MOB1 regulation by Pontin, we generated an ATPase-deficient mutant of Pontin (Pontin^D302N^). We overexpressed this protein in NRCM and found that Pontin^D302N^ failed to reduce MOB1 phosphorylation (Fig. 8F, G), suggesting that the regulation of MOB1 depends on Pontin activity and confirmed the direct link between Pontin and MOB1 regulation.

Since we found that in Pontin^icKO^ mice the expressions of MST1 and MOB1 were increased (Fig. 6C–F) we sought to understand whether inhibition of these proteins could rescue the phenotype of Pontin-deficient cardiomyocytes. Using NRCM lacking Pontin (by siRNA transfection) we observed that MST1 pharmacological inhibition, MOB1 gene silencing and YAP activation rescued the reduction of YAP activity due to Pontin deletion (Fig. 8H–J). These results further supported the idea that Pontin exerts its function by regulating components of the Hippo pathway.

### Pontin overexpression ameliorates the pathological effects of Ang-II

Since deletion of Pontin in cardiomyocytes resulted in severe adverse effects both basally and following stress, the logical hypothesis would be that overexpression of Pontin in adult cardiomyocytes will produce beneficial and protective effects against pathological stimuli. As an initial step to test this hypothesis we generated transgenic mice with cardiomyocyte specific overexpression of Pontin (Pontin^cTG^). Pontin expression was driven by the αMHC promoter. Western blot analysis as shown in Fig. 9A and Supplementary Fig. 12A confirmed the cardiac specific overexpression of Pontin in these mice.

**Fig. 9:**
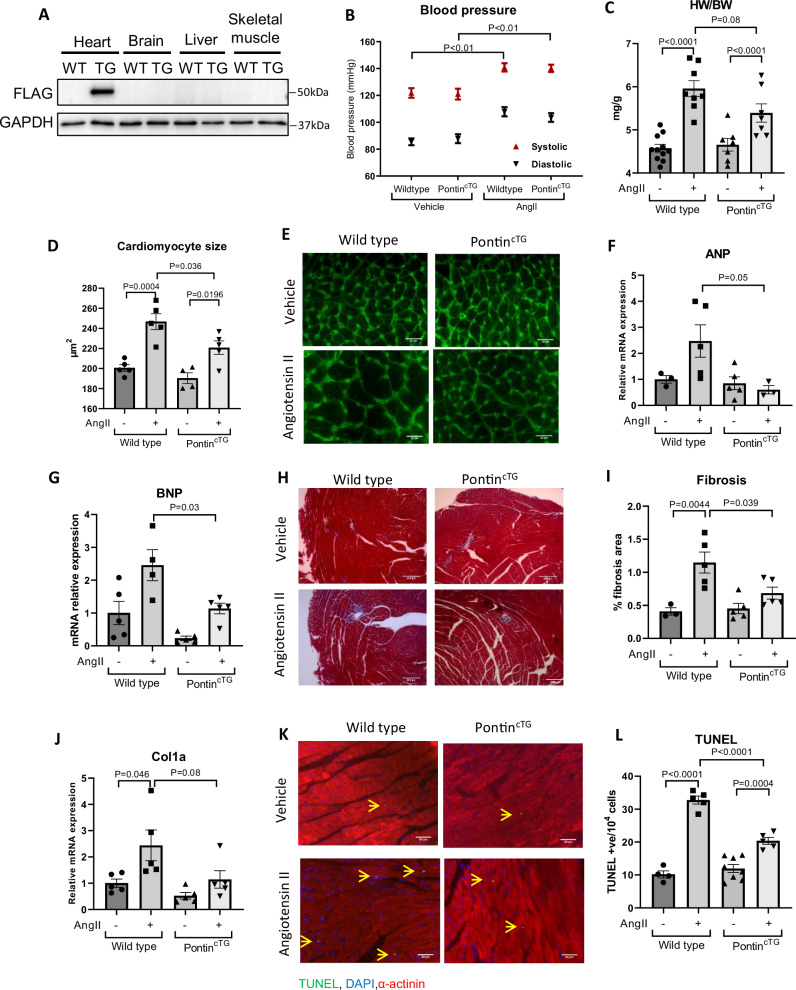
Trangenic mice with cardiomyocyte specific overexpression of Pontin protected against AngII induced pathological remodelling. **A** Western blot images showing cardiac specfic expression of Flag tagged Pontin transgene in cardiomyocyte specific Pontin transgenic (Pontin^cTG^) mice. **B** Assessment of blood pressure of WT and Pontin^cTG^ mice after two weeks of Vehicle or AngII treatment. In both groups of mice, AngII significantly increased blood pressure by 20–25%, however no difference was observed between WT and Pontin^cTG^ (WT, *n* = 12 mice, Pontin^cTG^, *n* = 7 mice, WT+AngII, *n* = 8 mice, Pontin^cTG^+AngII, *n* = 7 mice). **C** Assessments of cardiac size (HW/BW ratio, WT, *n* = 11 mice, Pontin^cTG^, *n* = 8 mice, WT+AngII, *n* = 7 mice, Pontin^cTG^+AngII, *n* = 7 mice), **D**, **E** cardiomyocyte cross- sectional area (WT, *n* = 5 mice, Pontin^cTG^, *n* = 4 mice, WT+AngII, *n* = 4 mice, Pontin^cTG^+AngII, *n* = 4 mice)(scale bars = 20 µm), (**F**) hypertrophic markers ANP and (**G**) BNP (WT, *n* = 5 mice, Pontin^cTG^, *n* = 4 mice, WT+AngII, *n* = 4 mice, Pontin^cTG^+AngII, *n* = 4 mice) revealed a reduction in hypertrophic response in Pontin^cTG^ mice. **H** Representative Masson’s trichrome stained heart sections (scale bars = 200 µm), (**I**) quantification of fibrotic area (WT, *n* = 3 mice, Pontin^cTG^, *n* = 5 mice, WT+AngII, *n* = 5 mice, Pontin^cTG^+AngII, *n* = 5 mice) and (**J**) measurement of collagen I expression (*n* = 5 in each group) showed a significant reduction in fibrosis in Pontin^cTG^ mice. **K**, **L** Apoptosis level was also reduced in Pontin^cTG^ mice following Ang II stimulation as shown by TUNEL assay (scale bars=50 µm)(WT, *n* = 4 mice, Pontin^cTG^, *n* = 8 mice, WT+AngII, *n* = 5 mice, Pontin^cTG^+AngII, *n* = 5 mice). Data are presented as mean ± SEM. Statistical tests used: (**B**–**L**) one-way ANOVA followed by multiple comparisons test. Source data are provided as a Source Data file.

There was no significant difference in terms of basal cardiac phenotype between Pontin^cTG^ and control littermates. However, in response to Ang-II infusion (1.5 mg/kg BW/day for 2 weeks) we found that Pontin^cTG^ mice displayed reduced hypertrophy compared to non-TG littermates, as indicated by HW/BW analysis, despite a comparable rise in blood pressure between the groups (Fig. 9B, C). Moreover, cardiomyocyte size, ANP and BNP expression were also reduced in Pontin^cTG^ mice, confirming the protective effect of Pontin expression against AngII-induced hypertrophy (Fig. 9D–G). Fibrosis level was also reduced in Pontin^cTG^ mice (Fig. 9H–J). Equally important, analysis of apoptosis (Fig. 9K, L) and ROS level (Supplementary Fig. 12B, C) showed consistent protective effects of Pontin expression. Further analysis of echocardiographic parameters confirmed the reduction in hypertrophic response as indicated by smaller wall thickness at diastole in Pontin^cTG^ mice (Supplementary Fig. 12D–I). Overall, consistent with our findings in knockout model, we found that overexpression of Pontin in adult cardiomyocytes might be beneficial in protecting the heart against adverse remodelling due to chronic Ang-II stimulation.

We observed a trend of reduced expression of endogenous Pontin in WT mice after Ang-II treatment (Supplementary Fig. 13A), which is consistent with the findings that cardiac Pontin was downregulated in response to various pathological stress (see Fig. 1). However, expression of total Pontin in Pontin^cTG^ mice (endogenous plus transgene) was not affected by Ang-II treatment (Supplementary Fig. 13B), which probably explains why the Pontin^cTG^ mice are protected against adverse remodelling. Consistently, Pontin^cTG^ mice displayed significantly reduced levels of YAP phosphorylation compared to WT, indicating higher YAP activity at basal condition. Interestingly, while phospho-YAP level was reduced in WT mice after Ang-II stimulation, it did not change in Pontin^cTG^ mice following Ang-II treatment (Supplementary Fig. 13C). In keeping with these findings, we also found reduced level of phospho-MOB1 in Pontin^cTG^ mice (Supplementary Fig. 13D), further supporting the notion of Hippo pathway regulation by Pontin in Pontin^cTG^ mice.

### Analysis of transcriptomic profile of Pontin^cTG^ mice

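RNA was extracted from the hearts of 3 Pontin cTG mice and 3 WT littermates that had received Ang-II by mini-osmotic pump for 2 weeks (1.5 mg/kg BW/day), and each heart was sequenced as its own library. Pontin cTG mice carry a flag-tagged human Pontin cDNA under the αMHC promoter, which is active in cardiomyocytes, and WT littermates do not. The authors filtered the reads with Trimmomatic, aligned them to the mouse genome mm10 with STAR, and counted reads per gene with the Gencode M25 annotation. The values used here are the deposited whole-number counts per Ensembl gene, which are not normalised. The table lists 56748 genes. Total counts were 13194038, 12436822 and 12772244 in WT replicates 1 to 3 and 14584102, 15279201 and 16888124 in Pontin cTG replicates 1 to 3, so that every Pontin cTG library was larger than every WT library. Transcripts of the mitochondrial genome took between 23.8% and 26.7% of the counts of each library. From there, counts were normalised by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 13888 genes that passed its filter on low counts. Gene positions are those of GRCm38 in the GENCODE M21 annotation, matched on the Ensembl identifier, because the table's own coordinates are on another genome build that it does not name.
The first principal component held 48.6% of the variance between libraries. Pontin cTG replicate 2 scored 50.9 on it and the other 5 libraries between -23.1 and 16.2, with WT replicate 2 at the upper end. The paper's methods state that an outlier found by principal component analysis was excluded, without naming the library or the experiment. Its statistics section states that no data were excluded, and the legend of Fig. 10 gives 3 mice in each group. Fig. 10H gives a mean of about 320 for MST1 in Pontin cTG hearts, read by eye. Its gene *Stk4* had 405, 205 and 352 normalised counts in Pontin cTG replicates 1 to 3, with a mean of 321. Without replicate 2 the mean could not fall under 352, which argues against this library having been left out of that panel. The test named in the legend, run on all 6 libraries, also came close to the paper's results for MOB1 and LATS1. It was not run without a library, so the other 5 libraries stay open. All 6 libraries were used here, and the results without each library in turn are given where they differ.
*Ruvbl1* (ENSMUSG00000030079, chromosome 6 from 88465409 to 88497572), the mouse gene of Pontin, had 218 ± 2.72 normalised counts in WT (SD, n = 3 mice) and 247 ± 5.79 in Pontin cTG hearts (SD, n = 3). Every Pontin cTG library lay above every WT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Its log2 fold change was 0.18 (standard error 0.12, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads of the human cDNA need not align to the mouse gene, so this value is not a measure of the transgene's level.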

To understand the mechanism, RNAseq analyses were conducted comparing the transcriptomic profile between Pontin^cTG^ and WT littermates after 2 weeks of Ang-II infusion. IPA analysis of the DEGs indicated enrichments of genes related to cellular movement, cell morphology, cell growth and proliferation, cell development, cell cycle, cell death and survival, organ development and morphology (Fig. 10A, B). 

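None of the 13888 genes tested passed an adjusted p of 0.05 between Pontin cTG and WT hearts in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with or without a limit of 1.5-fold. At an unadjusted p under 0.05 there were 142 genes with higher and 143 with lower expression in Pontin cTG hearts, 285 in all, where an even spread of p would place 694 genes. DESeq2, the tool the study used, called 1 gene at an adjusted p under 0.05, *Scd4*. At an unadjusted p under 0.05, a threshold that was looked at only after the values had been seen, DESeq2 gave 111 genes with higher and 106 with lower expression. Over the 25633 genes to which DESeq2 gave a p, low counts included, an even spread would place 1282 there. Across the settings of edgeR and limma-voom, the largest number of calls was 3, from limma-voom with sample quality weights, from the test without a filter on low counts, and from the fit without Pontin cTG replicate 2.

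**Figure D1:**
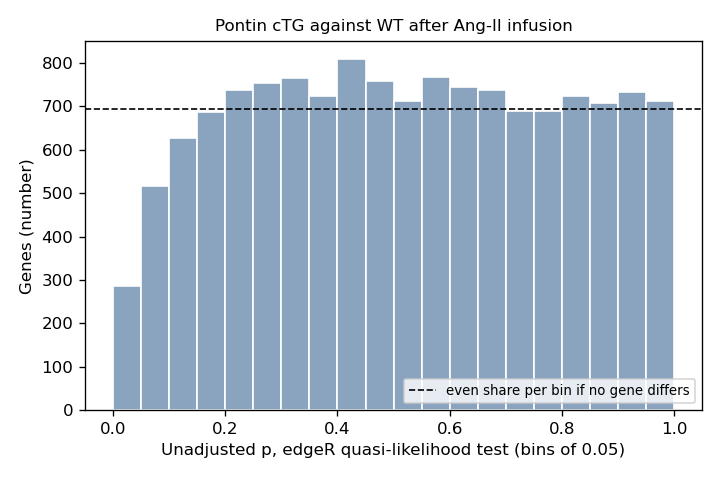
Number of genes (vertical axis) in bins of the unadjusted p from edgeR's quasi-likelihood test (horizontal axis, bins of 0.05), for 3 Pontin cTG against 3 WT hearts after Ang-II infusion; the dashed line marks the even share of genes per bin. The first bin holds 285 genes, under the line at 694.

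The smallest p among genes with lower expression belonged to *Scd4* (ENSMUSG00000050195, chromosome 19 from 44333092 to 44346743), annotated as protein-coding. It had 457 ± 36.2 normalised counts in WT (SD, n = 3) and 242 ± 38.1 in Pontin cTG hearts (SD, n = 3), a log2 fold change of -0.91 (standard error 0.15, adjusted p = 0.999 in edgeR). Its adjusted p was 0.0323 in DESeq2 and ran from 0.0119 to 0.9998 over the 15 alternatives. *Npc1* (chromosome 18 from 12189692 to 12236400) followed with a log2 fold change of -0.91 (standard error 0.20). It lies in a stretch of chromosome 18 whose neighbouring genes were also lower in all 3 Pontin cTG libraries and in WT replicate 2. *Hsd17b7* (chromosome 1 from 169949535 to 169969241) had a log2 fold change of -0.68 (standard error 0.15). Among genes with higher expression, *1190007I07Rik* (chromosome 10 from 82619851 to 82623228) had the smallest p and a log2 fold change of 0.65 (standard error 0.15). *Egr1* (chromosome 18 from 34859823 to 34864984) and *Psme2* (chromosome 14 from 55587441 to 55591113) had log2 fold changes of 0.85 (standard error 0.22) and 0.54 (standard error 0.15). The adjusted p of each of these genes was 0.999 in edgeR, and each had groups that did not overlap, which chance gives for 10% of genes with 3 mice against 3. Without Pontin cTG replicate 2, *Egr1* had a log2 fold change of 1.08 and an adjusted p of 0.0133 in edgeR. Over the alternatives the adjusted p of *Egr1* ran up to 0.9998.
Of the 97 cell cycle genes of the S and G2/M phase lists shipped with Seurat, 88 were tested, 55 with higher and 33 with lower expression in Pontin cTG hearts. Their median log2 fold change was 0.055, and as a set they did not differ from the other genes (limma's camera, adjusted p = 0.293 over 5 gene lists). Adjusted over the list alone, 0 cell cycle genes passed 0.05, 0 passed when adjusted over all genes tested, and 0 had an unadjusted p under 0.05. The direction of the median depends on single libraries. It was -0.11 without Pontin cTG replicate 2, -0.016 without WT replicate 1 and -0.00043 without WT replicate 3, but 0.25 without WT replicate 2 and 0.22 without Pontin cTG replicate 3. The adjusted p from limma's camera was 5.37e-05 and 9.16e-06 in the last pair of fits, and ran up to 0.976 over the alternatives.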

Importantly, GSEA analysis identified Hippo signalling pathway as the most significant pathway that was differently regulated based on NES and FDR values (Fig. 10C, D). 

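The gene ontology set of Fig. 10D was not used here. In its place, 835 mouse Reactome sets with 10 to 500 tested genes were compared between Pontin cTG and WT hearts with limma's camera, using an inter-gene correlation of 0.01. The Reactome set Signaling by Hippo, with 18 of its 20 genes tested, ranked 117 by p. Its genes were shifted towards lower expression in Pontin cTG hearts, with a median log2 fold change of -0.10 (adjusted p = 0.0378 from limma's camera over the 835 sets). At an adjusted p under 0.05, 127 sets passed, 104 towards higher and 23 towards lower expression. This number depended on single libraries, with 45 sets without Pontin cTG replicate 3, 61 without Pontin cTG replicate 2 and 220 without Pontin cTG replicate 1. The set with the smallest p was respiratory electron transport and ATP synthesis, with 96 genes tested and a median log2 fold change of 0.21 (adjusted p = 2.76e-14 from camera). It was followed by sets of translation, such as Eukaryotic Translation Elongation with a median of 0.19. The correlation of a library's deviation with gene length (Spearman) was 0.11 to 0.18 in WT and -0.20 to 0.084 in Pontin cTG libraries. Gene length as a cause of the shifts of gene sets, the Hippo set included, was not tested and stays open.
Under fry, and under camera with the correlation estimated for each set, 0 of the 835 sets passed, with 29 and 9 sets at an unadjusted p under 0.05, and the Hippo set had an unadjusted p of 0.10 in both. With genes ranked by signal-to-noise and tested by fgsea, 179 sets passed, and the Hippo set ranked 234 with a normalised enrichment score of -1.55 (adjusted p = 0.113). Leaving out Pontin cTG replicate 2 moved the Hippo set to rank 289 (adjusted p = 0.451 from camera), and across the 6 fits that each left out a single library its rank lay between 74 and 289. Over the alternatives its adjusted p ran from 0.0187 to 0.763.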

Consistently, IPA analysis of transcription regulators showed that TEAD, which is the main effector of Hippo/YAP pathway, was the most significant transcription factor that was activated in Pontin^cTG^ mice (Fig. 10E). 

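*Tead1* (ENSMUSG00000055320, chromosome 7 from 112679318 to 112906807), the mRNA of the regulator itself, had 3769 ± 643 normalised counts in WT (SD, n = 3 mice) and 2890 ± 1213 in Pontin cTG hearts (SD, n = 3), a log2 fold change of -0.38 (standard error 0.30, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pontin cTG replicate 2 had 1615 counts against 4029 and 3025 in the other Pontin cTG libraries, and without it the log2 fold change was -0.096, while it was -0.69 without Pontin cTG replicate 1. *Tead3* was higher in every Pontin cTG library than in every WT library, with a log2 fold change of 0.40 (standard error 0.18, adjusted p = 0.999 from edgeR). *Tead2* and *Tead4* had log2 fold changes of 0.35 (standard error 0.32) and 0.016 (standard error 0.24). Without Pontin cTG replicate 2 the log2 fold change of *Tead3* was 0.24 and that of *Tead2* was -0.013, and without WT replicate 3 that of *Tead4* was -0.041.
The 7 genes that the study names as YAP targets in other experiments (*Ankrd1*, *Birc5*, *Ccn1*, *Fgf2*, *Pik3cb*, *Tead1* and *Tead4*) had a median log2 fold change of -0.023 (0.00033 with counts scaled by library size alone), from -0.38 in *Tead1* to 0.26 in *Birc5*, with 4 lower and 3 higher in Pontin cTG hearts. Across the 6 fits that each left out a library, this median ran from -0.16 without Pontin cTG replicate 1 to -0.041 without WT replicate 3. The value of *Birc5* was 1.29 without WT replicate 2 and -0.20 without WT replicate 1. A wider list of 28 YAP/TEAD target genes, written from general knowledge, had 26 genes tested and a median log2 fold change of -0.078, with 18 lower and 8 higher. It also had a median of -0.16 without Pontin cTG replicate 1, and -0.025 without WT replicate 3. Neither list differed from the other genes as a set (limma's camera, adjusted p = 0.293 over 5 gene lists for both), and over the alternatives their smallest adjusted p was 0.0859 and 0.0577. Adjusted over the list alone, 0 genes of either list passed 0.05, and 0 passed when adjusted over all genes tested. In the wider list, 1 gene had an unadjusted p under 0.05, and 0 of the 7 genes did. The IPA target list behind Fig. 10E was not used here.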

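Normalised counts of 7 core components of the Hippo pathway were compared between Pontin cTG and WT hearts. MOB1 is encoded by *Mob1a* and its paralog *Mob1b*, and the kinase MST1 by *Stk4*. The mouse gene with the symbol *Mst1* is another gene and had 0 counts in every library. *Mob1a* (ENSMUSG00000043131, chromosome 6 from 83326016 to 83343776) had 808 ± 37.9 normalised counts in WT (SD, n = 3 mice) and 725 ± 46.7 in Pontin cTG hearts (SD, n = 3). Its log2 fold change was -0.16 (standard error 0.12, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.2). The groups overlapped, since Pontin cTG replicate 2 had 777 and WT replicate 1 had 773. Divided by DESeq2's size factors instead, the *Mob1a* counts of the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). *Mob1b* (chromosome 5 from 88720855 to 88764220) fell from 800.1 ± 84.1 (SD, n = 3) to 627 ± 137 (SD, n = 3), a log2 fold change of -0.35 (standard error 0.18, adjusted p = 0.999 from edgeR).
*Lats1* (ENSMUSG00000040021, chromosome 10 from 7681214 to 7716460) had 364 ± 18.2 normalised counts in WT (SD, n = 3) and 325 ± 12.6 in Pontin cTG hearts (SD, n = 3), with no overlap between the groups (two-sided exact permutation test, p = 0.1). Its log2 fold change was -0.17 (standard error 0.12, adjusted p = 0.999 from edgeR). *Stk4* (ENSMUSG00000018209, chromosome 2 from 164070322 to 164155524) had 398 ± 15.3 in WT (SD, n = 3) and 321 ± 103 in Pontin cTG hearts (SD, n = 3), a log2 fold change of -0.31 (standard error 0.22, adjusted p = 0.999 from edgeR; two-sided exact permutation test, p = 0.3). This fall rests on Pontin cTG replicate 2, which had 205 counts against 405 and 352 in the other Pontin cTG libraries. Without Pontin cTG replicate 1 the log2 fold change of *Stk4* was -0.51. Without replicate 2 it was -0.074, that of *Mob1b* was -0.19, that of *Mob1a* was -0.21 and that of *Lats1* was -0.19.
Of the other core components, *Sav1* had the smallest p. It had 280 ± 20.3 normalised counts in WT and 231 ± 8.68 in Pontin cTG hearts (SD, n = 3 each), a log2 fold change of -0.28 (standard error 0.13). *Lats2* and *Stk3* were higher, with log2 fold changes of 0.19 (standard error 0.15) and 0.070 (standard error 0.20), but that of *Lats2* was 0.067 without WT replicate 2 and that of *Stk3* was -0.10 without Pontin cTG replicate 3. Adjusted over the list alone, 0 of the 7 genes passed 0.05, the smallest adjusted p being 0.275, 0 passed when adjusted over all genes tested, and 0 had an unadjusted p under 0.05. As a set, the 7 genes had a median log2 fold change of -0.17 (limma's camera, adjusted p = 0.0903 over 5 gene lists). Over the alternatives the set's adjusted p ran from 0.0159 without WT replicate 2 to 0.505 under fry, and it was 0.346 without Pontin cTG replicate 2.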

Analysis of individual genes within the Hippo pathway core components revealed that expressions of MOB1 and LATS1 were significantly downregulated in Pontin^cTG^ mice, whereas there was a trend of downregulation of MST1, but not statistically significant (Fig. 10F–H). Overall, the RNAseq data of Pontin^cTG^ was consistent with those of Pontin^icKO^ confirming that regulation of Hippo pathway might be the mechanism underlying the cardiac phenotype of these mice.

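The list of Hippo pathway components that the study compiled for Fig. 6A was examined in the Pontin cTG hearts. The Pontin icKO libraries were not analysed here. Of its 23 genes, 21 were tested, while *Rassf6* and *Wwc1* had totals of 0 and 5 counts over all libraries. In Pontin cTG hearts 14 of the 21 genes had lower and 7 had higher expression than in WT. Their log2 fold changes ran from -0.35 in *Mob1b* to 0.19 in *Lats2*, with a median of -0.025, which was 0.0011 with counts scaled by library size alone. The list did not differ from the other genes as a set (camera, adjusted p = 0.191 over 5 gene lists). Adjusted over the list alone, 0 genes passed 0.05, 0 passed when adjusted over all genes tested, and 0 had an unadjusted p under 0.05. The groups did not overlap for 2 of the 21 genes, *Lats1* and *Sav1*, which is 9.52% where chance gives 10%. Among the effectors, *Yap1* and *Wwtr1* had log2 fold changes of -0.0058 (standard error 0.16) and 0.0024 (standard error 0.14). The median of the list was 0.036 without Pontin cTG replicate 2, 0.010 without WT replicate 1 and 0.0021 without WT replicate 3. Without WT replicate 2 it was -0.12 (adjusted p = 0.00628 from camera), and without Pontin cTG replicate 3 it was -0.10 (adjusted p = 0.0443 from camera), where the range over the alternatives reached 0.854. The signs of *Yap1* and *Wwtr1* also changed between alternatives.

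**Figure D2:**
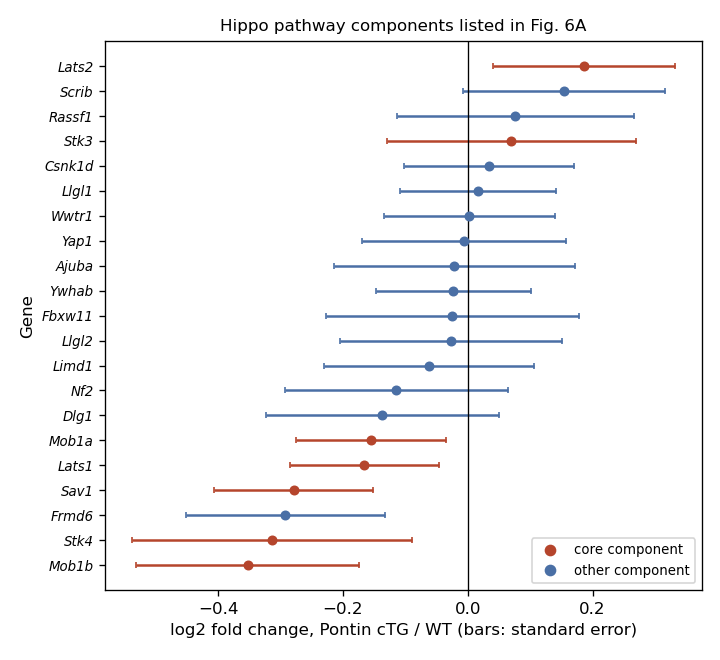
Log2 fold change between 3 Pontin cTG and 3 WT hearts after Ang-II infusion (horizontal axis; bars are standard errors from edgeR's quasi-likelihood test) for the 21 tested genes of Fig. 6A (vertical axis), with core components in red. The values lie between -0.35 for *Mob1b* and 0.19 for *Lats2*.

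The paper proposes that regulation of the Hippo pathway might underlie the cardiac phenotype of these mice. In this section it draws on the Hippo gene set, TEAD activation, lower MOB1 and LATS1, and the Pontin icKO data. Elsewhere it reports less phosphorylated YAP and MOB1 protein in Pontin cTG mice. It also reports YAP reporter and rescue experiments in cultured cardiomyocytes. The libraries used here measure none of these.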

**Fig. 10:**
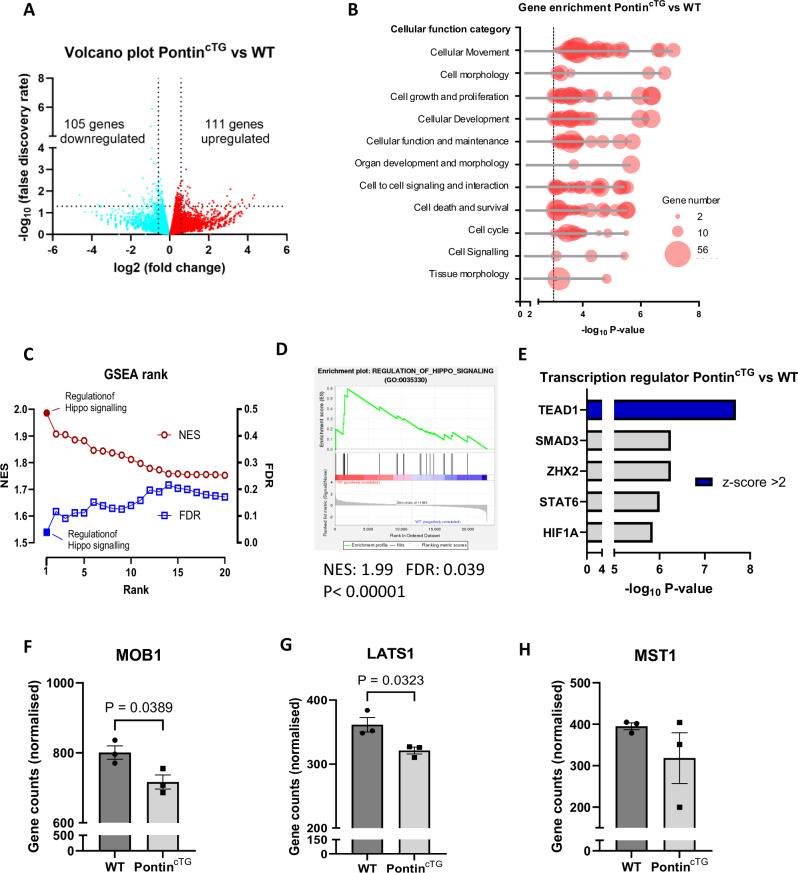
Transcriptome analysis of Pontin^cTG^ mice following Angiotensin II infusion indicated that Pontin might regulate Hippo pathway in the transgenic mouse model. **A** Volcano plot showing the number of differentially expressed genes (DEGs) in heart tissues of Pontin^cTG^ mice compared to WT littermates following stimulation with Ang-II (1.5 mg/kg BW/day for 2 weeks (*n* = 3 mice in each group)). **B** Ingenuity pathways analysis (IPA) DEGs showed enrichment of sets of genes related to specific cellular functions. The negative log of *P*-values are shown in *X*-axis. The size of the dots represents the number of DEGs in each category. **C** GSEA analysis indicated that the top-ranked gene set that was differently expressed in Pontin^cTG^ mice was “Regulation of Hippo Signalling” based on net enrichment score (NES) and FDR values. **D** Enrichment plot from GSEA analysis showing the NES and FDR values of gene set “Regulation of Hippo Signalling”. **E** IPA analysis identified TEAD1 as the top transcription factor that was differently regulated in Pontin^cTG^ hearts following Ang-II stimulation. Analysis of individual genes revealed that the expressions of (**F**) MOB1 and (**G**) LATS1 were significantly downregulated in Pontin^cTG^ mice, whereas expression of (**H**) MST1 showed trend of reduction although it did not reach significance. (*n* = 3 mice in each group). Data are presented as mean ± SEM. Statistical tests used: (**F**–**H**) two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

## Discussion

The main finding of this study is that a member of the AAA+ ATPase family, Pontin (*Ruvbl1*), regulates cardiomyocyte growth and survival in adult mouse hearts. Pontin expression was reduced in various pathological conditions, such as pressure overload, adrenergic stimulation, metabolic stress and importantly in human heart failure. Interestingly, our findings demonstrate that re-expression of Pontin in adult cardiomyocytes is beneficial in protecting the heart against apoptosis, fibrosis and oxidative stress following Ang-II stimulation.

A set of foetal genes, which are expressed highly during heart development, play a crucial role in promoting cellular growth and differentiation while maintaining cardiomyocyte survival^5,27^. Expression of these genes is suppressed and becomes silent as the postnatal heart adapts to the new environment^28^. However, a number of studies showed that these foetal genes are reactivated during stress (reviewed in ref. ^29^). The reason why these genes are reactivated in pathological conditions and the mechanism underlying it are not completely understood, however, some foetal genes might have detrimental effects if overexpressed in cardiomyocytes. For example, overexpression of the foetal gene β-myosin heavy chain in adult mouse heart resulted in increased hypertrophy and reduced function after adrenergic stimulation^30^. Conversely, modulation of some particular types of developmental genes may produce beneficial effects. Activation of YAP, the main downstream effector of the Hippo pathway, resulted in the induction of cardiomyocyte proliferation, sufficient to reduce the scar size, as well as improve cardiac function following MI^31^. Consistently, inhibition of upstream components of the pathway such as MST1/2 and Sav1, which results in YAP activation, improved cardiac phenotype in models of MI, pressure overload and heart failure^10,32^. Thus, cardiac developmental genes may become an attractive therapeutic target if modulated correctly.

Pontin is known as a gene that is highly expressed during heart development and tightly involved in regulating foetal cardiac growth^14^. In the present study, we demonstrate key roles of Pontin in mammalian cardiomyocytes and adult hearts. By using gene ablation and overexpression approaches, we confirmed that Pontin regulates key processes in cardiomyocytes, including proliferation, apoptosis/survival, and hypertrophic response induced by angiotensin. Pontin inducible cardiac-specific knock-out mice displayed a severe cardiomyopathy phenotype characterized by profound apoptosis, hypertrophy, fibrosis and reduction of contractile function. This phenotype was accentuated following angiotensin infusion. In contrast, cardiac-specific Pontin overexpression protected mice from pathological remodelling following angiotensin treatment. Taken together, despite its lower expression in the postnatal heart, these findings suggest that Pontin is essential to preserve cellular processes in cardiomyocytes and protects them against pathological insult.

Our findings provide additional evidence on the cellular role of Pontin. In other cell types, Pontin regulates cell cycle/mitotic progression^33,34^, chromatin remodelling and transcription regulation^35^, nuclear regulation of autophagy through epigenetic mechanism^36^, DNA damage response^37^, and maintaining ES cell pluripotency^38^, indicating its involvement in various biological processes. In terms of Pontin’s role in pathological conditions, perhaps the most significant findings were its role in cancer development. Pontin was identified as a key modulator of the cell cycle in glioma^39^, was involved in E2f-mediated cancer progression in a model of hepatocellular carcinoma^35^, and has been suggested as a potential diagnostic and prognostic marker of oral squamous cell carcinoma^40^ and diffuse large B cell lymphoma^41^. Equally important, Pontin expression can predict the therapeutic outcome in lung cancer^42^ and prostate tumours^43^. Besides cancer, inhibition of Pontin activity epigenetically suppresses the pro-inflammatory response of monocytes^44^ and is implicated in the development of renal failure and hydrocephalus associated with ciliopathies^45^. Considering that the majority of previous findings indicated a detrimental role of Pontin expression in different cell types/organs, our present data provide an interesting phenomenon that Pontin expression in cardiomyocytes and adult heart is beneficial.

After understanding the essential role of Pontin in adult heart, it was important to also understand the mechanism. Our RNAseq data from both Pontin^icKO^ and Pontin^cTG^ mice pointed to a possible link between Pontin and the Hippo pathway. Subsequent analysis in cultured cardiomyocytes showed that Pontin induces YAP nuclear localization and promotes its co-transcriptional activity. The finding that the observed phenotypes in NRCM following Pontin knockdown could be rescued by expressing active YAP further confirms the mechanism that Pontin exerts its function by regulating the Hippo/YAP pathway. YAP is known to stimulate expression of genes involved in cellular growth, pro-survival and anti-apoptosis^46^. By interacting with Foxo1, YAP also induces expression of genes that protect against oxidative stress^47^. Therefore, Hippo/YAP modulation may explain the protective role of Pontin overexpression and the detrimental effects of Pontin knockout in adult hearts.

So, how does Pontin modulate YAP activity? Our data indicated that Pontin might regulate the core components of the Hippo pathway at both transcriptional and protein activation (phosphorylation) levels. Both Pontin overexpression and silencing in cardiomyocytes resulted in altered phosphorylation of MOB1, a key component of the Hippo pathway. Consistently, mutant Pontin^D302N^, which lacks ATPase activity, failed to reduce MOB1 phosphorylation. On the other hand RNAseq data from Pontin^icKO^ hearts followed by Western blot analysis indicated an upregulation of MST1 and MOB1 in knockout hearts, which if activated will induce YAP phosphorylation and sequestration/inactivation^48^. Indeed, MST1 itself is involved in inducing apoptosis via Bcl-xL phosphorylation, which is independent of the canonical Hippo pathway^49^. Of note, the regulatory role of Pontin in modulating YAP activity is more pronounced in adult cardiomyocytes compared to neonatal myocytes, adding to the potential translational application that Pontin can be targeted to address adult cardiac diseases.

The Hippo pathway has a pivotal role both in the developmental and in adult heart. The Hippo pathway is one of the major signalling pathways that can be modulated to promote cardiac self-renewal^10,31^. Both inhibition of the upstream core components of the pathway and activation of the downstream effectors, YAP and TAZ, resulted in the induction of cardiomyocyte regeneration and survival following stress. For example, genetic inhibition of Sav1, which is one of the key upstream components of the pathway, reversed the ischaemic HF phenotype following MI in mice^10^. Consistently, overexpression of constitutively active YAP S127A induces cardiomyocyte proliferation, sufficient to reduce the scar size, as well as improve cardiac function following MI^31^. Moreover, pharmacological modulation of this pathway has also shown promising effects. For example, treatment with MST1/2 inhibitor XMU-MP-1 improves the cardiac phenotype of mice following pressure overload^32^ and I/R injury^50^, whereas activation of YAP/TAZ using TT-10 induces cardiomyocyte regeneration following MI^51^. Taken together, identification of regulators of the Hippo pathway that can be targeted pharmacologically may be very useful in finding new treatment strategies for heart disease.

However, it is important to note that other signalling pathways might also be modulated by Pontin. IPA analysis of Pontin^cTG^ mice suggested that transcription factors such as SMAD3 and STAT6 might also be differently regulated due to Pontin overexpression, although not as significantly as TEAD1. The finding that expressions of several known YAP target genes were not significantly altered after Pontin overexpression in NRCM might be explained by possible involvement of other signalling pathways. Thus, further studies are needed to fully understand the roles of Pontin and the mechanisms by which it regulates key cellular functions.

The next question would be whether it is possible to target Pontin for therapeutic purposes. Indeed, activation of Pontin using genetic approaches, such as AAV or modRNA -mediated expression, may be a future possibility. However, pharmacologic modulation may still be the more viable approach. Several inhibitors of Pontin have been identified, for example Elkaim and colleagues have identified substances that potentially can be used as Pontin inhibitors^52^. However, based on our findings it is Pontin activation, not inhibition, that may produce beneficial effects in the heart.

Since Pontin activity depends on interaction with its paralog Reptin (Ruvbl2)^14^, Pontin activation may be achieved by inhibiting Reptin activity or its interaction with Pontin. Thus, it is important to test compounds that have been shown to inhibit and/or modulate Pontin and Reptin individually as well as molecules that can modulate the Pontin-Reptin interaction complex. Indeed, more recent investigations have identified modulators of Pontin and Reptin such as sorafenib^53^, CB-6644^54^, and pyrazolo[1,5-*a*]pyrimidine-3-carboxamide derivatives^55^ as well as a possible modulator of the Pontin-Reptin interaction^56^. Further studies are required to test the effects of these Pontin pharmacologic modulators in cardiomyocytes and in mouse models of heart disease.

In conclusion, our recent study provides comprehensive evidence on the role of a cardiac foetal gene Pontin in regulating important cellular functions in cardiomyocytes, such as cell growth and proliferation, cell survival and apoptosis. In vivo, Pontin ablation is detrimental whereas Pontin overexpression might be beneficial in protecting the heart from pathological stress. Mechanistically, Pontin may be associated with the regulation of the Hippo pathway. Overall, our findings may identify a new potential therapeutic target for protecting the heart from adverse effects following stress stimuli.

## Methods

Studies presented in this article complies comply with the relevant ethical regulations. Animal studies have been approved by University of Manchester Animal Welfare and Ethical Review Board. Human tissue samples were obtained from Asterand, who obtained informed consent for the use of human tissue samples and approval by the United Kingdom Human Tissue Authority.

### Pontin expression study

Heart tissue samples were collected from adult Sprague Dawley (SD) rats (3 months old), 2–3 days old SD rat neonates, C57Bl/6 mice (8 weeks old) following 1 day and 3 weeks transverse aortic constriction (TAC), C57Bl/6 mice following twice a day 90 min swimming for 4 weeks. Heart tissues from Rhesus monkeys with metabolic syndrome and their controls were provided by Dr Rui-Ping Xiao (Peking University, China)^20^. Human heart failure protein and RNA samples and non-heart failure controls were obtained from Asterand.

### Isolation and culture of neonatal and adult rat cardiomyocytes

Primary neonatal rat cardiomyocytes (NRCM) were derived from Sprague-Dawley rat neonates (1–3 days old). They were isolated and cultured following methods established in our laboratory^32,57^. In brief, neonatal hearts were digested in ADS solution (116 mM NaCl, 20 mM HEPES, 1 mM NaH2PO4, 5.5 mM glucose, 5.5 mM KCl 1 mM MgSO4; pH 7.35) containing 0.6 mg/ml collagenase A (Roche) and 0.6 mg/ml pancreatin (Sigma) in a shaking waterbath at 37 C for 7 min. Detached cells were collected and the digestion process was repeated for a further seven times. Cardiac fibroblasts were removed by plating on 10 cm tissue culture dishes for 1 hr to allow fibroblasts to attach. Cells in the media, which were predominantly cardiomyocytes, were collected and plated on BD Falcon Primaria plates in medium containing 68% DMEM, 17% M199, 10% horse serum, 5% FBS, 2.5 μg/ml amphotericin B and 1 μM 5‐bromo‐2‐deoxyuridine (BrdU). Cells were incubated for 24 hr at 37 °C and after 24 h, cardiomyocytes were washed twice with PBS and maintained in a maintenance medium containing 80% DMEM and 20% M199, 1% FBS, 2.5 μg/ml amphotericin B and 1 μM BrdU before being used in experiments.

Adult rat cardiomyocytes (ARCM) were isolated from adult Sprague-Dawley rats and cultured following protocols described previously^58^. Rats were injected with sodium heparin at 1000 U/kg body weight (BW) and anaesthetized with sodium pentobarbital at 80 mg/kg BW intraperitoneally. Hearts were extracted, perfused retrogradely with Ca^2+^-containing Krebs-Henseleit (KHB) buffer for 5 min and then followed by Ca^2+^-free KHB buffer for further 5 min. The solution was then switched to digestion buffer (Ca^2+^-free KHB buffer containing 118 U/ml collagenase type II (Gibco), 0.225 mg/ml hyaluronidase (Sigma-Aldrich) and 10 µM Blebbistatin (Cayman Chemical)) for 30 – 50 min. Following removal of aorta and atrium, hearts were minced, subjected to repeated digestion with enzyme solution (PBS containing 0.05% trypsin-EDTA) and filtered through a cell strainer (100 µm, BD Falcon). Stop buffer (Ca^2+^-containing 20 mg/ml bovine serum albumin (BSA) and 10 µM Blebbistatin) was then added to the cells. Rod-shaped cardiomyocytes were collected by gradually adding CaCl_2_ and centrifugation at 30 x *g* for 30 s. The cells were then resuspended in M199 (Sigma-Aldrich) supplemented with 10 mM glutathione (Sigma), 0.2 g/L BSA, 5 mM creatine (Sigma), 2 mM L-carnitine (Sigma), 5 mM taurine (Sigma), 0.1% insulin-transferrin-selenium-X (Gibco), 1% penicillin-streptomycin (Gibco), 5% FBS and 10 µM (Blebbistatin) and plated in 24 well plates on a laminin coated coverslips.

### Isolation of adult mouse cardiac fibroblasts (ACF)

ACF were isolated from 3-4 months old mice. The hearts were extracted following cervical dislocation and transferred to a tube containing ice-cold KHB buffer. Hearts were subsequently minced and digested with digestion solution (KHB buffer containing 1.5 mg/ml collagenase A (Roche) and 0.15 mg/ml protease (Sigma) at 37°C for 5 min). Minced heart tissues were then triturated several times and filtered through a cell strainer. Five millilitres FBS was added into the isolate and the digestion process was repeated at least three times. The harvested fibroblasts were pooled and centrifuged for 5 min at 220 x *g*. The pellets were then resuspended in ACF media (DMEM (Gibco) supplemented with 15% FBS, 1% penicillin streptomycin and 1% non-essential amino acids (Gibco)). The following day, the media was replaced with ACF media containing 10% FBS.

### Pontin overexpression and gene silencing in NRCM and ARCM

We generated adenovirus to overexpress Pontin in NRCM and ARCM. Plasmid containing human Pontin (*RUVBL1*) cDNA was purchased from Origene. A 3xFlag sequence was inserted at the N-terminus of the cDNA before cloning to pENTR11 shuttle vector (Invitrogen). We then used the Gateway adenovirus system (Invitrogen) to generate adenovirus plasmid carrying the flag-tagged Pontin cDNA. Adenovirus particles were produced using standard methods as described in our previous publication^22^.

Pontin^D302N^ mutant lacking ATP-ase activity was generated by replacing the aspartic acid residue at the position 302 with asparagine using QuikChange Site-Directed Mutagenesis Kit (Agilent Technologies). Forward (5’-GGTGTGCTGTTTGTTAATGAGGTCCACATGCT-3’) and reverse (5’-ATGTGGACCTCATTAACAAACAGCACACC-3’) primers were used to generate the mutant Pontin^D302N^ construct from the wild type Pontin cDNA. Adenovirus particles were produced using standard methods as described above.

We used siRNA targeting Pontin (Sigma, #SASI Rn02-00268862) or MOB1 (Sigma # Sasi_RnO1_00116665) to knockdown Pontin or MOB1 in NRCM. Pontin, MOB1 or control siRNA were transfected to NRCM using Dharmafect transfection reagent (Dharmacon) following the protocol recommended by the manufacturer.

### Cell proliferation assays

The rate of NRCM proliferation was assessed by detecting the expression of cell cycle marker Ki-67 and mitosis marker pHH3 as well as the rate of EdU incorporation. NRCM -overexpressing or -lacking Pontin together with control cells were fixed with 4% paraformaldehyde for 15 min, permeabilised with 0.1% Triton X-100 in PBS for 10 min and blocked with 0.5% BSA for 1 h at RT before immunofluorescence detection. Primary antibodies used include rabbit anti Ki-67 antibody (Abcam), Alexa Fluor 488-conjugated rabbit anti pHH3 antibody (Cell Signaling Technology), and mouse anti α-actinin antibody (Sigma). Secondary antibodies were FITC-conjugated anti rabbit and Alexa-Fluor 647-conjugated anti mouse antibody (Jackson Immunoresearch). Cells were then counterstained using DAPI. We used ClickIT EdU Imaging Kit Alexa Fluor-488 (Life Technologies) for EdU incorporation analysis following methods recommended by the manufacturer.

### Cellular hypertrophy analysis

NRCM -overexpressing or -lacking Pontin and control cells were treated with 1 µM Angiotensin II (Sigma) for 48 h. Then, NRCM were stained with anti-α-actinin antibody (Sigma) and the cardiomyocyte circumference was measured using ImageJ software. Brain natriuretic peptide (BNP) promoter activation was monitored using a BNP-luciferase adenoviral reporter system as described in previous publication^19^.

### Analysis of cardiomyocyte apoptosis and survival in vitro

We performed TUNEL analysis to determine cardiomyocyte apoptosis. Following Pontin overexpression or knockdown, NRCM were treated with Angiotensin II (1 µM, 48 h). We used In situ Cell Death Detection Kit (Roche) to detect TUNEL positive nuclei following the protocol recommended by the manufacturer. For in vitro cell survival assay, we treated NRCM with 200 µM hydrogen peroxide (Sigma) for 4 h to induce oxidative stress. Following this, the media was replaced with maintenance media containing AlamarBlue reagent (Thermo Fisher) at 1:10 dilution. After 4 h, the media were transferred into a 96 well-plate and fluorescence signal was detected using a spectrofluorophotometer (FLUOStar Omega, BMG Labtech) at 540–570 nm (excitation) and 580–610 nm (emission).

### Luciferase assays

For signalling pathway screen analysis we used our adenovirus based luciferase reporter constructs to monitor the activation of AP1, STAT3, YAP (GAL4-TEAD), Wnt, NFκB and NFAT promoter elements in the H9c2 cardiomyoblast cell line. The construction of the luciferase reporters were described in our previous publication^57^.

H9c2 cells were obtained from ATCC. They were maintained in DMEM with 10% FBS, 1% non-essential amino acids solution (Gibco) and 100 units/ml penicillin and streptomycin. H9c2 cells were seeded in 48-well plates at 2 × 10^5^ cells per well, along with adenovirus carrying either AP1, STAT3, YAP (GAL4-TEAD), Wnt, NFκB or NFAT luciferase constructs. After 24 h the media was changed and cells were treated with adenovirus overexpressing Pontin or transfected with siRNA to knockdown Pontin. After 48 h luciferase activity was assessed using a Lumat LB9507 Tube Luminometer (Berthold) and Luciferase detection reagent (Promega).

YAP-luciferase activity was also measured in NRCM. For this purpose NRCM were plated onto 24 well plates and then treated with either adenovirus overexpressing Pontin or siRNA to knockdown Pontin. After 24 h for the overexpression system or 48 h for the gene knockdown system, cells were lysed, and the luciferase signal was measured as described above.

### YAP nuclear translocation

To analyse YAP nuclear translocation, we used an adenovirus based GFP‐YAP construct. The generation of GFP-YAP adenovirus was described in our previous publication^32^. NRCM overexpressing or lacking Pontin were seeded onto laminin coated coverslips in 24 well plates. GFP signals were then detected using fluorescent microscopy.

### YAP rescue experiments

We used YAP^S127A^ inducible expression system to rescue the phenotypes due to Pontin knockdown in NRCM. Adenoviruses containing TRE-YAP^S127A^ and CMV-rtTA constructs were generated in our laboratory previously^26^. YAP^S127A^ expression was induced by treatment with doxycycline (0.5–2.5 µg/ml).

### Western blots

Total protein from NRCM or heart tissues was extracted via lysis in RIPA buffer containing 1% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS, 0.5 mM phenylmethylsulphonyl fluoride, 500 ng/ml Leupeptin, 1 mg/ml Aprotinin and 2.5 mg/ml Pepstatin A. For Western blot analysis, protein was separated using sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), transferred to Immobilon-polyvinylidene difluoride membrane (Millipore) and blocked in 1–5% BSA or non-fat milk before hybridization with respective primary and secondary antibodies. A list of antibodies used is available in Supplementary Table 2.

### Quantitative RT-PCR

RNA was isolated from cultured NRCM or heart tissues using Trizol reagent (Invitrogen) following the manufacturer’s recommended protocol. The QuantiTect-SYBR Green RT–PCR kit (Qiagen) was used for qRT–PCR analysis. mRNA expression levels were determined using the ΔΔCt method and are presented as fold induction of target gene transcripts relative to control group with GAPDH as reference gene. qPCR reactions were performed in an ABI 7500 Fast System (Applied Biosystems). A list of primers are described in Supplementary Table 3.

### Generation of Pontin inducible cardiac specific knockout mice

Animal studies were conducted in accordance with the United Kingdom Animals (Scientific Procedures) Act 1986. Institutional approval was obtained from the University of Manchester Animal Welfare and Ethical Review Board. Mice were maintained in the University of Manchester BSF Facility in a standard housing condition for laboratory animals. Mice were maintained on a 12 h light/dark cycle in a controlled temperature of 19–22 °C and humidity of 40–65%. Mice were fed with standard chow diet (BK001, Special Diet Services, UK).

Pontin gene-targeted mice were obtained from the European Conditional Mouse Mutagenesis Programme (EUCOMM). The targeted allele was generated using a “knock-out first” strategy (PMID 21677750). The exon 3 of mouse Ruvbl1 gene (Pontin) was targeted using a construct carrying FRT and loxP sites as described in Fig. S3. Heterozygous mice carrying the conditional targeted allele were crossed with CAG-Flpo transgenic mice to remove the lacZ and neo markers resulting in clean Pontin^floxed^ (Pon^flox^) mice. To generate a cardiomyocyte specific inducible KO we crossed homozygous Pon^flox^ mice with αMHC-MerCreMer transgenic mice (αMCM) generating αMCM- Pon^flox^ mice. All mice were bred on a C57Bl/6 background.

Pontin inducible cardiomyocyte knockout (Pontin^icKO^) were obtained by injecting 8–10 weeks old male αMCM- Pon^flox^ mice with 40 mg/kg BW of tamoxifen. Non tamoxifen-injected αMCM- Pon^flox^ and αMCM mice (tamoxifen and non-tamoxifen treated) were used as controls. A list of genotyping primers are described in Supplementary Table 4.

### Generation of transgenic mice with cardiac specific overexpression of Pontin

A flag-tagged human Pontin cDNA was cloned downstream of the mouse α-myosin heavy chain (α-MHC) promoter. The linearised construct was then injected into a single cell mouse embryo by standard pro-nuclear injection technique. Transgenic founders were identified by PCR and were bred on a C57Bl/6 background. Non-transgenic littermates were used as controls.

### Angiotensin-induced hypertrophy model

Ten weeks old male *αMHC-MerCreMer* (αMCM) and *αMHC-MerCreMer Pontin*^*flox/flox*^ (αMCM-Pon^flox^) mice were injected with tamoxifen intraperitoneally at a dose of 40 μg/g BW. After 7 days, Angiotensin II (1.5 mg/kg BW/day) or saline were infused via mini-osmotic pumps (Alzet). Blood pressure was monitored using a tail-cuff CODA volume pressure recording (VPR) system (CODA, Kent Scientific, Torrington, USA). Experiments were terminated at day 3 after mini-pump implantation. Echocardiography analysis was conducted before termination. Heart tissues were collected for histological and molecular examinations.

Ten weeks old male Pontin^cTG^ mice and their WT littermates were subjected to Ang II treatment at a dose of 1.5 mg/kg BW/day using mini osmotic pump for 14 days. Blood pressure was monitored as above. After 14 days of treatment echocardiography analysis was performed and the mice were sacrificed. Heart tissues were collected for histological and molecular examinations.

### Echocardiography

To assess cardiac morphology and function of Pontin^icKO^ and Pontin^cTG^ mice at basal conditions and following Ang II treatment, transthoracic echocardiography was conducted using a Visualsonics Vevo 770 imaging system fitted with a 14 MHz transducer. Mice were anaesthetised using 1.5% isofluorane, and images were acquired in parasternal long and short axis views to measure left ventricular internal diameter (LVID) at diastole and systole, posterior wall (dPW), and interventricular septal (dIVS) thicknesses in systole and diastole. Ejection fraction was then calculated from these measurements.

### Histology analysis

For histological analysis, heart tissues were fixed in 4% paraformaldehyde in PBS for 24 h at 4 °C. Then, the tissues were processed overnight using a Leica automated tissue processor and embedded in paraffin wax prior to sectioning at 5 μm thickness using an automated rotary Leica RM2255 microtome. Haematoxylin and eosin staining was carried out to assess cardiomyocyte size. Masson’s trichrome staining was conducted to evaluate the level of fibrosis. Cardiac tissue sections were also stained using TUNEL reagents (In situ Cell Death Detection Kit, Roche) for detection of apoptosis. Dihydroethidium (DHE) staining was performed to analyse the level of reactive oxygen species (ROS) production in the tissue. In brief, sections were dewaxed and dehydrated and then incubated with DHE (Invitrogen, 1:2000 dilution in PBS from 5 mM stock) for 30 min at 37 °C with coverslips attached. After incubation, images were immediately taken by Zeiss^TM^ fluorescence microscope (Carl Zeiss, Jena, Germany) then subsequently analysed using the integrated density function in ImageJ software.

### Immunohistochemistry staining

Tissue sections (5 μm) were deparaffinised on a heat block at 80 °C for 2 min and cleared in histoclear for 10 min. Sections were then sequentially rehydrated in decreasing percentages of industrial methylated spirit in water (100%, 90%, 75%) and washed in distilled water. Sections were then permeabilised in 0.1% Triton X-100 for 8 min and antigen retrieval was performed by incubating sections in 10 mM sodium citrate, pH 6.0 in a 90 °C waterbath for 20 min. YAP staining was then conducted using a HRP/DAB detection IHC kit (Abcam #ab64264) following manufacturer instructions. Primary antibodies used were anti-phosphoYAP (CST #13008), anti-YAP (Santa Cruz Biotech #sc-376830). Sections were imaged on a 3D Histech Panoramic 250 Flash II slide scanner and 5 40x magnification images of each mouse heart sample were analysed for DAB intensity using ImageJ.

### RNAseq analysis

Heart tissues from Pontin^icKO^ mice (αMCM-Pon^flox^ + TAM) and control (αMCM + TAM) were collected at 1 week and 3 week following tamoxifen injection. For the transgenic overexpression model, heart tissues from Pontin^cTG^ mice and WT littermates were collected after infusion with Ang-II for 2 weeks (1.5 mg/kg BW/day via mini-osmotic pump). Sequentially, RNA was extracted using Trizol reagent. Sequencing library for RNA sequencing was prepared with TruSeq RNA Library Prep Kit v2 (Illumina), according to the manufacturer’s protocols. RNA sequencing was performed using the Illumina HiSeq2500 sequencer with 100 bp paired-end reads. The quality of the reads was assessed using FastQC Version 0.10.1 and filtered by using Trimmomatic v0.39. The reads were then mapped on the reference mm10 with Gencode M25 gtf (version 2.7.7a) using STAR. For gene-level analysis, raw counts were produced using STAR using Gencode M25 gtf in GENE. Differential expression analysis was conducted using with DESeq2 (v1.32.0 R4.1.1) from Bioconductor (https://www.bioconductor.org/). An outlier identified by principal component analysis was excluded from downstream analysis. Differentially expressed genes between samples from *Pontin*^*icKO*^ mice and control mice at 2 time points (1 week and 3 week) were identified using DESeq2. Gene lists were annotated based on biomaRt version 2.48.3.

Identification of cellular function that were enriched in Pontin^icKO^ were performed using Ingenuity Pathway Analysis (IPA, Qiagen). Signalling pathway analysis was performed by using GeneSet enrichment analysis (GSEA) as previously described^59^.

### Statistics and reproducibility

For the in vivo and in vitro analysis, we used one way ANOVA followed by multiple comparisons test (Tukey) to compare means in multiple group experiments. In the case of two groups experiments Student’s *t*-test was used. For data that were not distributed normally we used non-parametric tests (Kruskall-Wallis test followed by Dunn’s multiple comparison). All of the data are presented as mean ± SEM. We used GraphPad Prism software ver.10.2.2 (GraphPad Software, LLC) for statistical analysis and data presentation. A *P*-value <0.05 (two tailed) was considered statistically significant.

For the in vivo experiments, mice were randomly selected to be included in each experimental group, e.g. treatment with AngII to induce hypertrophy or with tamoxifen to delete Pontin. For in vitro experiments, cells in each cultured TC well were randomly selected for treatment (e.g. overexpression or gene silencing of Pontin). The investigators were blinded in analysing the in vivo data, such as echocardiography. For in vitro experiments, there was no blinding process since the same researcher performed both treatment and phenotype analysis. For the in vivo experiments, sample size was determined based on Pilot data using Pontin transgenic mice. Sample size calculations at a power of 80% with alpha of 0.05 (two sided *t*-test) suggest that a minimum of *n* = 5 mice per group are required. This sample size calculation was used for the analysis of cardiac phenotype of Pontin knockout and transgenic mice. No data were excluded from the analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Source data

Source Data

## Data Availability

All of the data from this study are presented in the ‘Results’ section and Supplemental Materials of this paper. The data generated in this study are provided in Source Data file. RNA seq data for Pontin^icKO^ experiment have been deposited in the ArrayExpress database under accession number E-MTAB-14659. RNA seq data for Pontin^cTG^ experiment have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE282958. Source data are provided with this paper.

# Supplementary material for: Expression of foetal gene Pontin is essential in protecting heart against pathological remodelling and cardiomyopathy
**Source:** Nat Commun. 2025 Feb 14;16:1650. doi: 10.1038/s41467-025-56531-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Expression of foetal gene Pontin is essential in protecting heart against pathological remodelling and cardiomyopathy**

Bayu Lestari<sup>1, #</sup>, Ardiansah Bayu Nugroho<sup>1, #</sup>, Thuy Anh Bui<sup>1, #</sup>, Binh Nguyen<sup>1</sup>, Nicholas Stafford<sup>1, 2</sup>, Sukhpal Prehar<sup>1</sup>, Min Zi<sup>1</sup>, Ryan Potter<sup>1</sup>, Efta Triastuti<sup>1</sup>, Florence M. Baudoin<sup>1</sup>, Alicia D'Souza<sup>3</sup>, Xin Wang<sup>1</sup>, Elizabeth J. Cartwright<sup>1</sup>, Delvac Oceandy<sup>1, \*</sup>.

<sup>#</sup>These authors contributed equally to this work

**Supplementary tables 1 – 4**

**Supplementary figures 1 – 13**

**Supplementary Table 1 Clinical information of human heart tissue samples**

| Group             | No | Sex  | Clinical Diagnosis       | Heart tissue diagnosis                                        |
|-------------------|----|------|--------------------------|---------------------------------------------------------------|
| Heart failure     | 1  | Male | Congestive heart failure | Hypertrophy                                                   |
|                   | 2  | Male | Congestive heart failure | Hypertrophy, interstitial fibrosis, chronic ischaemic changes |
|                   | 3  | Male | Congestive heart failure | Hypertrophy, interstitial fibrosis                            |
| Non-heart failure | 1  | Male | Adenocarcinoma colon     | Normal                                                        |
|                   | 2  | Male | Head injury              | Normal                                                        |
|                   | 3  | Male | Metastatic lung cancer   | Normal                                                        |

**Supplementary Table 2 List of antibodies used in this study**

| <b>Antibodies</b>                   | <b>Species</b>    | <b>Source</b>                          | <b>Dilution</b> |
|-------------------------------------|-------------------|----------------------------------------|-----------------|
| <b>Western blot</b>                 |                   |                                        |                 |
| RUVBL1                              | Rabbit polyclonal | Proteintech (10210-2-AP)               | 1:1000          |
| MST1                                | Rabbit monoclonal | Cell Signaling Technology (#3682)      | 1:1000          |
| Phospho-MST1 (Thr183)/MST2 (Thr180) | Rabbit polyclonal | Cell Signaling Technology (#49332)     | 1:1000          |
| LATS1                               | Rabbit polyclonal | Proteintech (#17049-1-AP)              | 1:1000          |
| Phospho-LATS1 (Ser909)              | Rabbit monoclonal | Cell Signaling Technology (#9157)      | 1:1000          |
| SAV1                                | Rabbit monoclonal | Cell Signaling Technology (#13301)     | 1:1000          |
| MOB1                                | Rabbit monoclonal | Cell Signaling Technology (#13730)     | 1:1000          |
| Phospho-MOB1 (Thr35)                | Rabbit monoclonal | Cell Signaling Technology (#8699)      | 1:1000          |
| Non-phospho (Active) YAP (Ser127)   | Rabbit monoclonal | Cell Signaling Technology (#29495)     | 1:1000          |
| Phospho-YAP (Ser127)                | Rabbit monoclonal | Cell Signaling Technology (#4911)      | 1:1000          |
| YAP antibody                        | Mouse monoclonal  | Santa Cruz Biotechnology (#sc-376830)  | 1:1000          |
| P53                                 | Mouse monoclonal  | Santa Cruz Biotechnology (#sc-47698)   | 1:1000          |
| Bax                                 | Mouse monoclonal  | Santa Cruz Biotechnology (#sc-20067)   | 1:1000          |
| Bad                                 | Rabbit monoclonal | Cell Signaling Technology (#9292)      | 1:1000          |
| Bcl-xL                              | Rabbit monoclonal | Cell Signaling Technology (#2762)      | 1:1000          |
| Caspase-3                           | Rabbit monoclonal | Cell Signaling Technology (#9662)      | 1:1000          |
| GAPDH (HRP-linked)                  | Rabbit            | Cell Signaling Technology (#3683)      | 1:5000          |
| $\beta$ -actin (HRP-linked)         | Rabbit            | Cell Signaling Technology (#5125)      | 1:5000          |
| Vinculin                            | Rabbit            | Abcam (#ab129002)                      | 1:1000          |
| Anti mouse IgG (HRP-linked)         | Mouse             | Cell Signaling Technology (#7076)      | 1:5000          |
| Anti rabbit IgG (HRP-linked)        | Rabbit            | Cell Signaling Technology (#7074)      | 1:5000          |
| <b>Immunofluorescence</b>           |                   |                                        |                 |
| Ki67                                | Rabbit            | Abcam (#Ab15580)                       | 1:100           |
| Sarcomeric $\alpha$ -actinin        | Mouse monoclonal  | Sigma-Aldrich (#A7811)                 | 1:100           |
| pH-H3                               | Rabbit polyclonal | Invitrogen (#PA5-17869)                | 1:100           |
| Alexa Fluor 647 anti-mouse          | Mouse polyclonal  | Jackson Immuno Research (#115-605-072) | 1:200           |
| Alexa Fluor 488 anti-rabbit         | Rabbit polyclonal | Jackson Immuno Research (#711-545-152) | 1:200           |

**Supplementary Table 3 List of primers used in qPCR analysis**

| Genes          | Species | Forward primer (5' – 3') | Reverse primer (5' – 3') |
|----------------|---------|--------------------------|--------------------------|
| Ruvbl1         | Human   | AGGTGAAGAGCACTACGAAGA    | CTACTATGACGCCACATGCCT    |
| GAPDH          | Human   | GGAGCGAGATCCCTCCAAAAT    | GGCTGTTGTCATACTTCTCATGG  |
| LATS1          | Mm      | AAAGCCAGAAGGGTACAGACA    | CCTCAGGGATTCTCGGATCTC    |
| LATS2          | Mm      | GGACCCAGGAATGAGCAG       | CCCTCGTAGTTTGCACCACC     |
| MST1           | Mm      | TCATTTCGGCTACGGAACAAGA   | GACCTGCGACTCCAAAGTCTG    |
| MST2           | Mm      | CGGGGTCCGTTTCAGACATAA    | GCGTTTTGCCATTGTATCTGTT   |
| YAP1           | Mm      | ACCCTCGTTTTGCCATGAAC     | TGTGCTGGGATTGATATTCCGTA  |
| ANP            | Mm      | GCTTCCAGGCCATATTGGAG     | GGGGGCATGACCTCATCTT      |
| Col-1 $\alpha$ | Mm      | GCTCCTCTTAGGGGCCACT      | CCACGTCTCACCATTGGGG      |
| Bax            | Mm      | TGAAGACAGGGGCCTTTTTG     | AATTCGCCGGAGACACTCG      |
| Bad            | Mm      | AAGTCCGATCCCGGAATCC      | GCTCACTCGGCTCAAACCTCT    |
| Caspase-3      | Mm      | ATGGAGAACAACAAAACCTCAGT  | TTGTCCCATGTATGGTCTTTAC   |
| p53            | Mm      | CTCTCCCCCGCAAAAGAAAAA    | CGGAACATCTCGAAGCGTTTA    |
| Bcl-xL         | Mm      | GACAAGGAGATGGCAGGTATTGG  | TCCCGTAGAGATCCACAAAAGT   |
| Bcl-2          | Mm      | ATGCCTTTGTGGAACATATGGC   | GGTATGCACCCAGAGTGATGC    |
| Ankrd1         | Mm      | GCTGGTAACAGGC AAAAAGAAC  | CCTCTCGCAGTTTCTCGCT      |
|                | Rat     | GCTGGTAACGGGC AAAAAGAAC  | CCTCTCGAACTTTCTCACT      |
| Birc5          | Mm      | GAGGCTGGCTTCATCCACTG     | CTTTTTGCTTGTTGTTGGTCTCC  |
| Cyr61          | Mm      | CTGCGCTAAACAACCTCAACGA   | GCAGATCCCTTTTCAGAGCGG    |
| Fgf2           | Mm      | GCGACCCACACGTCAAACCTA    | TCCCTTGATAGACACAACCTCCTC |
| Ctgf           | Rat     | GGGCCTCTTCTGCGATTTC      | ATCCAGGCAAGTGCATTGGTA    |
| Pikcb3         | Mm      | CTATGGCAGACAACCTTGACAT   | CTTCCCGAGGTACTTCCAACCT   |
|                | Rat     | CTATGGCAGACACCTTGACAT    | CTTCCCGGGGTACTTCCAACCT   |
| Tead1          | Mm      | AAGCTGAAGGTAACAAGCATGG   | GCTGACGTAGGCTCAAACCC     |
|                | Rat     | AAGCTAAAGGTAACAAGCATGG   | GCTGATGCAGGCTCAAACCC     |
| GAPDH          | Mm      | AGGTCGGTGTGAACGGATTTG    | TGTAGACCATGTAGTTGAGGTCA  |

**Supplementary Table 4 Primer sequences and size of PCR products for the identification of *Pontin*<sup>flox/flox</sup>,  $\alpha$ MHC-MerCreMer, and *Pontin*<sup>icKO</sup> mice**

| Primer                  | Sequence (5’-3’)       | Amplicon size (bp) |            |           |
|-------------------------|------------------------|--------------------|------------|-----------|
|                         |                        | Wild-type          | Transgenic | Knock-out |
| <b>Cre WT</b>           |                        |                    |            |           |
| Forward                 | TCTATTGCACACAGCAATCCA  | 295                | -          | -         |
| Reverse                 | CCAACTCTTGTGAGAGGAGCA  |                    |            |           |
| <b>Cre Transgene</b>    |                        |                    |            |           |
| Forward                 | TCTATTGCACACAGCAATCCA  |                    |            |           |
| Reverse                 | CCAGCATTGTGAGAACAAGG   | -                  | 300        | -         |
| <b>Pontin flox/flox</b> |                        |                    |            |           |
| Forward (Ef-3992)       | CCTTCCCTGAGTGCTGATTTCT | 240 (WT)           | -          | -         |
| Reverse (Er-3995)       | GGGGTAATACACAGCCCAAGAG | 414 (L2)           |            |           |
| <b>Pontin cKO</b>       |                        |                    |            |           |
| Forward (Ef-3990)       | TTCCACAGCTCTCGCCTGGGCA | 1071 (WT)          |            |           |
| Reverse (L3r-3991)      | CCACATATGCTCTACTGCTGAA | 1276 (L2)          | -          | 458       |

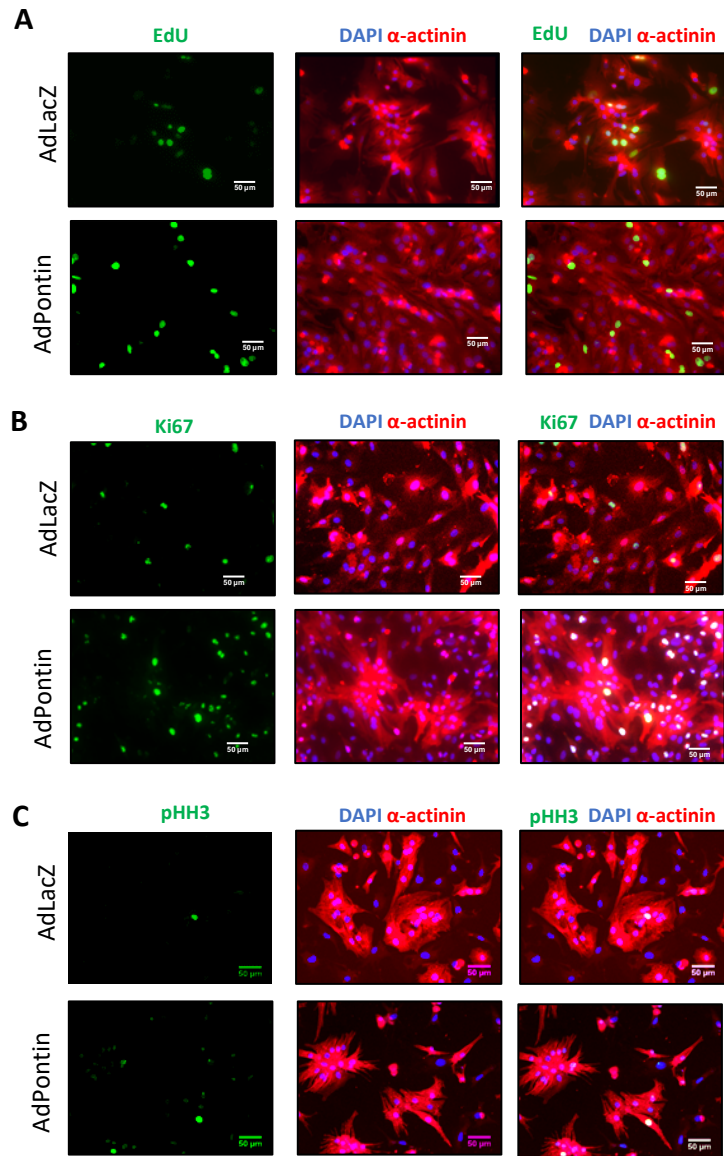

**Supplementary figure 1. Split channel fluorescence images on the effects of Pontin overexpression on cell proliferation.** **A)** EdU staining (green channel), DAPI and  $\alpha$ -actinin stainings (blue and red) and merge image showing the effects of Pontin overexpression on EdU incorporation. **B)** Representative images of Ki67 (green channel) with corresponding DAPI +  $\alpha$ -actinin stainings (blue and red) and merge image. **C)** Staining of cardiomyocytes with pHH3 (green channel) DAPI and  $\alpha$ -actinin stainings (blue and red staining) and merge image indicating an increase in cell proliferation following Pontin overexpression. (scale bars=50 $\mu$ m)

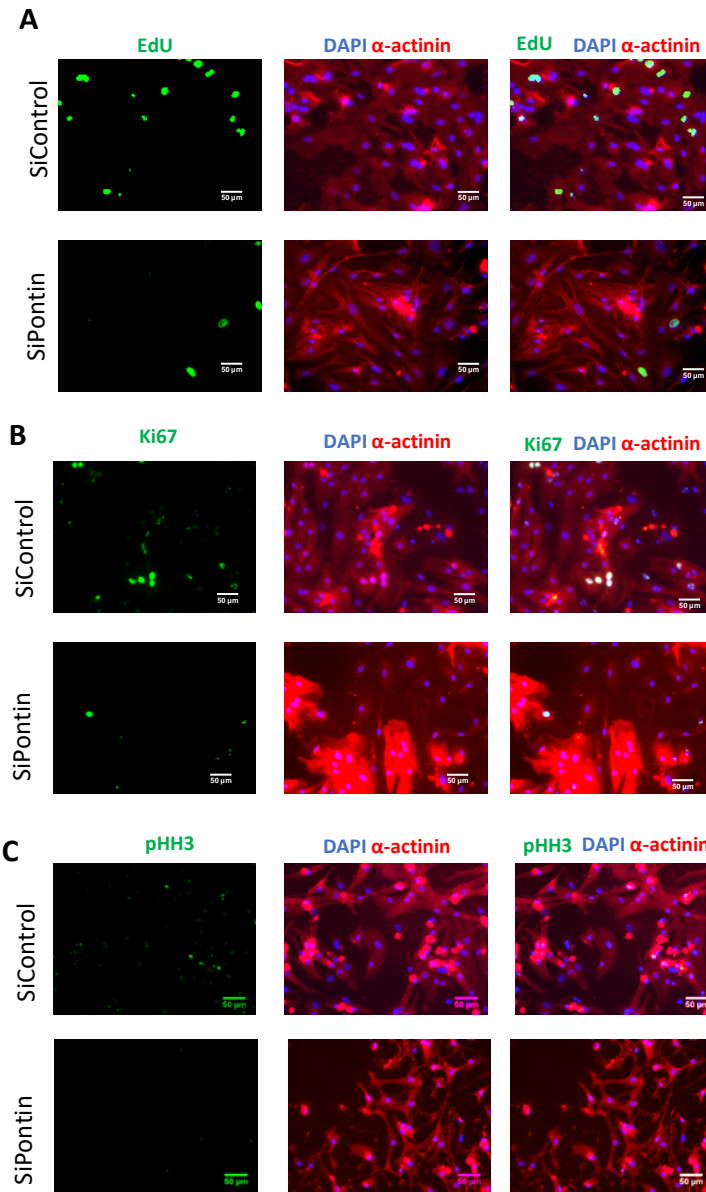

**Supplementary figure 2. Split channel fluorescence images showing the effect of Pontin gene silencing on cell proliferation. A)** Separate channel images of EdU staining (green channel), DAPI and  $\alpha$ -actinin stainings (blue and red) and merge image on NRCM after treatment with siPontin or siControl. **B)** Split channel images displaying Ki67 staining (green channel), DAPI +  $\alpha$ -actinin stainings (blue and red) and merge image. **C)** Example images of pHH3 staining (green channel) DAPI and  $\alpha$ -actinin stainings (blue and red) and merge image in cardiomyocytes lacking Pontin. (scale bars=50 $\mu$ m)

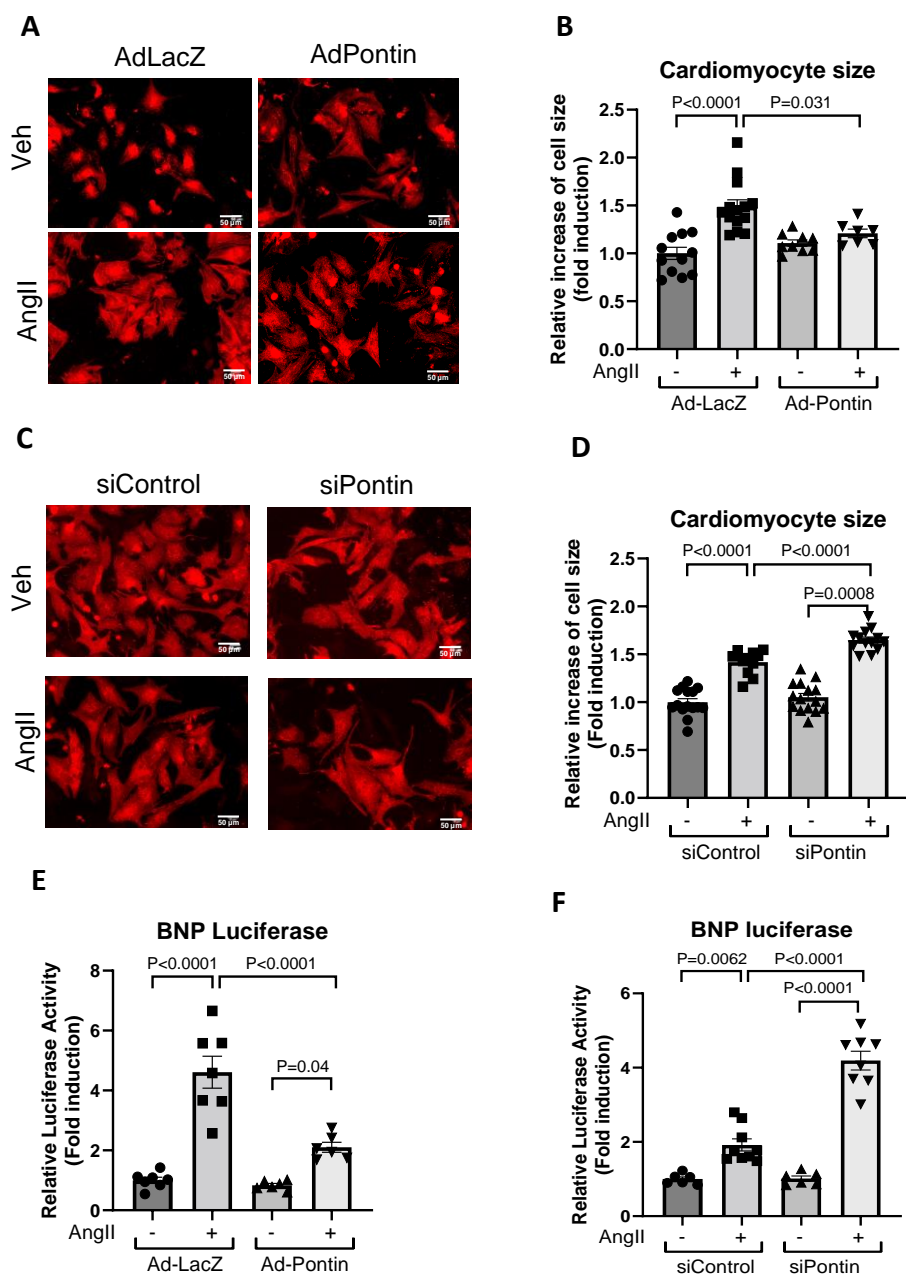

**Supplementary figure 3. Pontin regulates Angiotensin II induced cardiomyocyte hypertrophy.** **A)** Example images of NRCMs following stimulation with Ang II (1 $\mu$ M, 48h). Cells were stained with anti- $\alpha$ actinin antibody. Pontin overexpression was achieved using adenovirus overexpression system (AdPontin) whereas adenovirus expressing LacZ (AdLacZ) was used as control (scale bars=50 $\mu$ m). **B)** Quantification of cardiomyocyte size indicated that Pontin overexpression reduced hypertrophic response (LacZ Vehicle, n=12; LacZ AngII, n=14; Pontin Vehicle, n=9; Pontin AngII, n=7 samples). **C)** Representative images showing NRCMs treated with siRNA Pontin or siControl before stimulation with AngII (1 $\mu$ M, 48h). Cells were stained with anti- $\alpha$ actinin antibody (scale bars=50 $\mu$ m). **D)** Measurement of cell surface area indicated that Pontin gene silencing led to the exaggerated hypertrophic response (siControl Vehicle, n=15; siControl AngII, n=11; siPontin Vehicle, n=15; siPontin AngII, n=13 samples). **E)** Analysis using BNP luciferase reporter confirmed that Pontin expression reduced hypertrophic response (LacZ Vehicle, n=7; LacZ AngII, n=7; Pontin Vehicle, n=6; Pontin AngII, n=6 independent experiments), whereas **F)** Pontin knockdown increased hypertrophy (siControl Vehicle, n=6; siControl AngII, n=9; siPontin Vehicle, n=6; siPontin AngII, n=8 independent experiments). Data are presented as mean  $\pm$  SEM. Statistical test used: one way ANOVA followed by multiple comparisons. Source data are provided as a Source Data file.

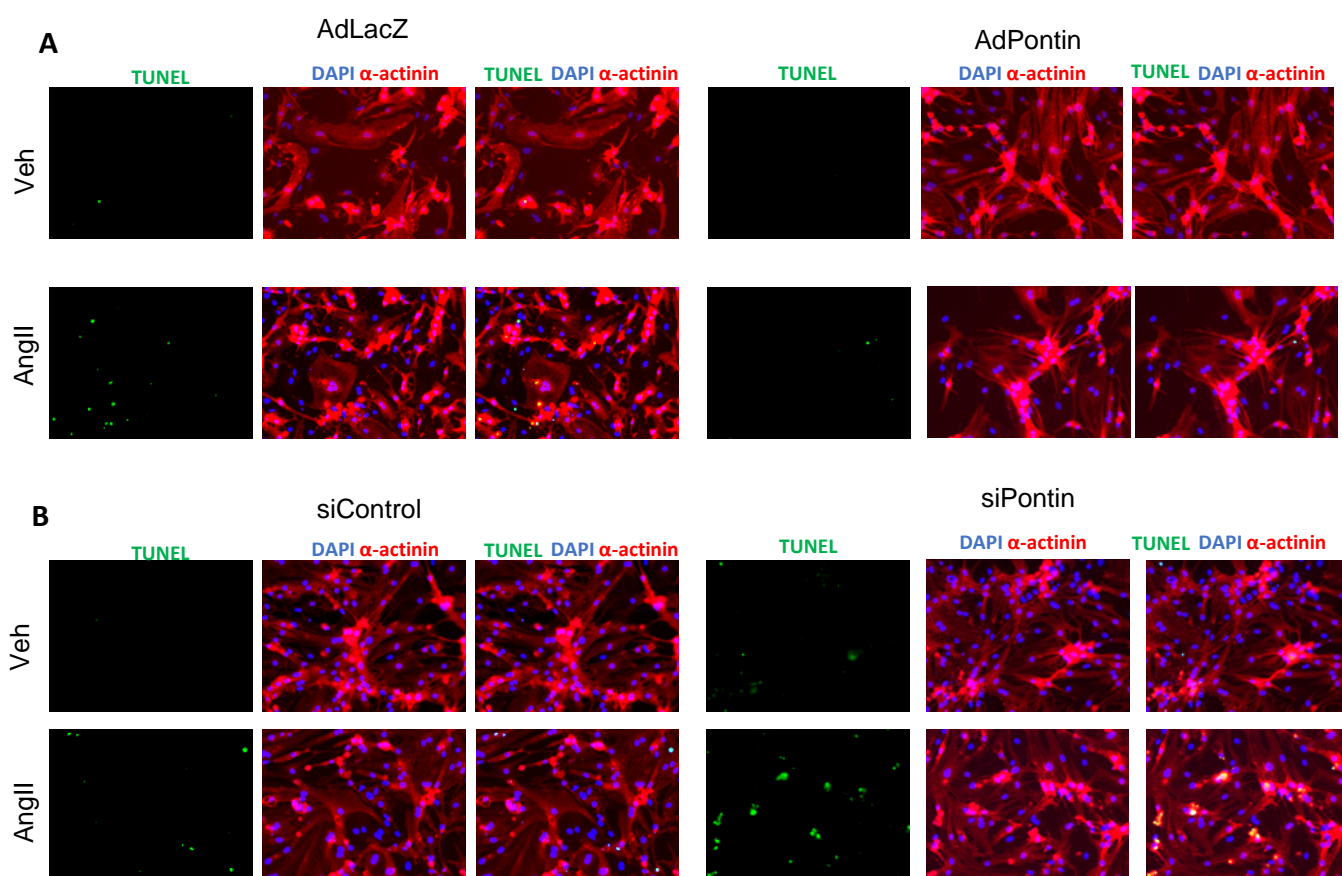

**Supplementary figure 4. Split channel fluorescence images of TUNEL staining.** **A)** Images of TUNEL staining (green channel), DAPI and  $\alpha$ -actinin stainings (blue and red) and merge picture showing reduction of apoptosis in NRCM overexpressing Pontin (**A**) and in NRCM lacking Pontin (**B**).

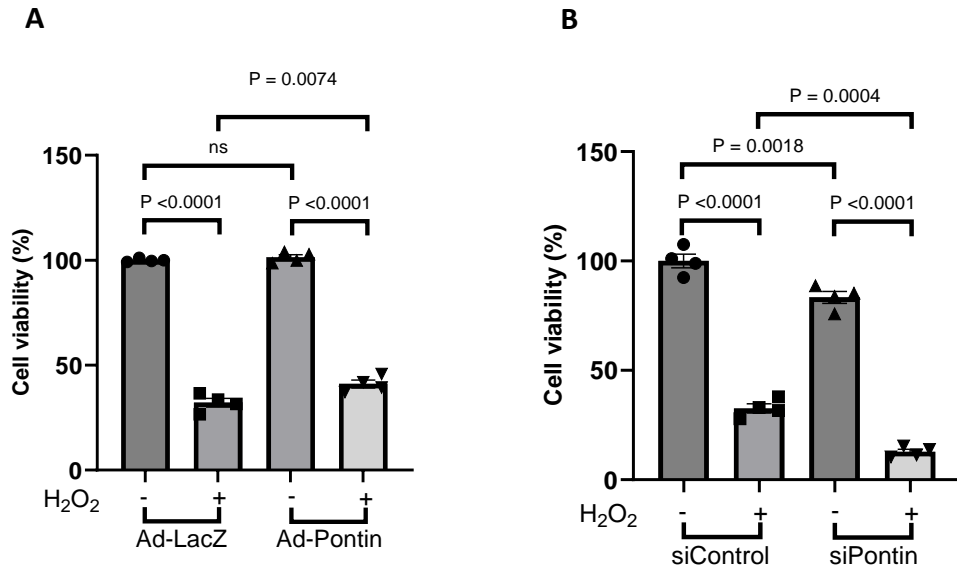

**Supplementary figure 5. Pontin expression enhances cell viability following oxidative stress. A)** Alamar blue assay was performed to assess cell viability following oxidative stress. NRCMs were treated with H<sub>2</sub>O<sub>2</sub> (200  $\mu$ M, 4 hours). Pontin overexpression (**A**) improved cell survival (n=4 independent experiments in each group) whereas Pontin gene knockdown (**B**) led to the reduction of cell survival following H<sub>2</sub>O<sub>2</sub> treatment (n=4 independent experiments in each group). Data are presented as mean  $\pm$  SEM. Statistical test used: one way ANOVA followed by multiple comparisons. Source data are provided as a Source Data file.

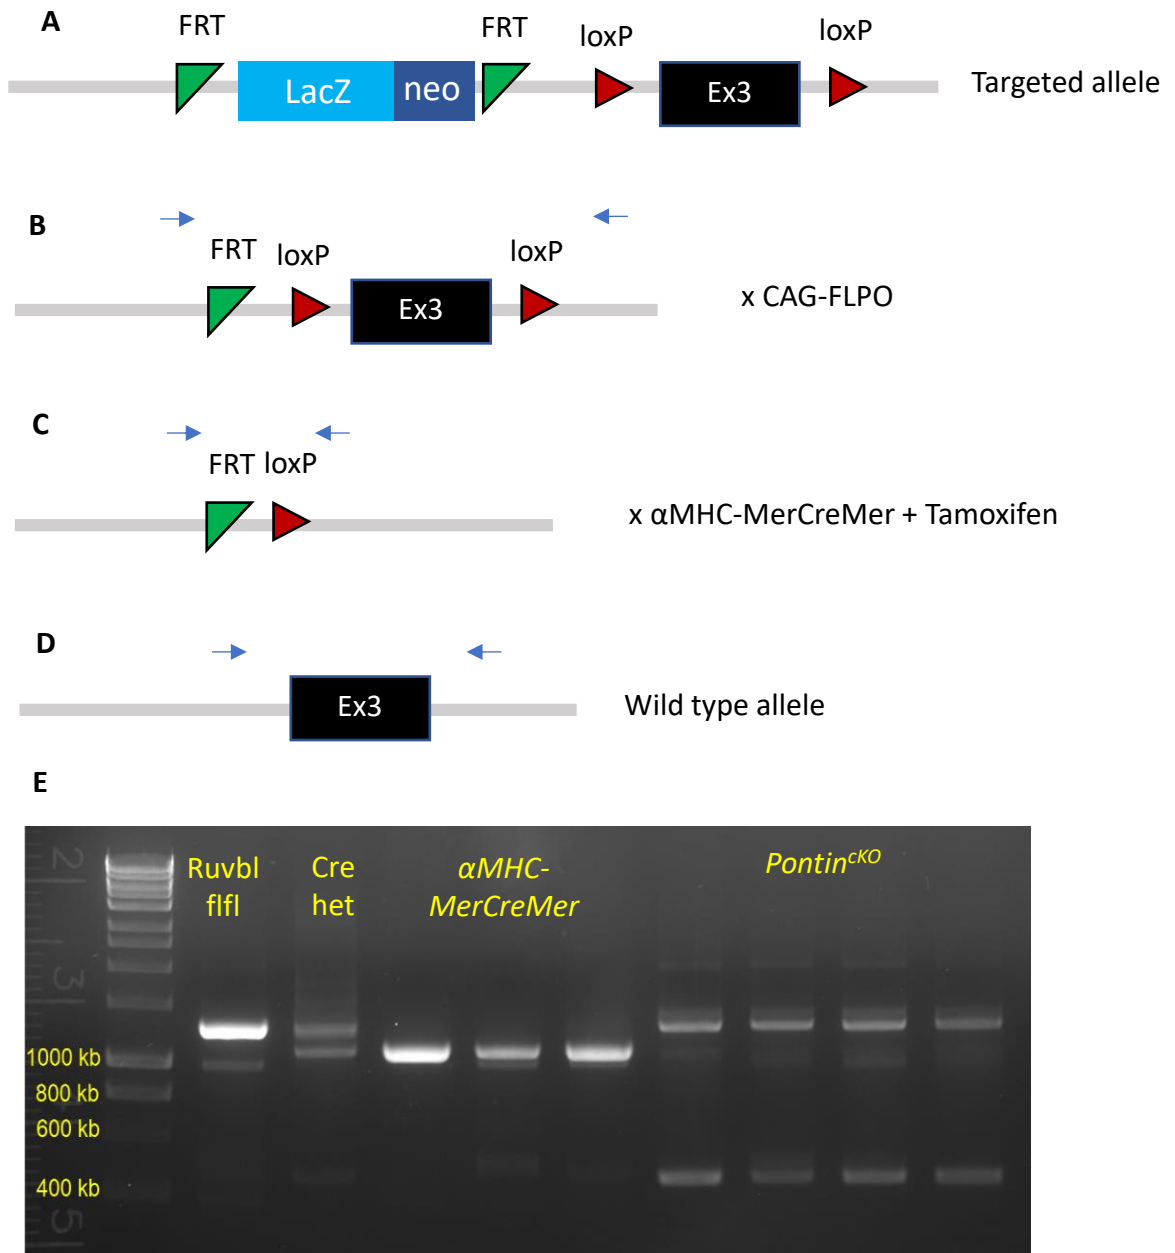

**Supplementary figure 6. Strategy to generate *Pontin* inducible cardiomyocyte specific knockout mice (*Pontin*<sup>icKO</sup>).** **A)** Schematic diagram to describe *Pontin* gene targeting construct. Exon 3 of the mouse *Ruvbl1* gene was targeted using construct carrying loxP sites flanking exon 3, lacZ and neo resistant markers, and flp sites flanking the lacZ/neo marker. **B)** Diagram showing the targeting construct following cross-breeding with CAG-Flpo mice to remove the lacZ/neo marker resulting in *Pontin*<sup>floxed</sup> mice. Arrows represent the primer binding sites for the genotyping. **C)** Exon 3 was deleted following cross breeding with the αMHC MerCreMer mice followed by single injection with tamoxifen (40 µg/kg BW). This will result in the generation of cardiomyocyte specific deletion of *Pontin*. **D)** Diagram showing the wildtype allele and the primer binding sites (arrows). **E)** Representative of PCR genotyping using primers represented by the arrows.

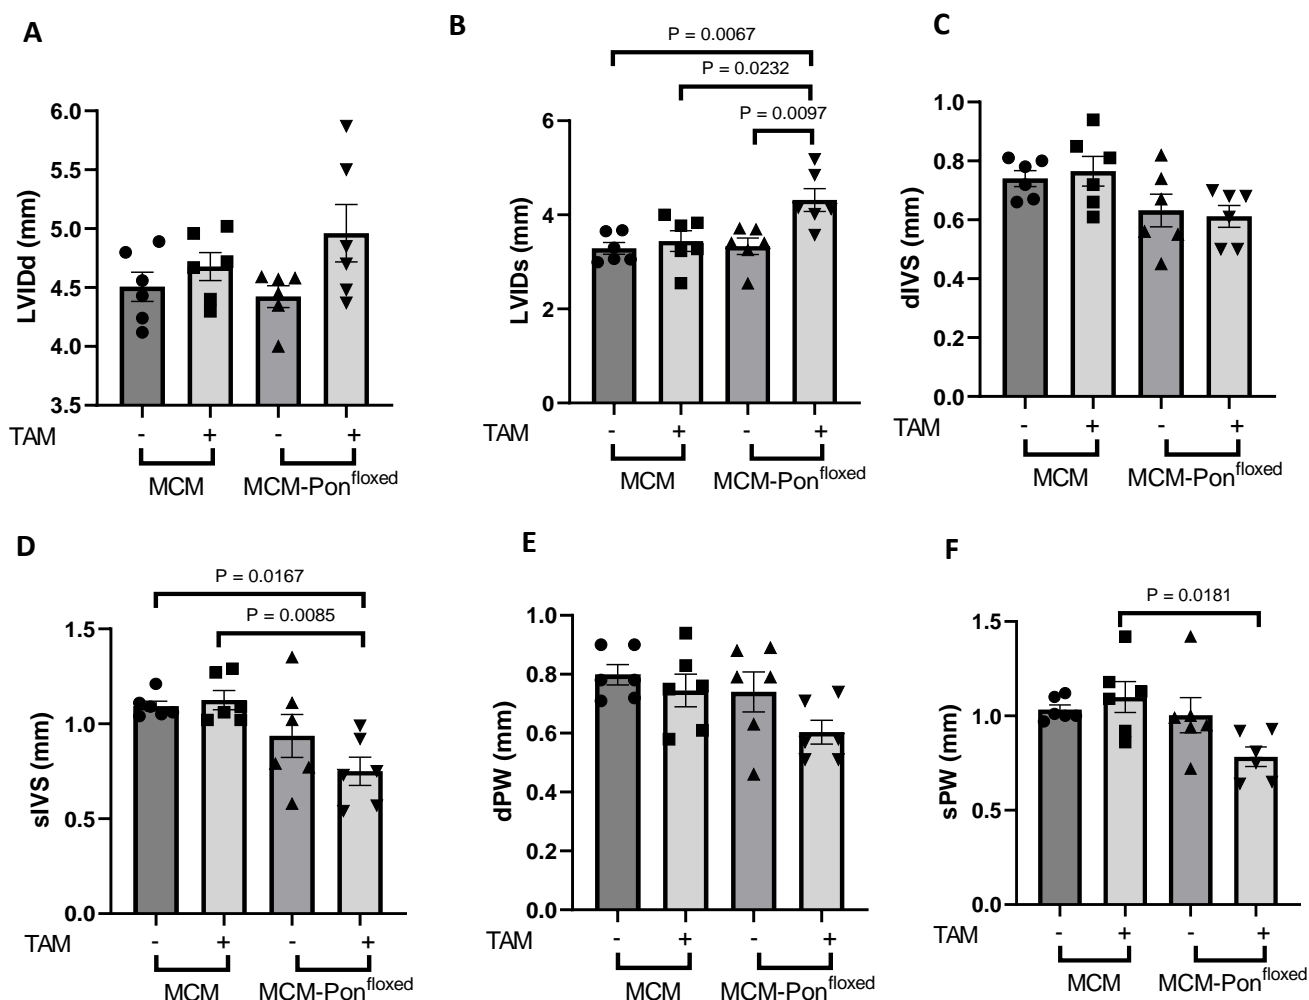

**Supplementary figure 7. Echocardiography analysis to assess cardiac morphology and function of of Pontin<sup>icKO</sup> mice.** Cardiac morphometric data were obtained at day 24 following tamoxifen injection. **A)** Left ventricular diameter at diastole (LVID<sub>d</sub>) was not different between Pontin<sup>icKO</sup> mice (αMCM Pontin<sup>floxed</sup> + tamoxifen) compared to other groups **B)** However, at systole there was a significant increased in LVID in Pontin<sup>icKO</sup> compared to other groups. **C)** Septal wall thickness at diastole (dIVS) was not different between all groups tested. **D)** However, at systole Pontin<sup>icKO</sup> mice displayed thinner wall thickness (sIVS) compared to controls. **E)** Consistently, there is no difference in posterior wall thickness at diastole (dPW) between all group tested. **F)** Pontin icKO mice exhibited thinner posterior wall thickness at systole (sPW). (n=6 mice in each group). Data are presented as mean ± SEM. Statistical test used: one way ANOVA followed by multiple comparisons. Source data are provided as a Source Data file.

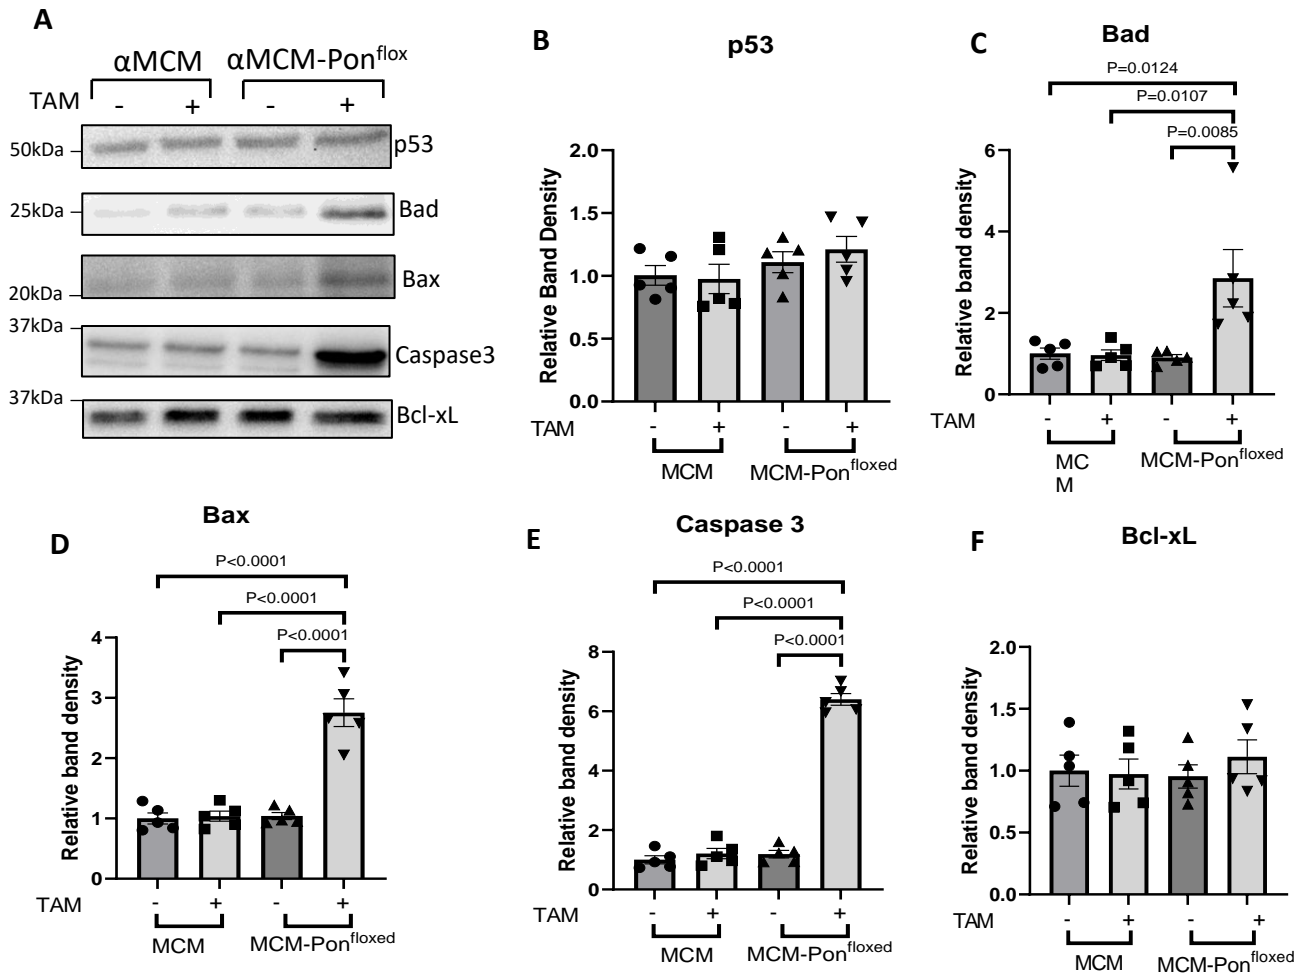

**Supplementary figure 8. Expressions of apoptosis regulators in the heart of Pontin<sup>icKO</sup> mice.** A) Representative Western blot images showing the expression of regulators apoptosis in Pontin<sup>icKO</sup> mice (αMCM Pontin<sup>floxed</sup> + tamoxifen) and control groups. B) Quantification of band density did not show any difference of p53 expression in all groups. However, expression of C) Bad, D) Bax, and E) Caspase 3 were significantly increased in Pontin<sup>icKO</sup> mice compared to controls. F) Band density measurement of Bcl-xL expression did not show any different of expression between groups. (n=5 independent experiments per group). Data are presented as mean ± SEM. Statistical test used: one way ANOVA followed by multiple comparisons. Source data are provided as a Source Data file.

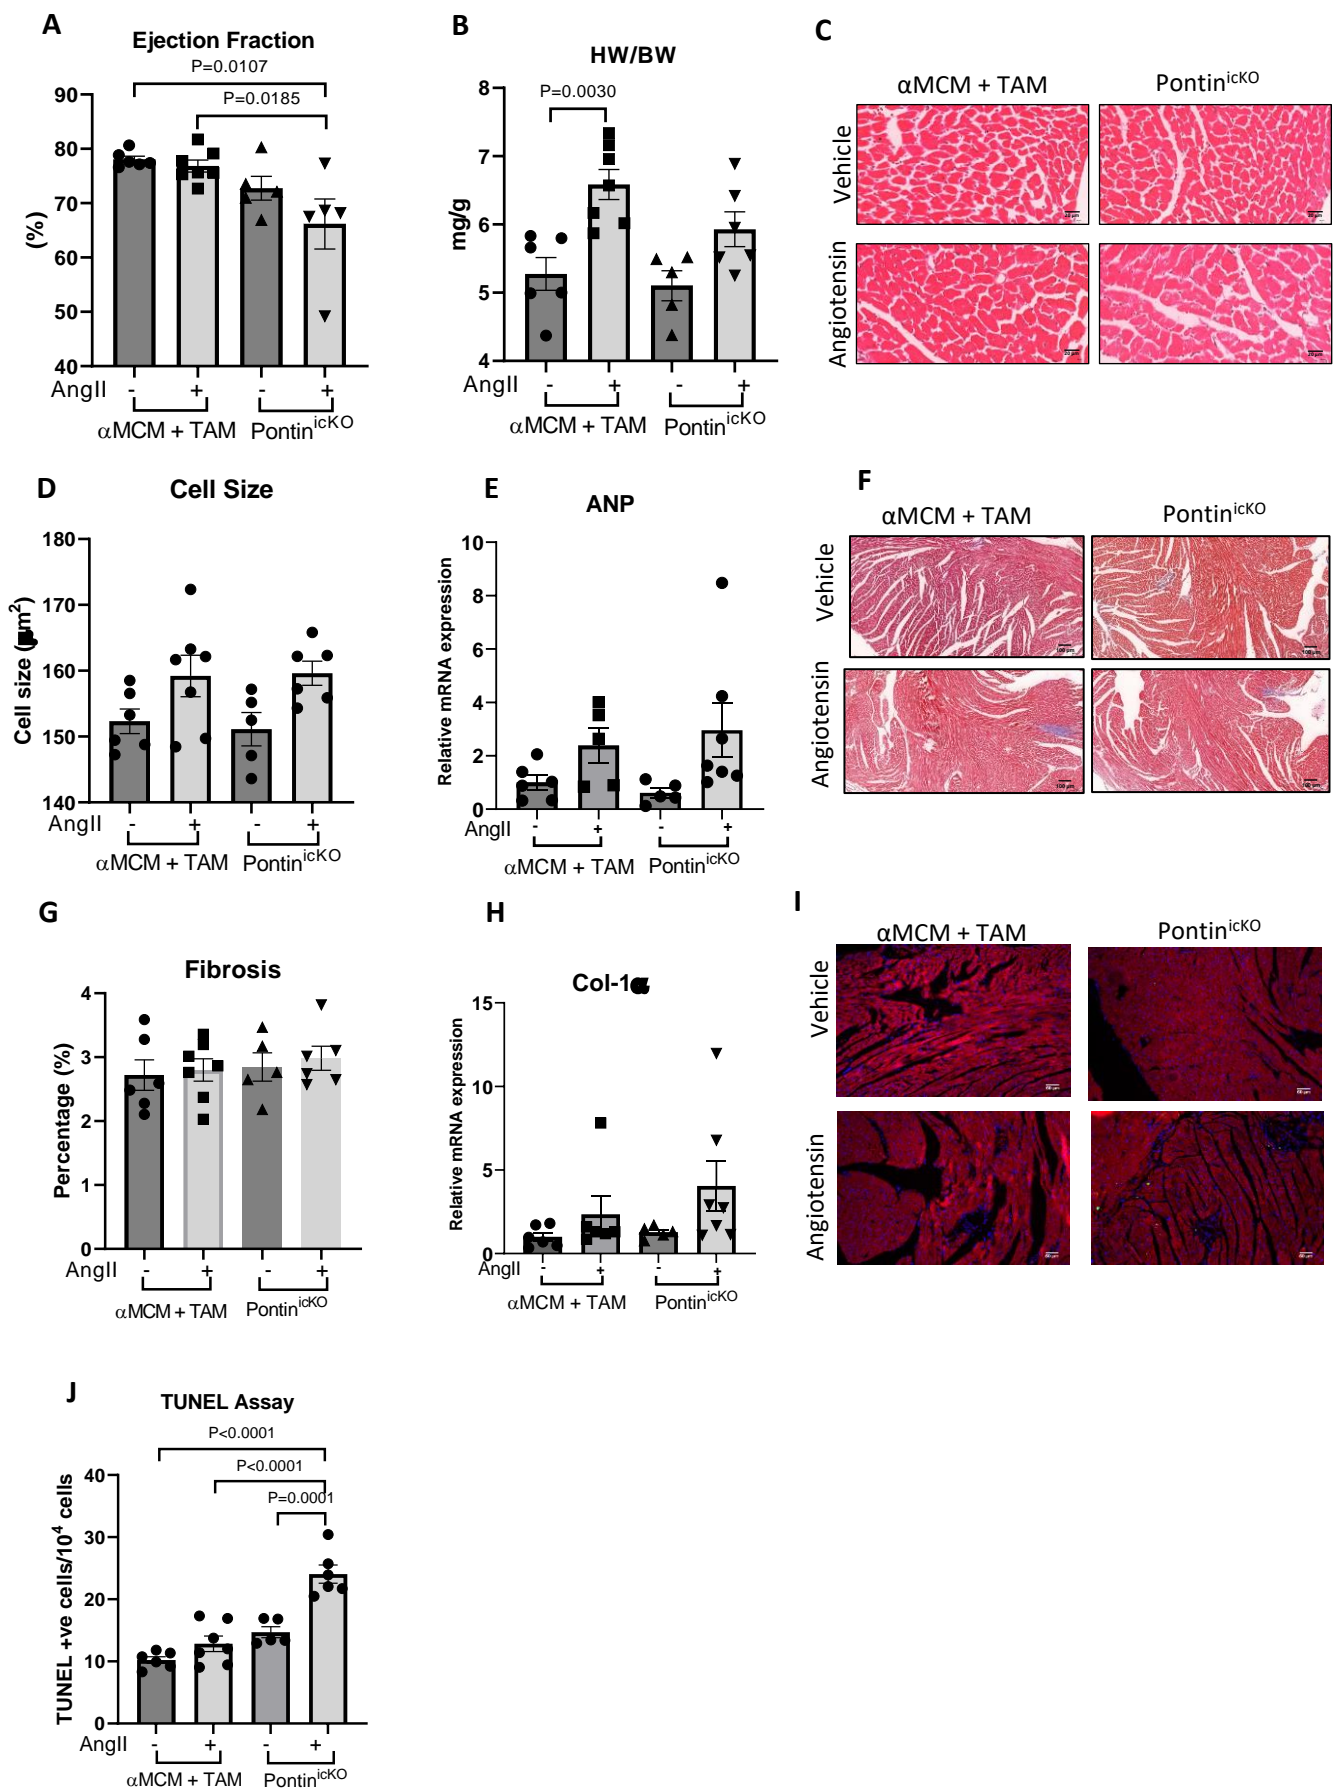

**Supplementary figure 9. Pontin<sup>icKO</sup> mice exhibited enhanced cardiomyopathy following Ang II stimulation.** Pontin<sup>icKO</sup> mice and controls were treated with Ang II (1.5 mg/kg BW/day). Cardiac Phenotype was observed at day 3 following mini osmotic pump implantation. **A)** Cardiac contractility as indicated by ejection fraction (EF) was significantly reduced in Pontin<sup>icKO</sup> at 3 days after Ang II treatment ( $\alpha$ MCM + Tam – vehicle, n=6;  $\alpha$ MCM + Tam – AngII, n=7; Pontin<sup>icKO</sup> vehicle, n=5; Pontin<sup>icKO</sup> AngII, n=5 mice). **B)** Analysis of heart weight/body weight (HW/BW) ratio indicated a significant increase in HW/BW ratio in control group ( $\alpha$ MCM + Tam) after Ang II treatment. However, there was no significant increase in HW/BW ratio in Pontin<sup>icKO</sup> mice following Ang II stimulation ( $\alpha$ MCM + Tam – vehicle, n=6;  $\alpha$ MCM + Tam – AngII, n=7; Pontin<sup>icKO</sup> vehicle, n=5; Pontin<sup>icKO</sup> AngII, n=6 mice). **C)** Representative H&E stained histological sections (scale bars=20 $\mu$ m) and **D)** analysis of cardiomyocyte cell size indicated that there was no increase in cell size in all groups at day 3 post Ang II infusion ( $\alpha$ MCM + Tam – vehicle, n=6;  $\alpha$ MCM + Tam – AngII, n=7; Pontin<sup>icKO</sup> vehicle, n=5; Pontin<sup>icKO</sup> AngII, n=6 mice). **E)** qPCR analysis to detect ANP expression showed that there was no difference in ANP expression ( $\alpha$ MCM + Tam – vehicle, n=6;  $\alpha$ MCM + Tam – AngII, n=5; Pontin<sup>icKO</sup> vehicle, n=5; Pontin<sup>icKO</sup> AngII, n=7 mice). **F)** Masson’s trichrome staining of cardiac sections ( $\alpha$ MCM + Tam – vehicle, n=6;  $\alpha$ MCM + Tam – AngII, n=7; Pontin<sup>icKO</sup> vehicle, n=5; Pontin<sup>icKO</sup> AngII, n=6 mice) (scale bars=100 $\mu$ m), **G)** analysis of fibrotic area and **H)** expression of fibrosis marker Colla showed that there was no increase in fibrosis level in Pontin<sup>icKO</sup> mice at day 3 post Ang II treatment ( $\alpha$ MCM + Tam – vehicle, n=6;  $\alpha$ MCM + Tam – AngII, n=6; Pontin<sup>icKO</sup> vehicle, n=5; Pontin<sup>icKO</sup> AngII, n=7 mice). **I)** Representative images of TUNEL analysis (scale bars=50 $\mu$ m) and **J)** quantification of TUNEL-positive cardiomyocytes suggested that there was an increase in apoptosis in Pontin<sup>icKO</sup> mice following Ang II treatment compared to controls ( $\alpha$ MCM + Tam – vehicle, n=6;  $\alpha$ MCM + Tam – AngII, n=7; Pontin<sup>icKO</sup> vehicle, n=5; Pontin<sup>icKO</sup> AngII, n=6 mice). Data are presented as mean  $\pm$  SEM. Statistical test used: one way ANOVA followed by multiple comparisons. Source data are provided as a Source Data file.

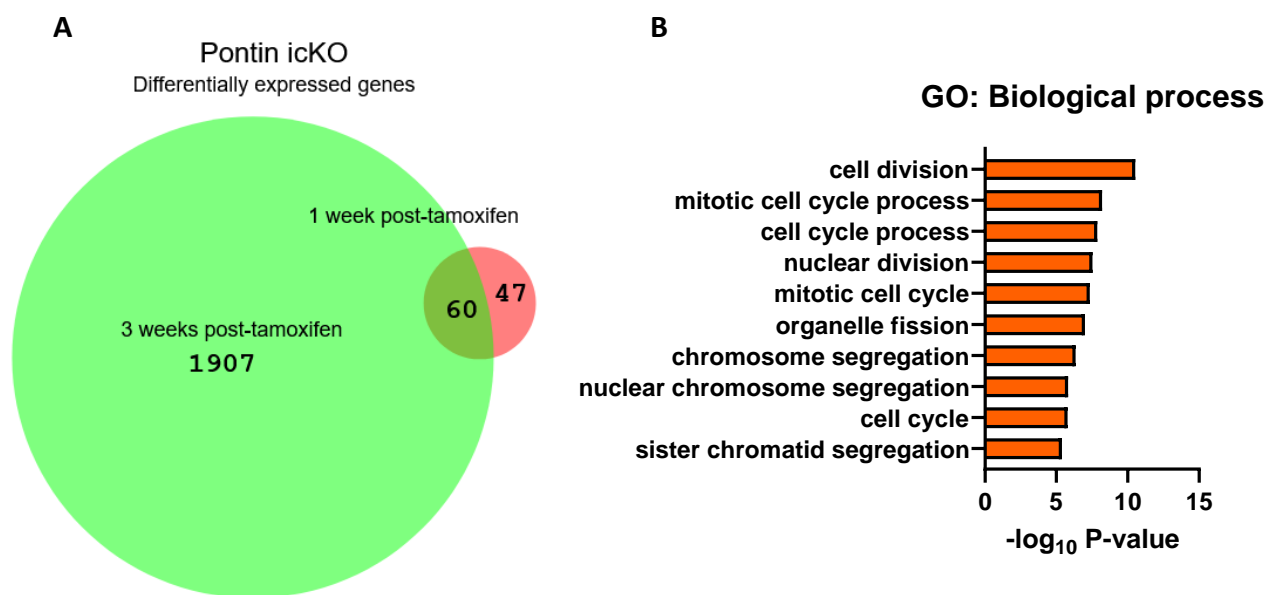

**Supplementary figure 10. Analysis of genes that differentially expressed at both 1 week and 3 weeks after Pontin knockout in cardiomyocytes in vivo.** **A)** Venn diagram showing the number of genes that differentially expressed at both time points following the induction of Pontin knock out. Analysis was performed using Biovenn application<sup>1</sup>. **B)** Functional enrichment analysis based on gene ontology database revealed that most of the genes that are differentially regulated at both time points were related to cell division and cell cycle. Analysis was performed using g:profiler web tools<sup>2</sup>. Source data are provided as a Source Data file.

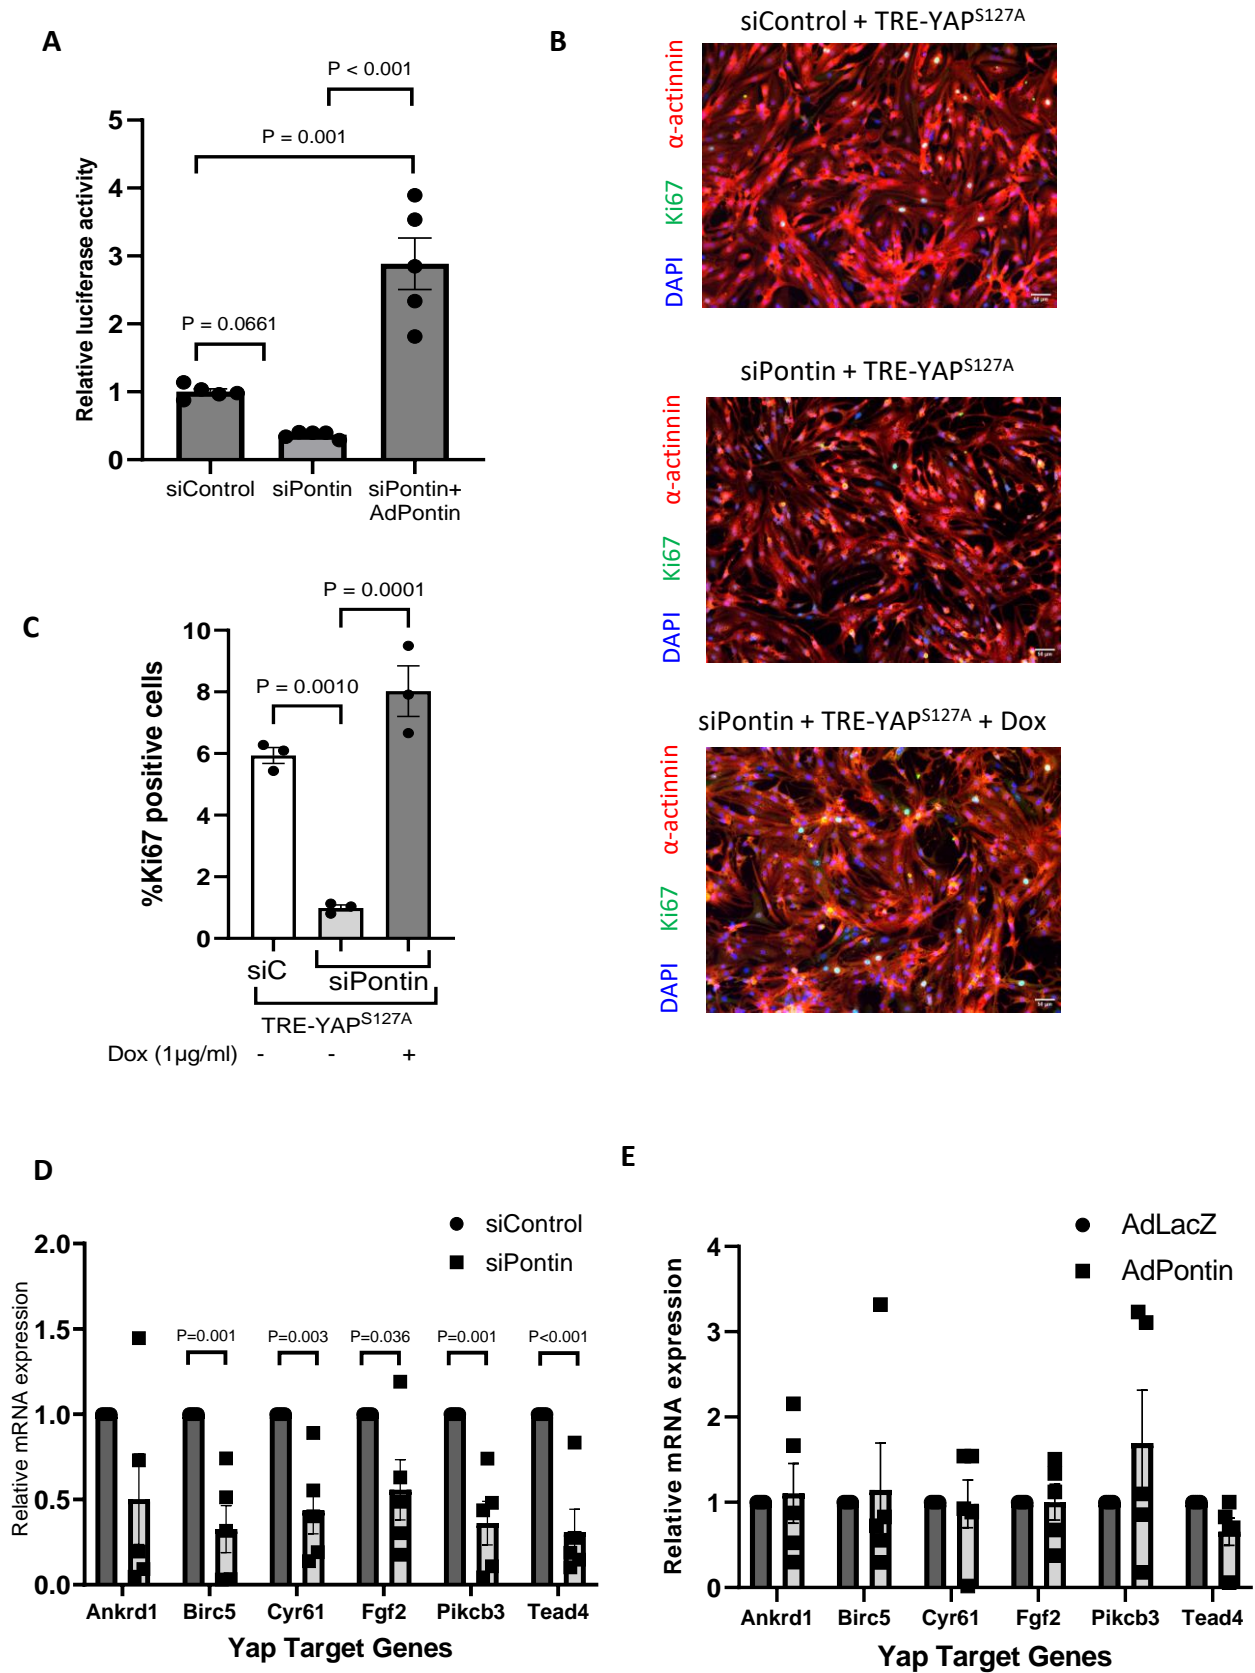

**Supplementary figure 11. Rescue experiments by Pontin overexpression and analysis of YAP target genes in NRCM.** **A)** Pontin gene silencing in NRCM significantly reduced YAP activity, however, re-expression of Pontin in these cells significantly enhanced YAP activity as detected by luciferase sensor (n=5 independent experiments). **B)** Representative images of Ki67 staining in NRCM and **C)** Analysis of Ki67-positive cells showing that induced overexpression of constitutively active YAP<sup>S127A</sup> rescued the reduction of Ki67 positive cells following Pontin knockdown (n=3 independent experiments). **D)** Expression of known YAP target genes, such as Ankrd1, Birc5, Cyr61, Pik3cb, Fgf2 and Tead1 were detected using qRT-PCR in NRCM treated with siRNA to knockdown Pontin. Significant reduction in the expression of all of the genes above was observed in NRCM lacking Pontin (n=6 independent experiments). **E)** qRT-PCR results showing expression of YAP target genes in NRCM overexpressing Pontin. No. significant changes were observed in any gene tested (n=6 independent experiments). Data are presented as mean  $\pm$  SEM. Statistical tests used: A&C, one way ANOVA followed by multiple comparisons; D&E, multiple t-test. Source data are provided as a Source Data file.

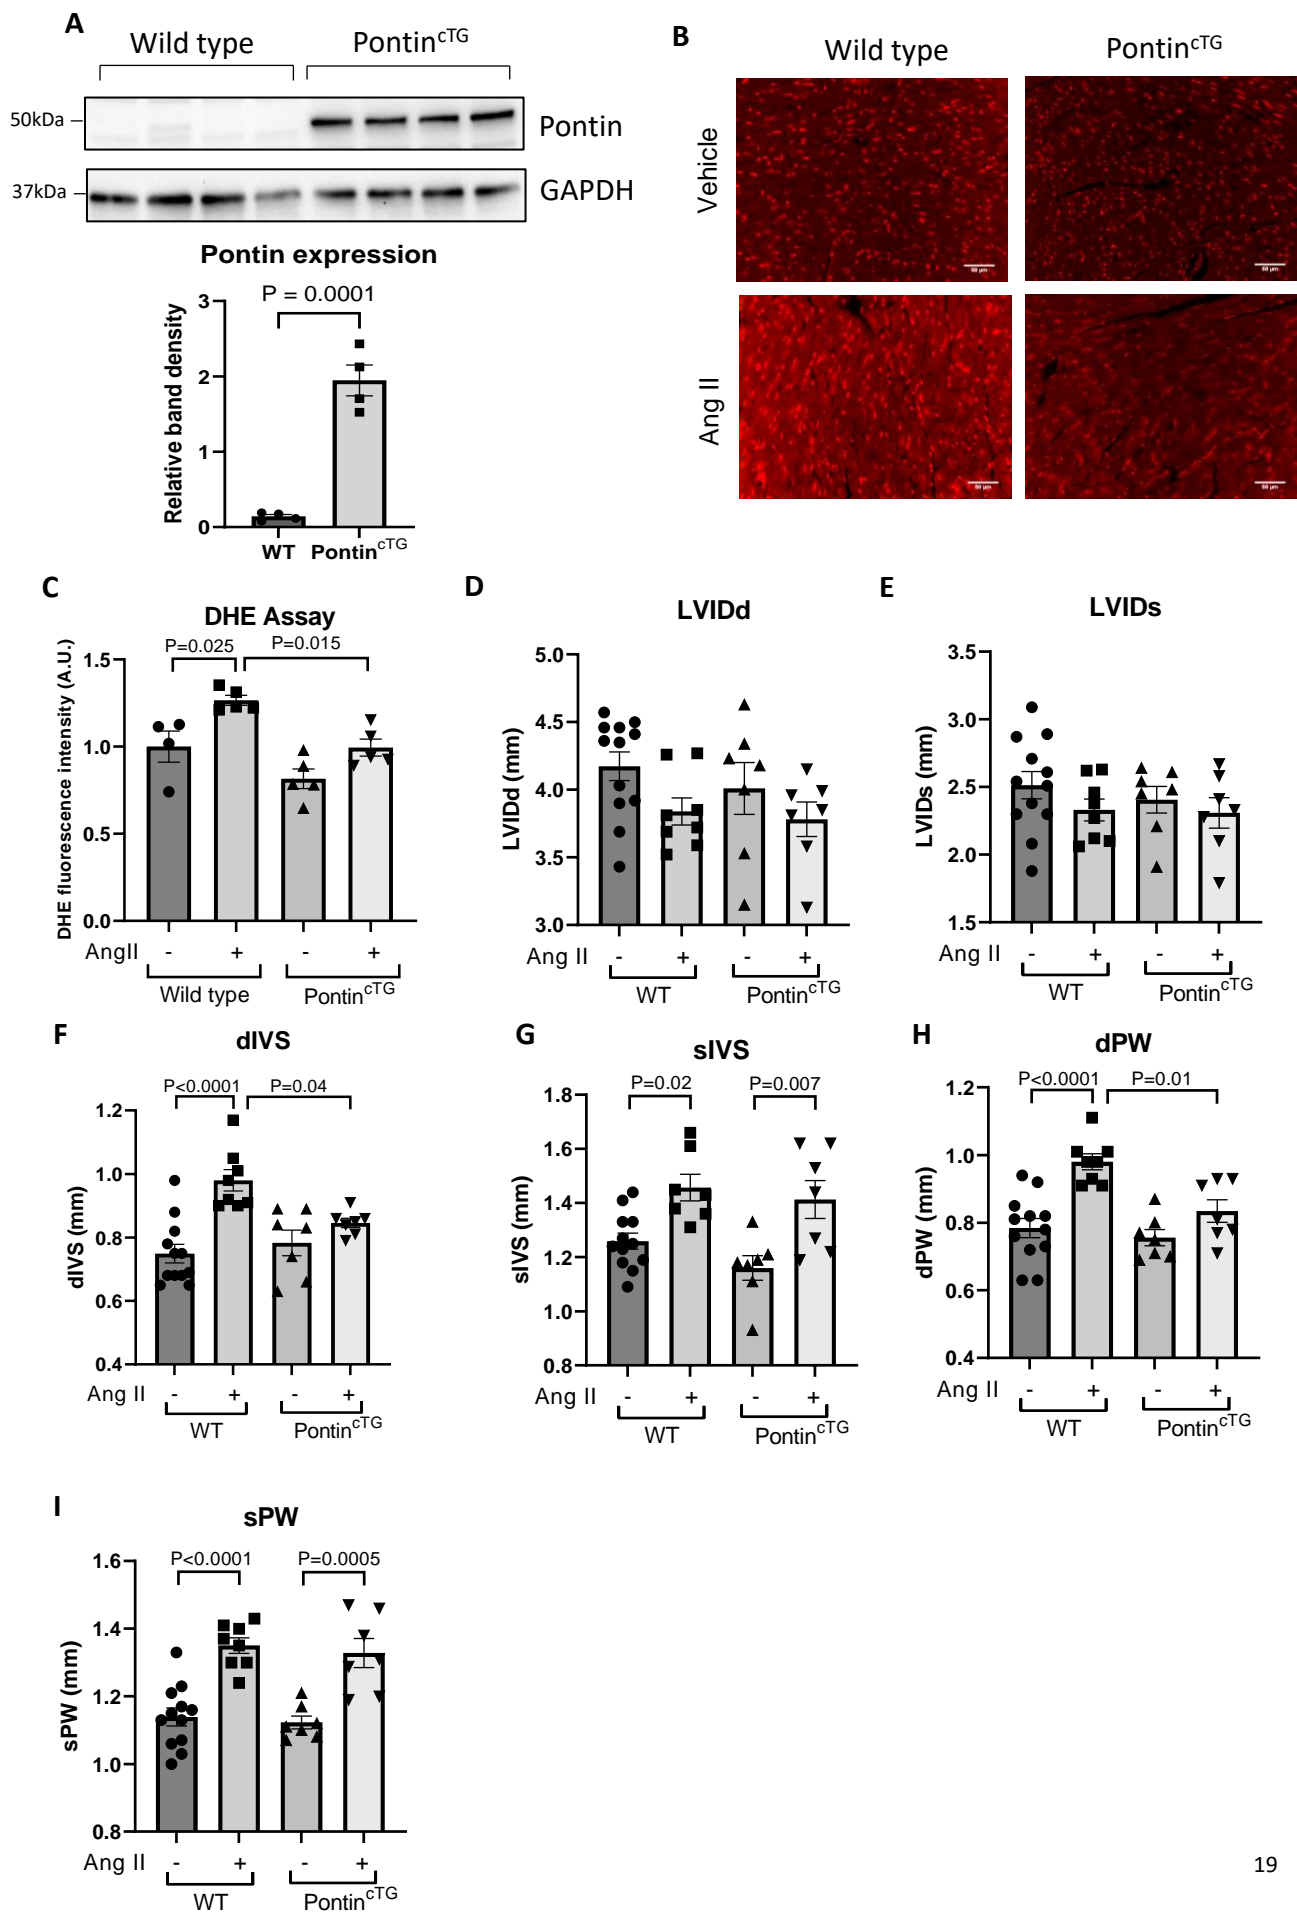

**Supplementary figure 12. Transgenic overexpression of Pontin protected against Ang II induced pathological changes in the heart.** **A)** Western blot analysis using anti-Pontin antibody and quantification of band density showing a significant overexpression of Pontin in the hearts of Pontin<sup>cTG</sup> mice (n=4 mice in each group). **B)** Representative images of heart tissue sections stained with DHE to examine the level of oxidative stress. **C)** Quantification of fluorescence signal revealed that Pontin<sup>cTG</sup> mice displayed lower level of oxidative stress (WT vehicle, n=4; WT Ang II, n=5, Pontin<sup>cTG</sup> vehicle, n=5, Pontin<sup>cTG</sup> Ang II, n=5 mice). **D)** Echocardiography analysis of Pontin<sup>cTG</sup> mice and controls at 2 weeks after Ang II stimulation (1.5 mg/kBW/day). Measurement of **D)** LVIDd, **E)** LVIDs, **F)** dIVS, **G)** sIVS, **H)** dPW, **I)** sPW showed that Pontin<sup>cTG</sup> mice displayed less hypertrophy as indicated by thinner dIVS and dPW compared to WT controls (WT vehicle, n=11; WT Ang II, n=8, Pontin<sup>cTG</sup> vehicle, n=7, Pontin<sup>cTG</sup> Ang II, n=7 mice). Data are presented as mean  $\pm$  SEM. Statistical tests used: B, Student's t-test; C-I, one way ANOVA followed by multiple comparisons. Source data are provided as a Source Data file.

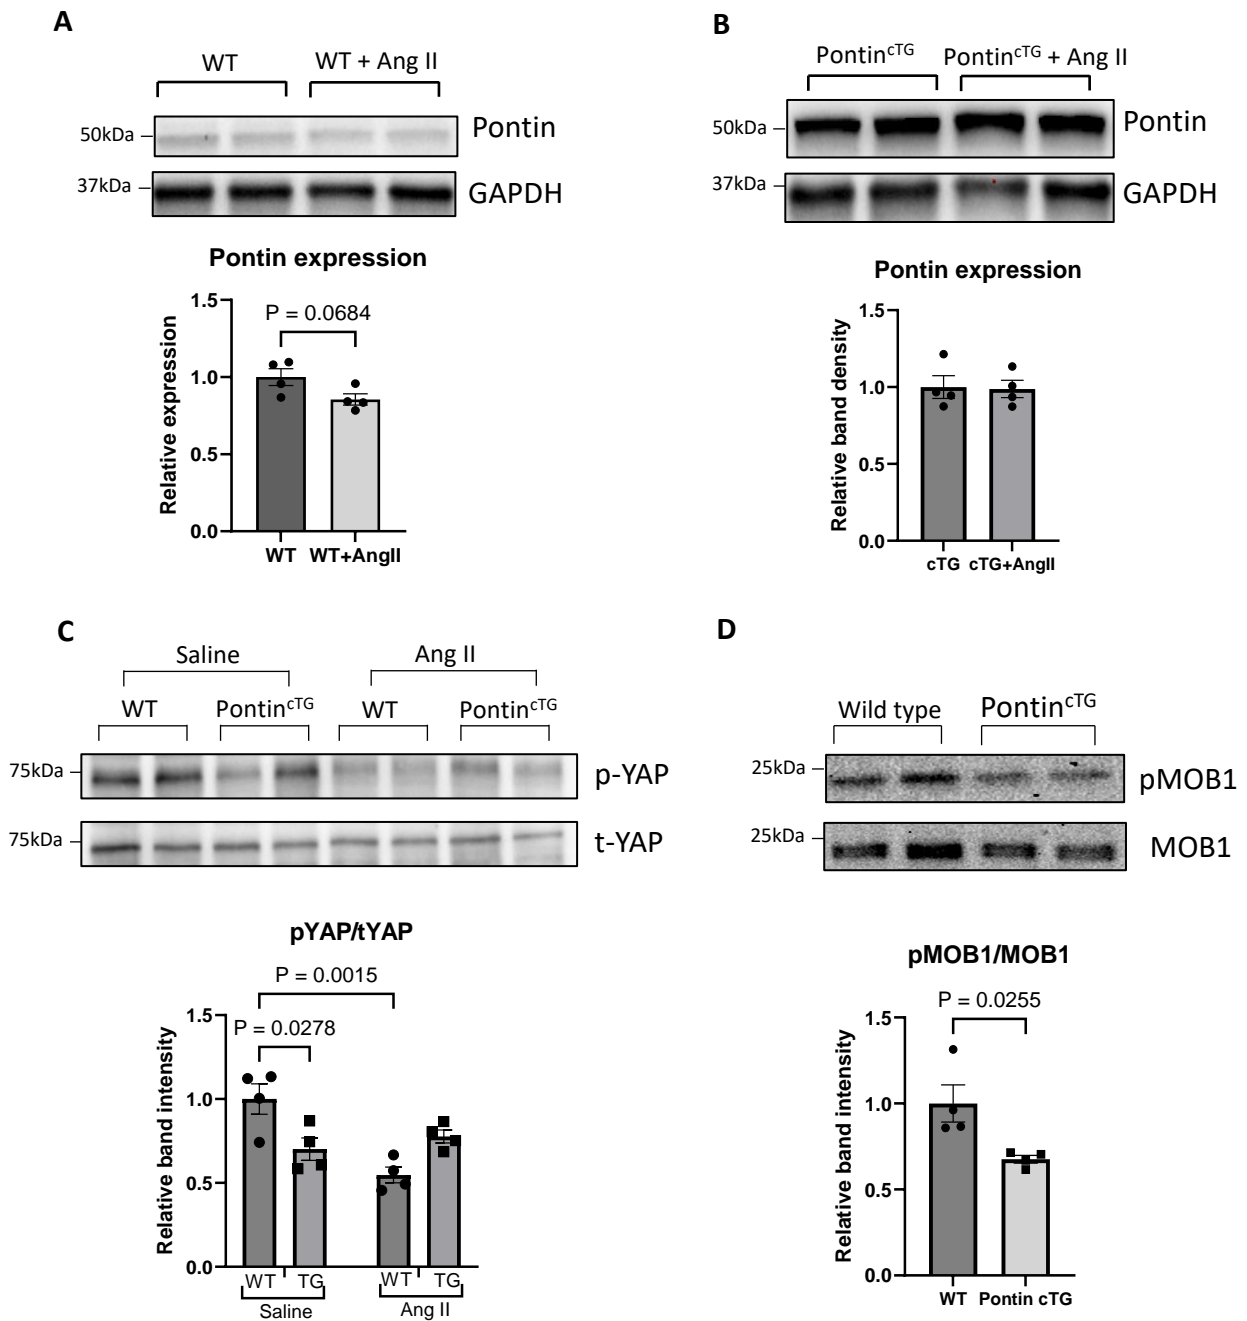

### Supplementary figure 13. Transgenic overexpression of Pontin in mouse hearts

#### modulates Hippo/YAP signalling pathway. A) There was a trend of reduced cardiac

expression of Pontin in WT mice in response to Ang-II treatment (1.5 mg.kg BW/day for

two weeks)(n=4 in each group). B) Expression of Pontin in Pontin<sup>CTG</sup> mice did not change

following treatment with Ang-II (n=4 mice in each group). C) Western blot analysis

suggested that the level of phospho/total-YAP was significantly reduced in Pontin<sup>CTG</sup> mice

vs WT in control condition (saline). Phospho/total-YAP level was reduced in WT mice in

response to Ang-II treatment, indicating enhancement of YAP activity. However, there was

no change in phospho/total-YAP level in Pontin<sup>CTG</sup> mice following Ang-II stimulation (n=4

mice in each group). D) The level of phospho/total MOB1 was reduced in Pontin<sup>CTG</sup> hearts.

Data are presented as mean  $\pm$  SEM. Statistical tests used: A,B,D, Student's t-test; C, one

way ANOVA followed by multiple comparisons. Source data are provided as a Source

Data file.

## SUPPLEMENTARY REFERENCES

1. Hulsen T, de Vlieg J, Alkema W. BioVenn - a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. *BMC Genomics* **9**, 488 (2008).
2. Kolberg L, Raudvere U, Kuzmin I, Adler P, Vilo J, Peterson H. g:Profiler-interoperable web service for functional enrichment analysis and gene identifier mapping (2023 update). *Nucleic Acids Res* **51**, W207-W212 (2023).

# Supplementary material for: Expression of foetal gene Pontin is essential in protecting heart against pathological remodelling and cardiomyopathy
**Source:** Nat Commun. 2025 Feb 14;16:1650. doi: 10.1038/s41467-025-56531-4
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                              |
|-----------------|--------------------------------------------------------------|
| Data collection | N/A                                                          |
| Data analysis   | GraphPad Prism Software ver 10.2.2. (GraphPad Software, LLC) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All of the data from this study are presented in the 'Results' section and Supplemental Materials of this paper. The data generated in this study are provided in Source Data file. RNA seq data for PontinickO experiment have been deposited in the ArrayExpress database (<http://www.ebi.ac.uk/arrayexpress>) under accession number E-MTAB-14659. RNA seq data for PontincTG experiment have been deposited in NCBI's Gene Expression Omnibus under accession number GSE282958.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Human heart tissues were obtained from Asterand. Information on gender is available in supplementary table S1. |
| Reporting on race, ethnicity, or other socially relevant groupings | No information on race, ethnicity and social groupings are available                                           |
| Population characteristics                                         | Information on clinical diagnosis are available in Supplementary Table 1                                       |
| Recruitment                                                        | Tissues were obtained from Asterand.                                                                           |
| Ethics oversight                                                   | Ethical clearance is obtained by Asterand.                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the in vivo experiments, sample size was determined based on Pilot data using Pontin transgenic mice. Sample size calculations at a power of 80% with alpha of 0.05 (two sided t-test) suggest that a minimum of n=5 mice per group are required. This sample size calculation was used for the analysis of cardiac phenotype of Pontin knockout and transgenic mice. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | All the findings were replicated as indicated in the figure legends.                                                                                                                                                                                                                                                                                                      |
| Randomization   | For in vivo experiments, mice were randomly selected to be included in each experimental group, e.g. treatment with AngII to induce hypertrophy or with tamoxifen to delete Pontin). For in vitro experiments, cells in each cultured TC well were randomly selected for treatment (overexpression or gene silencing).                                                    |
| Blinding        | The investigators were blinded in analysing the in vivo data, such as echocardiography. For in vitro experiments, there was no blinding process since the same researcher performed both treatment and phenotype analysis.                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                         |
|-----------------|-------------------------------------------------------------------------|
| Antibodies used | List of antibodies and dilutions are described in Supplementary Table 2 |
| Validation      | Information on validation are available in the manufacturer's website.  |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                         |
|----------------------------------------------------------------------|---------------------------------------------------------|
| Cell line source(s)                                                  | H9c2 cells were obtained from ATCC                      |
| Authentication                                                       | We did not perform authentication procedure             |
| Mycoplasma contamination                                             | Cells were tested negative for mycoplasma contamination |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                     |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse (C57Bl/6 background) and rat (Sprague Dawley)                                                                                                                                        |
| Wild animals            | N/A                                                                                                                                                                                        |
| Reporting on sex        | Cardiac remodelling process is affected by sex. We performed experiments in male mice as described in methods section.                                                                     |
| Field-collected samples | N/A                                                                                                                                                                                        |
| Ethics oversight        | Animal maintenance and experiments were conducted in accordance with the United Kingdom Animals (Scientific Procedures) Act and approved by the University of Manchester Ethics Committee. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

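The data are RNA-seq libraries from the hearts of 3 Pontin cTG mice and 3 WT littermates after 2 weeks of Ang-II (1.5 mg/kg BW/day). The authors filtered the reads with Trimmomatic, aligned them to mm10 with STAR and counted them on the Gencode M25 annotation, and deposited the resulting counts per gene, which are whole numbers with no normalisation. One table holds all 6 libraries, and each of its sample columns was matched to a sample by the column name given in the sample labels (0 columns of sample values were left unmatched, and 0 rows had no gene name). The Pontin icKO libraries were not analysed here.

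Total counts per library ran from 12436822 to 13194038 in WT (median 12772244) and from 14584102 to 16888124 in Pontin cTG hearts (median 15279201). With 3 mice per group, an exact permutation test of a single gene cannot give a p under 0.1. For all pairs of libraries, the counts differed by more than the sampling noise, with a chi-square per gene of at least 5.24, so no library was treated as a repeat of another. The replicate numbers were checked for pairing: the deviations of same-numbered libraries from their group means had correlations of 0.077, 0.43 and 0.19, and nothing in the paper or labels names a shared litter or batch. The libraries were treated as unpaired, although these positive correlations leave a shared litter or batch open.

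From the deposited counts, genes were filtered with filterByExpr (minimum count 10), normalised by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment over the 13888 genes kept. The common biological coefficient of variation was 0.197. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. Normalised counts are counts divided by the TMM-scaled library size and multiplied by the geometric mean of these sizes. Gene sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over the 5 gene lists or over the 835 Reactome sets. The Reactome sets are those shipped with fgsea 1.28.0, matched to Ensembl identifiers through the Entrez numbers of GENCODE M21. The cell cycle lists are the S and G2/M lists shipped with Seurat 5.3.0, 97 genes, matched to mouse symbols by capitalisation. The GO set of Fig. 10D and the IPA lists were not used here.

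Gene positions are from GENCODE M21 on GRCm38. Of the 52125 genes that the table shares with GENCODE M21, 1524 have the same coordinates in both, and the table's own coordinates, whose build it does not name, were used only for the order of genes along a chromosome.

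Before the data were examined, these choices were fixed: the design, the gene lists, the genes to be named and the alternatives. The genes named are *Ruvbl1* and *Ruvbl2*, the genes of Fig. 6A, *Mst1*, the YAP targets and TEAD-related regulators named by the study, genes measured by qPCR in hearts, the apoptosis regulators of Supplementary Fig. 8, the 5 genes with the largest change in each direction among those past an adjusted p of 0.05 with a mean of at least 0 on the log2 CPM scale and groups that do not overlap (0 genes), and the 3 genes with the smallest p in each direction. Of the genes covered by this rule, a single gene is not reported here. *Tead2* and *Tead3* were named as relatives of *Tead1*. *Tfrc*, *Impact*, *Osbpl1a*, *Riok3*, *Rmc1* and the other genes around *Npc1* were chosen after their values had been seen. The alternatives were DESeq2 1.42.0, DESeq2's size factors within edgeR, library size alone, no filter on low counts (genes with at least 1 count in any library), at least 10 counts in every library, protein-coding genes only, mitochondrial genes left out, the replicate number as a block, limma-voom with sample quality weights, each library left out in turn, a fold limit of 2, and fry, camera with an estimated correlation and fgsea for gene sets. An unadjusted p under 0.05 in edgeR and DESeq2, and the test named in the legend of Fig. 10 on DESeq2-normalised counts, were added after the values had been seen.

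The tests were first run on simulated data: counts drawn for the tested genes from the libraries' means, sizes and dispersions, with 200 genes changed by 2-fold or 4-fold. Genes were drawn independently around a common mean profile, with no outlier library, and the changed genes were among the better expressed. Of the 200 genes, edgeR called 158 (79%, with 9 false calls among 13723 genes tested), DESeq2 called 165 (25 false calls among 13349) and limma-voom 155 (8 false calls among 13723). Of 100 simulated sets of 20 genes, the 1 raised set ranked 1 under camera, fry, camera with an estimated correlation and fgsea.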

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

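The tests of other splits at an unadjusted p were chosen only after the result was seen.

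The number of differentially expressed genes at an adjusted p under 0.05 stayed at 0 with DESeq2's size factors within edgeR, with library size alone, with at least 10 counts in every library, with protein-coding genes only, without mitochondrial genes and with the replicate block, where 285, 305, 284, 258, 283 and 499 genes had an unadjusted p under 0.05. DESeq2 gave 1 gene, with or without its independent filtering. limma-voom with sample quality weights gave 3 genes (*Scd4*, *Impact* and *Egr1*) and the test with no filter on low counts gave 3 (*Scd4*, *Npc1* and *Tfrc*). Across the 6 fits that each left out one library, the count ran from 0 to 3 (122 to 686 at an unadjusted p under 0.05), the 3 being *Scd4*, *Impact* and *Egr1* without Pontin cTG replicate 2. Counting only genes changed by more than 1.5-fold gave the same counts under each of these settings, and a fold limit of 2 also gave 0 (23 at an unadjusted p under 0.05). The causes were not tested. With thresholds chosen after the values had been seen, an unadjusted p under 0.05 gave 285 genes in edgeR and 217 in DESeq2, of which 99 in DESeq2 changed by more than 1.5-fold.

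The number of genes at an adjusted p under 0.05 was as large in 10 of the 10 splits of the 6 libraries into 3 and 3, the real one included, since all gave 0 in edgeR; with the limit of 1.5-fold it was likewise 10 of 10. Of the 10 splits, 7 gave at least as many genes at an unadjusted p under 0.05 as the real split's 285 in edgeR (167 to 1481 genes in the other splits), and 8 gave at least as many as its 217 in DESeq2 (153 to 1445). At an adjusted p under 0.05 DESeq2 called up to 34 genes in a split that mixed the genotypes. With 10 splits the share cannot fall under 0.1. On simulated data with the same number of libraries, 158 of 200 changes of 2-fold and 4-fold were called, 94 of them among the 100 of 4-fold. That simulation drew genes independently, had no outlier library and changed only better expressed genes. It therefore does not give the power in these libraries, nor the power for changes as small as those of *Mob1a* and *Lats1*.

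The Reactome set Signaling by Hippo kept its direction under every setting that was run. Its adjusted p was no longer under 0.05 under fry (rank 67), camera with an estimated correlation (rank 48), fgsea (rank 234) and limma-voom (rank 114); the cause was not tested. Across the 6 fits without one library its rank ran from 74 to 289, and its adjusted p was above 0.05 in 4 of them. Of the 10 splits of the libraries, 2 ranked the set as high as the real one, at 117 and 111. The number of Reactome sets at an adjusted p under 0.05, 127 in the real split, was as large in 3 of the 10 splits, with 132 and 186 sets in splits that mixed the genotypes.

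The core components of the Hippo pathway kept a negative median under every setting that was run. The median ran from -0.19 to -0.13 across the 6 fits without one library, and their adjusted p passed 0.05 without WT replicate 2 (0.0159) and without Pontin cTG replicate 3 (0.0443). Of the 10 splits, 1, the real one, gave a camera p as small for the core components, which is the smallest share the design allows. The whole list of Fig. 6A changed sign with library size alone (0.0011), where its camera test still pointed down, and ran from -0.12 to 0.036 across the 6 fits without one library; 5 of the 10 splits gave as small a p. The YAP targets named by the study had a median of 0.00033 with library size alone, ran from -0.16 to -0.041 across the 6 fits without one library, and 4 of the 10 splits gave as small a p. The wider YAP/TEAD list ran from -0.16 to -0.025, and 6 of the 10 splits gave as small a p. Cell cycle genes ran from -0.11 without Pontin cTG replicate 2 to 0.25 without WT replicate 2, and 9 of the 10 splits gave as small a p.

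With the replicate block, 0 genes passed an adjusted p of 0.05, 499 genes had an unadjusted p under 0.05, and the Hippo set ranked 159. The correlations of deviations were 0.077, 0.43 and 0.19 for the libraries numbered 1, 2 and 3. They leave open whether the replicate numbers mark a shared litter or batch. The block changed no call of the results named here.

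Among single genes, the log2 fold changes of *Ruvbl1*, *Mob1a*, *Mob1b*, *Lats1* and *Stk4* kept their direction and stayed above an adjusted p of 0.05 under the 15 alternatives. With the test that the legend of Fig. 10 names, on DESeq2-normalised counts and chosen after the values had been seen, the unadjusted p of *Mob1a* and *Lats1* was under 0.05, at log2 ratios of -0.16 and -0.17. Outside the fits without one library, 418 values of other single genes had the same direction and side of the threshold as reported, 24 changed sign and 7 passed the threshold (*Scd4* in DESeq2, and the genes named above). Scaling by library size alone raised the median log2 fold change of all genes tested by 0.030, and a shift of this size moves values just under 0 across it. Those that changed sign in this way were 0.017 for *Ajuba*, 0.0045 for *Ywhab*, 0.0011 for *Llgl2*, 0.016 for *Yap1*, 0.00033 for *Ccn1* and 2.6e-05 for *Stat6*. With limma-voom those that changed sign were -0.057 for *Rassf1*, 0.011 for *Limd1*, 0.092 for *Fbxw11*, -0.028 for *Llgl1*, -0.028 for *Stk3*, 0.028 for *Yap1*, -0.042 for *Wwtr1*, 0.18 for *Ccn1*, -0.029 for *Tead4*, -0.72 for *Nppa*, -0.39 for *Nppb*, -0.023 for *Col1a2*, -0.10 for *Trp53* and -0.22 for *Bad*. With at least 10 counts in every library the value was 0.00048 for *Yap1*, with DESeq2 -0.0030 for *Wwtr1*, with no filter on low counts -0.0071 for *Wwtr1*, and with the replicate block -0.029 for *Col1a2*. The causes of the changes other than with library size alone were not tested.

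Across the 6 fits that each left out one library, log2 fold changes that changed sign ran from -0.015 to 0.13 for *Ruvbl2*, from -0.21 to 0.058 for *Nf2*, from -0.087 to 0.17 for *Rassf1*, from -0.15 to 0.099 for *Ajuba*, from -0.19 to 0.078 for *Limd1*, from -0.048 to 0.030 for *Ywhab*, from -0.15 to 0.18 for *Fbxw11*, from -0.021 to 0.13 for *Csnk1d* and from -0.038 to 0.070 for *Llgl1*. For further genes they ran from -0.17 to 0.091 for *Llgl2*, from -0.28 to 0.047 for *Dlg1*, from -0.10 to 0.18 for *Stk3*, from -0.12 to 0.13 for *Yap1*, from -0.088 to 0.060 for *Wwtr1*, from -0.20 to 1.29 for *Birc5*, from -0.20 to 0.11 for *Ccn1*, from -0.045 to 0.26 for *Fgf2* and from -0.041 to 0.060 for *Tead4*. The remaining ranges were from -0.013 to 0.58 for *Tead2*, from -0.28 to 0.041 for *Smad3*, from -0.29 to 0.043 for *Zhx2*, from -0.10 to 0.050 for *Stat6*, from -0.86 to 1.65 for *Nppa*, from -0.41 to 0.40 for *Nppb*, from -0.20 to 0.39 for *Col1a1*, from -0.29 to 0.28 for *Col1a2*, from -0.19 to 0.24 for *Trp53*, from -0.12 to 0.20 for *Bad* and from -0.088 to 0.68 for *Bax*. For *Nppa* the sign depends on Pontin cTG replicate 2.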

Differences from the paper's values

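The DESeq2 thresholds with an unadjusted p and the test of the legend of Fig. 10 were tests chosen only after the result was seen.

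The paper's Fig. 10A gives about 110 genes with higher and about 110 genes with lower expression in Pontin cTG hearts, read by eye, on an axis that names the false discovery rate. In edgeR's quasi-likelihood test 0 genes were higher and 0 lower at an adjusted p under 0.05, with 285 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 0 higher and 1 lower with or without independent filtering, no filter on low counts 0 and 3, limma-voom 1 and 2, the fit without Pontin cTG replicate 2 gave 1 and 2, and the others 0 and 0. With DESeq2 and an unadjusted p under 0.05, with no limit on the fold change, 111 genes were higher and 106 lower, which lies close to the paper's counts. These counts are fewer than the 1282 genes that an even spread of p over 25633 genes would place there. With edgeR and the same unadjusted threshold the counts were 142 and 143, or 285 in all, and the total was 241 without WT replicate 3 and 186 without WT replicate 2. These thresholds were chosen after the values had been seen, from a grid of adjusted and unadjusted p with no fold limit, a limit of 1.5 and a limit of 2, over all 6 libraries and without each one. In that grid, DESeq2 without Pontin cTG replicate 2 gave 1 higher and 3 lower gene at an adjusted p under 0.05, and with an unadjusted p under 0.05 and no fold limit the counts depended on the library left out. They were 28 and 60 without WT replicate 1, 71 and 56 without WT replicate 2, 92 and 70 without WT replicate 3, 145 and 298 without Pontin cTG replicate 1, 184 and 272 without Pontin cTG replicate 2, and 118 and 122 without Pontin cTG replicate 3.

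Normalised counts of MOB1, LATS1 and MST1 lay close to Fig. 10F to 10H, where the group means are about 800 and about 720 for MOB1, about 360 and about 320 for LATS1 and about 400 and about 320 for MST1 in WT and Pontin cTG hearts, read by eye. The p differed. The paper's p is about 0.039 for MOB1 in Fig. 10F and about 0.032 for LATS1 in Fig. 10G, read by eye. In edgeR the unadjusted p was 0.227 for *Mob1a* and 0.197 for *Lats1*, and across the 15 alternatives set before the data were examined it ran from 0.0785 to 0.426 and from 0.0768 to 0.462; none of them closed the gap. The equal-variance test that the legend names, applied to counts divided by DESeq2's size factors, gave 0.0389 for *Mob1a* and 0.0323 for *Lats1*; it was chosen after the values had been seen. DESeq2's own unadjusted p was 0.277 and 0.309, and its adjusted p 0.9996 for both.

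The paper places the Hippo gene set first among gene sets in Pontin cTG hearts, with a positive enrichment score in Fig. 10D. The Reactome set Signaling by Hippo, a different set of genes, ranked 117 of 835 with a shift towards lower expression, and with a normalised enrichment score of -1.55 under fgsea.

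The paper states that TEAD was activated in Pontin cTG mice. In neonatal cardiomyocytes overexpressing Pontin, it found no significant change of YAP target genes by qPCR. The medians of the YAP targets named by the study and of the wider YAP/TEAD list were -0.023 and -0.078 (0.00033 and -0.051 with library size alone), with neither past an adjusted p of 0.05 under any setting that was run. The Reactome set of YAP1- and WWTR1-stimulated gene expression, with 10 genes tested, had a median of 0.0093 and ranked 697 of 835 (adjusted p = 0.785 from limma's camera), and its normalised enrichment score under fgsea was 1.38 (adjusted p = 0.315).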

Other observations

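In this part, the tests of library size for Pontin cTG replicate 2, and of chance runs, normalisation and exchanged labels for chromosome 18, were chosen only after the result had been seen.

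Neighbouring genes on chromosome 18 were lower in 4 of the 6 libraries, which the paper does not report. The 10 tested genes from *Cables1* to *Impact* lie between 11839220 and 12992950 of GRCm38. Their median level, as a percent of each gene's geometric mean over the 6 libraries (the mean of log2 CPM), was 166% and 165% in WT replicates 1 and 3, 86.7% in WT replicate 2, and 81.3%, 71.6% and 83.2% in Pontin cTG replicates 1 to 3. *Riok3* had 1183, 740 and 1284 normalised counts in WT and 646, 522 and 673 in Pontin cTG hearts, *Npc1* had 456, 293 and 480 against 246, 195 and 210, and *Osbpl1a* had 1120, 593 and 1103 against 539, 381 and 542. *Impact*, the last gene of the stretch, differed in another way: it had 263, 296 and 281 normalised counts in WT, 327 in Pontin cTG replicate 2, and 21 and 14 in Pontin cTG replicates 1 and 3. Without Pontin cTG replicate 2 its log2 fold change was -4.03 (adjusted p = 1.58e-05 in edgeR, from 1.58e-05 to 0.9998 across the alternatives).

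Normalisation as the cause is argued against by the genes on either side. The median of 20 flanking genes ranged over 0.364 on the log2 scale between libraries, against 1.22 for the stretch. Chance stays open. Of 13652 other runs of 10 consecutive tested genes, 9 differed as much between libraries, the most by 1.71, and this stretch was found by its difference. An exchange of labels between WT replicate 2 and a Pontin cTG library would leave 4 lower libraries in either case. *Ruvbl1*, with 221 normalised counts in WT replicate 2 and 240 in the lowest Pontin cTG library, differs too little between the groups to settle the labels. A candidate explanation is the loss of one copy of the stretch, segregating in the colony and not only with the transgene. It was tested on 7 genes of the stretch with too few counts for the main test. Their summed normalised counts were 24.2 and 10.1 in WT replicates 1 and 3, at most 10.4 in the other 4 libraries, and the counts are too few to decide, so a lost copy, a strain difference and a regulatory difference cannot be told apart. That *Impact* is almost absent in only 2 of the 4 libraries could reflect which parent passed on the stretch, as its expression depends on parental origin in mice; this was not tested. The fold changes of *Npc1*, *Riok3*, *Rmc1* and *Osbpl1a* between the groups belong to this stretch.

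Pontin cTG replicate 2 lay far from the other 5 libraries on the first principal component. Library size is argued against, since its total of 15279201 lies within the range of the others, and so is a share of counts taken by few genes, since the 10 most abundant genes took 26.1% of its counts, within the range of the others. Its deviation had a correlation of -0.20 with gene length (Spearman, across genes, which are not independent). The same correlation was 0.18, 0.18 and 0.11 in WT replicates 1 to 3, and 0.084 and -0.16 in Pontin cTG replicates 1 and 3. Every WT library thus lay above every Pontin cTG library, and gene length was not tested as a cause of differences between the groups. With a trend on gene length removed from every library, the score of Pontin cTG replicate 2 was 50.04 and the next largest 23.8 in size. This argues against gene length as the whole cause of its position. A lower share of cardiomyocytes, with the mix of other cells unchanged, would raise the markers of the other cell types alike. Fibroblast markers were 0.66 higher than in the other 5 libraries (log2 scale), smooth muscle 0.55, endothelial 0.30 and macrophage -0.052. The difference of 0.712 between the highest and the lowest compares with an SD of 0.068 for the same difference among the other 5 libraries. No cardiomyocyte marker was examined and the mix of other cells may differ, so a lower share of cardiomyocytes is not excluded. A more advanced response to Ang-II in this heart was not tested and stays open, as does another piece of tissue. Atrial tissue has little support, since the atrial markers *Myl7*, *Sln* and *Bmp10* had 0 CPM in this library. The atrial marker *Myl4* went the other way, with 3.34 CPM against 0.61 to 1.99 in the others. *Nppa* had 7716 normalised counts in Pontin cTG replicate 2, against 1205 and 360 in the other Pontin cTG libraries and 858 to 1842 in WT. Its log2 fold change was 1.13 over all libraries and -0.86 without this library.

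The paper measured ANP, BNP and collagen mRNA by qPCR in hearts after Ang-II, and reported each of them reduced in Pontin cTG mice. In these libraries, *Nppa*, *Nppb*, *Col1a1* and *Col1a2* had log2 fold changes of 1.13 (standard error 0.91), 0.17 (standard error 0.35), 0.097 (standard error 0.30) and 0.019 (standard error 0.29), each with an adjusted p of 0.999 in edgeR. None of these values had the paper's direction. Without Pontin cTG replicate 2 they were -0.86, -0.41, -0.20 and -0.29, which is the paper's direction. The regulators of Fig. 10E besides *Tead1*, namely *Smad3*, *Zhx2*, *Stat6* and *Hif1a*, had log2 fold changes of -0.15, -0.14, -0.029 and -0.20. Without Pontin cTG replicate 2 that of *Hif1a* was -0.36, and the values of *Smad3*, *Zhx2* and *Stat6* were 0.041, 0.043 and 0.032. *Ruvbl2*, the partner of Pontin, had 0.036, and -0.015 without WT replicate 2. Of the apoptosis regulators of Supplementary Fig. 8, *Trp53*, *Bad*, *Bax* and *Bcl2l1* had 0.092, 0.069, 0.41 and 0.24. Without Pontin cTG replicate 2 they were -0.19, -0.12, -0.088 and 0.40, and without Pontin cTG replicate 1 *Bcl2l1* had 0.025. None passed an adjusted p of 0.05 in edgeR, with 0 calls among them under the alternatives.

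Lists of marker genes were used to look for RNA of other tissues. For lymphocytes, adipocytes and skeletal muscle 0 genes were abundant enough to be tested. The median log2 fold change between Pontin cTG and WT hearts was 0.80 for 1 atrial gene, 0.051 for erythroid, -0.42 for macrophage, -0.046 for fibroblast, 0.017 for endothelial, 0.29 for 1 mesothelial gene, 0.082 for 1 brown adipocyte gene and -0.12 for smooth muscle genes. The atrial gene was *Myl4*, with 153 counts over all libraries, where *Myl7*, *Sln* and *Bmp10* had 11, 3 and 1. The relative macrophage level (log2 scale) was 0.63 in WT replicate 2, against -0.083 and -0.028 in WT replicates 1 and 3. It was -0.025, -0.048 and -0.47 in Pontin cTG replicates 1 to 3, so the macrophage value depends on WT replicate 2. In each list 0 genes passed an adjusted p of 0.05, and 0 had an unadjusted p under 0.05. *Col1a1* and *Col1a2* of the fibroblast list were also measured by the study, and the heart itself holds fibroblasts, endothelial cells, smooth muscle cells and macrophages. Of the 4 genes on the sex list, 3 were tested, with a median of -0.14.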
